# A cholesterol-responsive hepatic tRNA-derived small RNA regulates cholesterol homeostasis and atherosclerosis development

**DOI:** 10.1038/s41467-025-67387-z

**Published:** 2025-12-15

**Authors:** Xiuchun Li, Rebecca Hernandez, Xudong Zhang, Sijie Tang, Xiaohong Yuan, Jing Wu, Kathy Pham, Hukam C. Rawal, Erica C. Heinrich, Shenglong Zhang, Qi Chen, Tong Zhou, Changcheng Zhou

**Keywords:** Dyslipidaemias, Small RNAs

## Abstract

Transfer RNA-derived small RNAs (tsRNAs) have emerged as crucial players in diverse biological processes. Yet, their involvement in lipid metabolism and cardiovascular disease remains elusive. Using an advanced PANDORA-seq method, we identify tsRNA-Glu-CTC as the most abundant tsRNA in mouse liver. Intriguingly, tsRNA-Glu-CTC is cholesterol responsive. Overexpression of tsRNA-Glu-CTC elicits hypercholesterolemia and hepatic steatosis, whereas its knockdown protects against diet-induced hypercholesterolemia and atherosclerosis in mice. Mechanistically, tsRNA-Glu-CTC regulates key hepatic lipogenic genes including *Srebp2*, a master regulator of lipid metabolism. tsRNA-Glu-CTC interacts with SREBP2 to regulate its own transcription through an E-box motif. We further identify site-specific RNA modifications of endogenous tsRNA-Glu-CTC by a mass spectrometry-based MLC-seq and demonstrate the modified tsRNA-Glu-CTC as a more potent regulator of cholesterol homeostasis compared to its unmodified synthetic counterpart. Collectively, our study reveals an important role of a liver-enriched tsRNA in lipid metabolism and cardiovascular health, opening new therapeutic avenues for cardiometabolic disease.

## Abstract (web summary)

Transfer RNA-derived small RNAs (tsRNAs) emerge as crucial players in biological processes but their disease relevance is unknow. Here, the authors show that tsRNA-Glu-CTC is the most abundant hepatic tsRNA that plays a key role in regulating cholesterol homeostasis and atherosclerosis development.

## Introduction

Cholesterol is an essential component of cell membranes and is also a precursor of numerous steroid hormones and bile acids^1–3^. Cholesterol homeostasis is crucial for normal cellular and biological functions, and aberrant cholesterol homeostasis can lead to the development of many diseases including cardiovascular disease (CVD), neurodegenerative disease, and cancers^2,4^. Cholesterol concentration is tightly regulated by a feedback control system including transcriptional and post-transcriptional mechanisms^1,2^. For transcriptional regulation, sterol regulatory element binding proteins (SREBPs) have been established as the master regulator of lipid homeostasis^1–3^. There are three SREBP isoforms (SREBP1a, SREBP1c, and SREBP2), and SREBP2 preferentially regulates key genes involved in cholesterol biosynthesis and metabolism including the HMG-CoA reductase (HMGCR) and Proprotein convertase subtilisin/kexin type 9 (PCSK9)^1–3,5,6^.

In addition to the well-studied traditional regulators, recent studies have identified many small non-coding RNAs (sncRNAs) especially microRNAs (miRNAs) as key regulators of lipid homeostasis^4,7–11^. For example, miRNA-33 has been demonstrated to regulate cholesterol homeostasis by coordinating with SREBP host genes^8–10^. miRNA-148 can also regulate hepatic LDL receptor (LDLR) and ABCA1 expression to modulate lipoprotein levels in vivo^4,12^. A highly expressed hepatic miRNA, miRNA-122^13,14^ has been shown to regulate cholesterol and fatty-acid metabolism^15,16^. miRNA-122 has also been identified as a risk factor for hypertension, atherosclerosis, atrial fibrillation, acute myocardial infarction and heart failure^17–20^. In addition to miRNAs, emerging evidence revealed the important functions of new classes of sncRNAs including transfer RNA-derived small RNAs (tsRNAs) and ribosomal RNA-derived small RNA (rsRNAs) in regulating biological processes and disease development^21–29^. However, the functions of these “non-canonic” sncRNAs in lipid metabolism or CVD remain elusive.

As compared to the well-studied miRNAs, most tsRNAs and rsRNAs are highly modified and include various RNA modifications such as RNA methylations and terminal modifications^21,22,26,30,31^. When performing standard RNA sequencing (RNA-seq) analysis for these highly modified RNAs, it has been recognized that these modifications can interfere with the reverse transcription or adapter ligation processes during cDNA library preparation^21,32–34^. These conditions prevent the discovery of highly modified tsRNAs/rsRNAs that may have important functions in biological processes and disease development^21^. To overcome this obstacle, we recently developed an advanced PANDORA-seq method^22,35^ which enable us and others to detect the highly modified sncRNAs that were otherwise undetectable by traditional RNA-seq protocol^21,22,36–40^. Intriguingly, PANDORA-seq unveiled tsRNA/rsRNA-enriched sncRNA landscapes in many murine and human tissues and cell types, which were strikingly different with traditional RNA-seq results^21,22,36–41^.

In the present study, we identified tsRNA-Glu-CTC as the most abundant tsRNA in mouse liver by using PANDORA-seq. Interestingly, tsRNA-Glu-CTC is a cholesterol-responsive tsRNA that can regulate cholesterol homeostasis in vivo. While overexpression of tsRNA-Glu-CTC elicited hypercholesterolemia and hepatic steatosis in mice, antisense oligonucleotide (ASO)-mediated tsRNA-Glu-CTC knockdown protected mice from diet-induced hypercholesterolemia and atherosclerosis. Transcriptomic analysis revealed that tsRNA-Glu-CTC can regulate key hepatic genes including *Srebp2* that regulate lipid homeostasis. Mechanistic studies revealed that tsRNA-Glu-CTC can promote *Srebp2* transcription through an E-box motif in the promoter. RNA pulldown assay then demonstrated that tsRNA-Glu-CTC interacts with nuclear SREBP2 proteins to coordinately regulate *Srebp2* transcription via this E-box motif. Using a newly developed mass spectrometry-based direct sequencing approach^42^, we then identified site-specific RNA modifications of endogenous tsRNA-Glu-CTC that are important for its function in regulating cholesterol homeostasis. Our findings reveal a previously unrecognized role of tsRNA in regulating cholesterol homeostasis and provide a potential new target for treating cardiometabolic disease.

## Results

### PANDORA-seq but not traditional small RNA-seq identifies tsRNA-Glu-CTC as the most abundant tsRNA in the liver

Many sncRNAs including tsRNAs and rsRNAs are highly modified and these RNA modifications can interfere with cDNA library construction process, preventing the detection of these sncRNAs by the widely used small RNA-seq methods^21,22^. To address this obstacle, we have recently developed an advanced PANDORA-seq to eliminate the RNA modification-elicited sequence interferences^21,22,35^. Liver is a key organ with numerous key functions including regulating lipid homeostasis. To reveal the hepatic sncRNA profiles, we isolated total RNAs from mouse liver and performed both PANDORA-seq and traditional small RNA sequencing experiments. 

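Liver RNA of 5 LCD-fed mice was sequenced by both methods, which gave 5 PANDORA-seq and 5 traditional-seq libraries. PANDORA-seq treats the RNA with the kinase T4PNK, which repairs fragment ends that adapters cannot join, and then with the demethylase AlkB, which removes methyl groups that stop reverse transcription. Traditional-seq makes the library from untreated RNA. The paper's methods state that part of the eluted RNA of each sample was kept for traditional-seq, so the libraries of the same mouse are taken as a pair. The authors assigned the reads with SPORTS1.1 (version 1.1.0) on the mouse genome mm10 and deposited RPM values, which scale each library to the same read total. Their table gives 1 value per library for 1150 miRNA precursors, 51 cytosolic tRNA anticodons, 22 mitochondrial tRNAs, 8 ribosomal RNAs, 2 Y RNAs and 1 piRNA entry. All fragments of an anticodon are summed in that value, so the 5′ and 3′ ends of a tRNA are not told apart here. The values of a library do not add up to its total, since 21.0% ± 0.759 (SD, n = 5) of the PANDORA-seq reads and 5.12% ± 0.608 (SD, n = 5) of the traditional-seq reads are assigned to none of these RNAs. The read total is not in the table and was inferred from the RPM value that 1 read takes. It ranged from 2511895 to 10217485 reads (median 5617349) for PANDORA-seq and from 1934330 to 16766908 reads (median 5079375) for traditional-seq. Class shares were taken as a percent of the reads assigned to the listed RNAs and compared by two-sided exact permutation tests over the 10 libraries. Single RNAs were compared by limma on log2(RPM + 1), over the 325 RNAs with at least 1 RPM in at least 5 libraries, so that fold changes of rare RNAs are understated. RPM is a relative measure, and a class that takes more of the reads lowers all others.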

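In traditional-seq of the LCD-fed mice, miRNAs took 67.3% ± 2.72 (SD, n = 5) of the annotated reads, and they were the largest class in 5 of 5 libraries. Fragments of ribosomal RNA (rsRNAs) took 19.5% ± 2.07 (SD, n = 5) and tsRNAs 9.00% ± 1.05 (SD, n = 5). piRNA reads made up 4.10% ± 0.256 (SD, n = 5), and fragments of Y RNA (ysRNAs) 0.00632% ± 0.00152 (SD, n = 5). The liver-specific miR-122, whose gene lies on chromosome 18 of GRCm38 from 65248861 to 65248926, made up 46.4% ± 12.6 (SD, n = 5) of the miRNA reads. miR-148a, from chromosome 6 at 51269812 to 51269910, gave a further 18.4% ± 5.56 (SD, n = 5). The ratio of tsRNA to miRNA reads was 0.134 ± 0.0203 (SD, n = 5) and that of rsRNA to miRNA reads 0.292 ± 0.0429 (SD, n = 5), so miRNAs exceeded either class in each mouse by far more than the spread between mice.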

As expected, traditional RNA-seq identified miRNAs as the most abundant sncRNA species in the liver (Fig. 1a). However, PANDORA-seq revealed that liver contains more abundant tsRNAs and rsRNAs than miRNAs (Figs. 1a, b), which is consistent with our recent studies^22^.

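In PANDORA-seq of the same livers, rsRNAs took 64.8% ± 7.25 (SD, n = 5) of the annotated reads and tsRNAs 26.6% ± 6.93 (SD, n = 5), while miRNAs took 3.49% ± 1.67 (SD, n = 5). piRNA reads made up 5.08% ± 0.471 (SD, n = 5) and ysRNAs 0.0176% ± 0.00438 (SD, n = 5). There were 8.96 ± 4.24 tsRNA reads and 22.5 ± 10.9 rsRNA reads per miRNA read (SD, n = 5), and both ratios were above 1 in 5 of 5 libraries. By class, 43 of the 51 cytosolic tsRNA families and 8 of 8 ribosomal RNAs were higher in PANDORA-seq than in traditional-seq at an adjusted p under 0.05 from limma, and 218 of 241 miRNAs were lower. Mitochondrial tsRNAs went both ways, with 5 of 22 higher and 8 lower, but with scaling by miRNA reads 0 tsRNA families of either kind were lower. The miRNAs with the largest decreases among those with at least 100 RPM in either method were the endothelial miR-126a (log2 fold change −7.30, chromosome 2 of GRCm38 from 26591357 to 26591429), miR-26b (−7.28, chromosome 1 from 74394310 to 74394394), miR-1839 (−7.05, chromosome 7 from 81529855 to 81529981, where the annotation gives a scaRNA) and let-7g (−6.88, chromosome 9 from 106178840 to 106178927). Over all classes, 71 RNAs were higher and 229 lower in PANDORA-seq, against 89 and 213 after TMM scaling and 135 and 57 after scaling by miRNA reads, which turns the balance. The shares of miRNAs, tsRNAs, rsRNAs and ysRNAs separated the methods completely (exact permutation test, p = 0.00794, the smallest that 5 libraries against 5 allow, adjusted p = 0.00992 over the 5 classes). The piRNA share differed with p = 0.0238 by the exact permutation test (adjusted p = 0.0238), but not as a share of all reads (adjusted p = 0.571). Paired by mouse, each class differed in the same direction in 5 of 5 pairs, and the exact sign-flip test gave p = 0.062, the smallest that 5 pairs allow, so the paired test cannot pass 0.05.

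**Figure D1:**
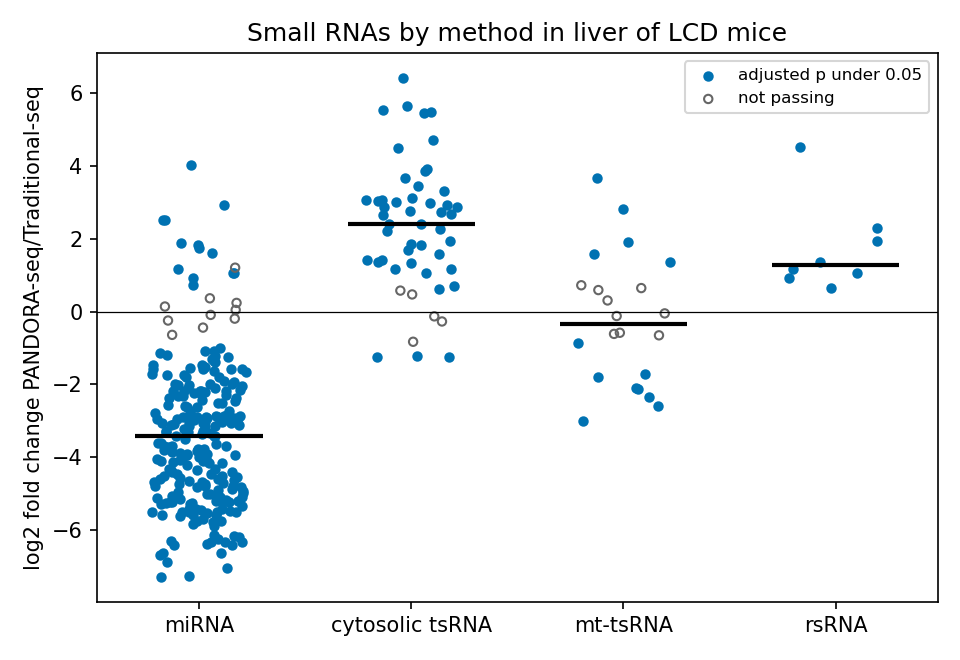
Log2 fold change of each small RNA between PANDORA-seq and traditional-seq in 5 LCD-fed mice, on the log2(RPM + 1) scale, by class. Points are RNAs tested by limma, filled where the adjusted p was under 0.05, and the bar is the median of the class, which was −3.42 for 241 miRNAs, 2.42 for 51 cytosolic tsRNAs, −0.35 for 22 mitochondrial tsRNAs and 1.27 for 8 ribosomal RNAs (RPM as deposited).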

**Fig. 1:**
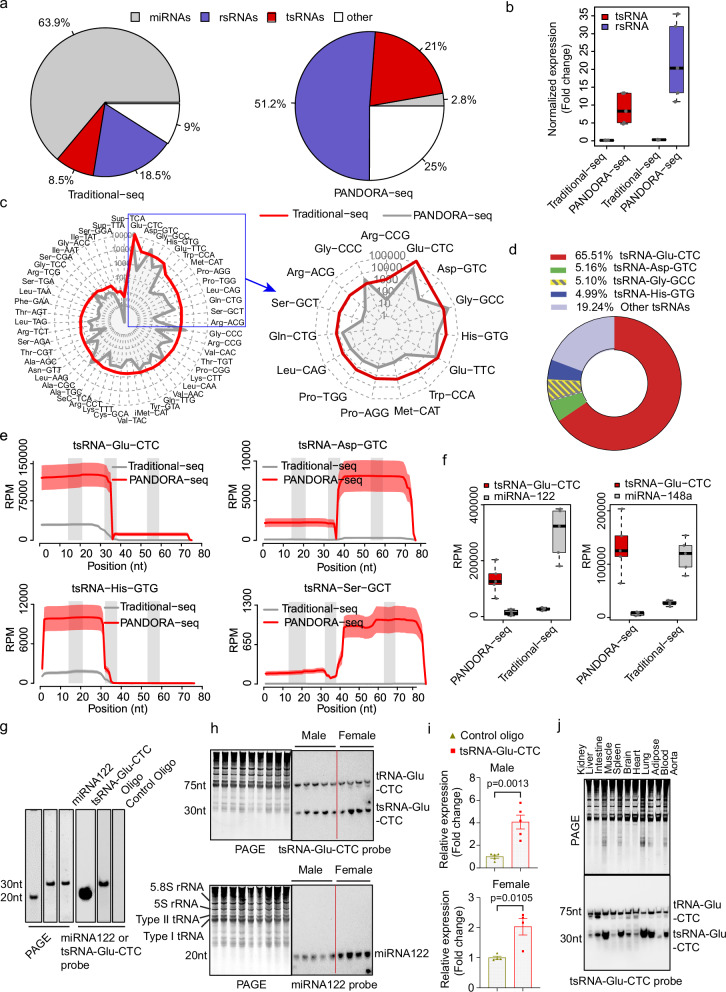
PANDORA-seq identifies tsRNA-Glu-CTC as the most abundant hepatic tsRNA in mice. **a** Distribution of different types of sncRNAs in mouse liver detected by traditional RNA-seq and PANDORA-seq (*n *= 5 biological replicates). The percentage of each sncRNA category was calculated by mean reads per million (RPM). **b** Hepatic tsRNA and rsRNA relative expression (normalized to miRNAs) under traditional-seq and PANDORA-seq protocols (*n* = 5 biological replicates). **c** The expression levels of highly expressed hepatic tsRNAs detected by traditional-seq (gray line) and PANDORA-seq (red line) are presented as the radar charts. The Y axis indicates RPM in log scale (*n* = 5 biological replicates). **d** The distribution of detected hepatic tsRNAs based on PANDORA-seq results (% of total hepatic tsRNAs) (*n* = 5 biological replicates). **e** Mapping patterns of representative hepatic tsRNAs detected by PANDORA-seq and traditional-seq. The solid curves indicate the mean RPM. The colored bands represent the standard error of the meaning (*n* = 5 biological replicates). The three gray bars indicate the location of the D-loop, anticodon-loop, and T-loop (left to right) along the parental tRNAs. **f** The expression levels of tsRNA-Glu-CTC, miRNA-122, and miRNA-148a based on PANDORA-seq and traditional-seq results (*n* = 5 biological replicates). **g** Hybridization efficiency of northern blot probes for tsRNA-Glu-CTC and miRNA-122 by loading 20 ng synthetic oligonucleotides. **h** Northern blot analysis of hepatic tsRNA-Glu-CTC and miRNA-122 in male and female mice. **i** Relative expression of hepatic miRNA-122 and tsRNA-Glu-CTC based on densitometry analyses of the northern blot bands normalized to indicated SYBR gold-stained RNA bands (5.8S rRNA, 5S rRNA, Type I and type II tRNA bands) on urea PAGE and the probe efficiency factor (4:1) (*n* = 5 male mice, *n* = 4 female mice, mean ± SEM, two-tailed Student’s t-tests). **j** Northern blot analysis of tsRNA-Glu-CTC expression in major mouse tissues. For **g**–**j** similar results were obtained in three independent experiments. Box plots (**b**, **f**) show the median (central line), the 25th percentile (Q1) and 75th percentile (Q3) (bounds), and interquartile range (IQR, Q3-Q1) (box). The whiskers extend from the box to the most extreme data points that fall within Q3 + 1.5×IQR (upper whisker) and Q1-1.5×IQR (lower whisker), respectively.

tsRNAs are among the most ancient small RNAs that presented in all three domains of life and numerous species^43,44^. tsRNAs have recently been demonstrated to have diverse roles in fundamental biological processes^41,43–47^. 

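In PANDORA-seq of the 5 LCD-fed mice, fragments of tRNA-Glu-CTC made up 61.0% ± 9.69 (SD, n = 5) of all tsRNA reads, mitochondrial tsRNAs included. Of the cytosolic tsRNA reads alone, a ratio added after the data were examined, they made up 64.0% ± 8.18 (SD, n = 5). Taken from mean RPM in place of a mean of shares, this cytosolic share was 65.7%, and the source data of Fig. 1d give 65.51%. No other family came near these shares: Gly-GCC made up 5.19% ± 1.84, His-GTG 5.07% ± 2.35, Asp-GTC 4.86% ± 1.91 and Glu-TTC 4.29% ± 1.48 of all tsRNA reads (SD, n = 5 each). Fragments of tRNA-Glu-CTC were the highest tsRNA in 5 of 5 libraries. In traditional-seq of the same livers they made up 31.7% ± 5.66 (SD, n = 5) of the tsRNA reads, and fragments of tRNA-Gly-GCC were higher than them in 3 of 5 libraries. The annotation holds 12 tRNA-Glu-CTC genes on 8 chromosomes of GRCm38.p6, 4 of them on chromosome 1 between 171064164 and 171103114. tRNA-Glu-TTC, with 8 genes, is similar in sequence, and reads that fit both anticodons could have been divided between them in the authors' counting. The share of tsRNA reads was higher in PANDORA-seq than in traditional-seq (two-sided exact permutation test, p = 0.00794), in 5 of 5 mice, but the exact sign-flip test on the pairs cannot pass 0.05 (p = 0.062).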

Interestingly, PANDORA-seq identified tsRNA-Glu-CTC as the most abundant hepatic tsRNA, which constitutes more than 65% of the total detected tsRNAs in the liver (Figs. 1c, d). Further, mapping tsRNA expression patterns on individual tRNA length scales demonstrated the advantages of PANDORA-seq in detecting tsRNA-Glu-CTC and several other tsRNAs including tsRNA-Asp-GTC, tsRNA-His-GTG, and tsRNA-Ser-GCT, as compared with traditional RNA-seq method (Fig. 1e). 

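Of these families, Ser-GCT differed most between the methods, with 1333 ± 589 RPM in PANDORA-seq and 13.5 ± 3.79 RPM in traditional-seq (SD, n = 5 each). This is a log2 fold change of 6.43 (standard error 0.37, adjusted p = 1.01e-10 from limma). Asp-GTC had 10401 ± 5478 and 432 ± 140 RPM (SD, n = 5 each), a log2 fold change of 4.49 (standard error 0.36, adjusted p = 2.99e-09 from limma). His-GTG had 10056 ± 4256 and 1831 ± 604 RPM (SD, n = 5 each), a log2 fold change of 2.42 (standard error 0.32, adjusted p = 1.87e-06 from limma). tsRNA-Glu-CTC, the most abundant of them, had a log2 fold change of 2.21 (standard error 0.27, adjusted p = 7.26e-07 from limma). Other families were also higher in PANDORA-seq, among them Arg-ACG (log2 fold change 5.67), Arg-CCG (5.54), Trp-CCA (5.48), Thr-CGT (5.46) and Met-CAT (4.72). Leu-CAG was higher by a log2 fold change of 2.67 and Glu-TTC by 0.61 (adjusted p = 0.0368 from limma). Some families were lower in PANDORA-seq on the RPM scale. Gly-GCC had a log2 fold change of −1.22 (adjusted p = 0.000182 from limma) and Gly-CCC, which has a similar sequence, −1.25, but with TMM scaling these values were 0.18 and 0.16 and with scaling by miRNA reads 3.44 and 3.42. The mitochondrial Ser-GCT family, from mt-Ts2 at 11613 to 11671 of the mitochondrial genome, had −2.60, which turned to 2.07 with scaling by miRNA reads. Fragments of mitochondrial tRNA-Glu-TTC (mt-Te, 14071 to 14139) were higher in PANDORA-seq, with a log2 fold change of 2.83. Among the genes, 8 of tRNA-Ser-GCT lie on 5 chromosomes of GRCm38.p6, 16 of tRNA-Asp-GTC on 6, and 10 of tRNA-His-GTG on 3, of which 6 lie on chromosome 3 between 96410069 and 96500437. The values are sums over each tRNA and do not show positions along it. The paper reasons that RNA modifications keep tsRNAs out of traditional libraries, and it concludes from the patterns along the tRNAs (Fig. 1e) that PANDORA-seq has an advantage in detecting these tsRNAs.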

PANDORA-seq also detected many different tsRNA-Glu-CTC species but the highly expressed tsRNA-Glu-CTC species were mostly derived from the 5’ end of tRNA-Glu-CTC (Fig. 1e and Supplementary Fig. 1).

We next compared the hepatic expression levels of tsRNA-Glu-CTC with well-studied hepatic miRNAs including miRNA-122 and miRNA-148a^13,14^. Previous studies demonstrated that these miRNAs are highly expressed in the liver^13,14^. For example, miRNA-122 has been shown to constitute 70% of the total miRNA pool in liver^13,14^. While traditional RNA-seq detected more miRNA-122 and miRNA-148a than tsRNA-Glu-CTC, PANDORA-seq demonstrated that tsRNA-Glu-CTC was more abundant than miRNA-122 or miRNA-148a in the liver (Fig. 1f). 

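In PANDORA-seq of the LCD-fed mice, log2(tsRNA-Glu-CTC / miR-122) was 3.60 ± 1.06 and log2(tsRNA-Glu-CTC / miR-148a) was 4.17 ± 1.20 (SD, n = 5 each), and tsRNA-Glu-CTC was the higher RNA in 5 of 5 libraries in both. In traditional-seq of the same livers the ratios were −3.43 ± 0.47 and −2.09 ± 0.58 (SD, n = 5 each), and both miRNAs were the higher RNA in 5 of 5 libraries. miR-148a, a miRNA that is abundant in hepatocytes, had 7531 ± 3262 RPM in PANDORA-seq and 116389 ± 30367 RPM in traditional-seq (SD, n = 5 each). The change from traditional-seq to PANDORA-seq was a log2 fold change of −4.82 (standard error 0.49, adjusted p = 6.63e-08 from limma) for miR-122 and −4.04 (standard error 0.32, adjusted p = 2.95e-09 from limma) for miR-148a. Scaled by miRNA reads, the values were −0.16 (adjusted p = 0.787 from limma) and 0.62 (adjusted p = 0.184 from limma), while the ratios to tsRNA-Glu-CTC do not depend on the scaling. In PANDORA-seq miR-122 and miR-148a made up 44.8% and 29.9% of the miRNA reads, so scaling by these reads pulls both toward 0 by construction. Within each method, an exact sign-flip test of the 5 ratios against 0 gave p = 0.062, the smallest that 5 mice allow.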

To confirm the PANDORA-seq results, we performed northern blot analysis for tsRNA-Glu-CTC and miRNA-122. Since northern blot analysis needs to use different probes to detect these sncRNAs, we first checked probe efficiency by loading the same amount of synthetic tsRNA-Glu-CTC and miRNA-122 oligonucleotides (Fig. 1g). Northern blot analysis then revealed that miRNA-122 probe has much higher hybridization efficiency than the tsRNA-Glu-CTC probe targeting 5’ end of tsRNA-Glu-CTC ( ~ 4:1 based on densitometry analyses) (Fig. 1g). Next, we used these probes to evaluate hepatic miRNA-122 and tsRNA-Glu-CTC expression in male and female mice by norther blot analysis. As expected, miRNA-122 can be readily detected in mouse hepatic RNAs by norther blot using the highly efficient miRNA-122 probe (Fig. 1h). Despite lower probe efficiency, northern blot can also detect strong tsRNA-Glu-CTC bands in the same hepatic RNA samples (Fig. 1h). The quantification results based on densitometry analyses and appropriate normalizations confirmed that liver has relatively higher expression levels of tsRNA-Glu-CTC compared to miRNA-122 ( ~ 4:1) (Fig.1i). Therefore, PANDORA-seq but not traditional RNA-seq results represent in vivo situation of sncRNA expression. We next examined the tsRNA-Glu-CTC tissue expression pattern by northern blot. In addition to liver, tsRNA-Glu-CTC is expressed across major mouse organs including intestine, spleen, lung, and adipose tissue (Fig.1j). Taken together, these results confirmed PANDORA-seq’s advantages in identifying the “hidden” sncRNAs such as tsRNA-Glu-CTC which are much more abundant than miRNA but are otherwise overlooked by traditional RNA-seq method.

### tsRNA-Glu-CTC is a cholesterol-responsive tsRNA

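In the diet experiment, liver RNA of 5 mice on the LCD (0.02% cholesterol) and of 4 mice on the HCD (0.5% cholesterol) was sequenced by both methods, which gave 18 libraries. The mice were C57BL/6, 8 weeks old at the start by the paper's methods, and each mouse gave 1 PANDORA-seq and 1 traditional-seq library. They were males by the legend of Fig. 2 and the Reporting Summary, while the methods name males and females for these and other experiments. The paper gives 4 weeks of feeding, while the sample labels give 9 weeks in the growth protocol and 8 weeks in the time entry. The 5 LCD-fed mice are those of the comparison of methods. The inferred totals of the HCD libraries of mice 15, 16, 17 and 18 were 3571249, 10477638, 2804622 and 4272524 reads for PANDORA-seq and 25488322, 7567279, 16693433 and 9319004 reads for traditional-seq. The median total of traditional-seq was higher in HCD-fed than in LCD-fed mice, but the ranges overlap. Reads that were assigned to no listed RNA made up 15.9% ± 2.27 of PANDORA-seq and 6.37% ± 1.90 of traditional-seq in HCD-fed mice (SD, n = 4 each). In PANDORA-seq this share separated the diets, with 13.6% to 18.9% on the HCD and 20.3% to 22.3% on the LCD, while in traditional-seq the ranges overlapped. RPM as deposited is per total reads and so includes this difference, which was not tested. The deposited RPM values were scaled by TMM (trim 30% on fold changes and 5% on levels) and compared by diet within each method by limma on log2(scaled RPM + 1). The test covered 244 RNAs in PANDORA-seq and 349 in traditional-seq with at least 1 RPM in at least 4 libraries. The difference of the diet effect between the methods was tested by limma over all 18 libraries. Levels of the RNAs of Fig. 2a were also compared as RPM by two-sided exact permutation tests, adjusted over the 12 tests. The paper tested the RNA species with edgeR, which needs read counts, and these were not used here. Whether TMM, the deposited RPM or the miRNA reads set the scale changes how many RNAs are higher or lower, and with scaling by miRNA reads 8 of the 57 calls in PANDORA-seq turned direction, all of them among the 19 higher RNAs.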

To explore the potential function of tsRNA-Glu-CTC in lipid metabolism, we used a classical cholesterol feeding approach^3,48^ and fed the C57BL/6 wild-type (*WT*) mice with a semi-synthetic low-fat AIN76 diet (4.3% fat) containing either 0.02% or 0.5% cholesterol for 4 weeks^3,37,38,49^. Consistent with results from previous cholesterol feeding studies^3,48,50^, feeding *WT* mice with the high-cholesterol diet (HCD) paradoxically did not affect circulating cholesterol or triglyceride levels but led to hepatomegaly and hepatic steatosis (Supplementary Fig. 2a–d). Hepatic cholesterol contents were also significantly increased in HCD-fed mice as compared to mice fed with the low-cholesterol diet (LCD) containing 0.02% cholesterol (*P* = 0.0017) (Supplementary Fig. 2e). As expected, gene expression analysis confirmed that high-cholesterol feeding suppressed hepatic expression of key lipogenic genes, including *Hmgcr* and *Psck9* but stimulated several liver X receptor (LXR) target genes such as *Abcg5* and *Abcg8* (Supplementary Fig. 2f).

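In PANDORA-seq, fragments of tRNA-Glu-CTC had 132107 ± 51292 RPM (SD, n = 5) in LCD-fed and 52690 ± 16075 RPM (SD, n = 4) in HCD-fed mice. In traditional-seq they had 26924 ± 4518 RPM (SD, n = 5) and 2969 ± 1409 RPM (SD, n = 4), and each of the 4 HCD-fed mice lay below each of the 5 LCD-fed mice. The log2 fold change was −1.44 (standard error 0.40, adjusted p = 0.0228 from limma) in PANDORA-seq and −2.67 (standard error 0.45, adjusted p = 0.00142 from limma) in traditional-seq. The share of these fragments among the tsRNA reads also fell, to 41.7% ± 7.89 (SD, n = 4) in PANDORA-seq and to 16.4% ± 2.19 (SD, n = 4) in traditional-seq (exact permutation tests, adjusted p = 0.0317 and 0.0159). This comparison by diet was added after the data were examined. Fragments of tRNA-Glu-TTC, which may share reads with those of tRNA-Glu-CTC, moved with them, with log2 fold changes of −1.04 (adjusted p = 0.0376 from limma) in PANDORA-seq and −2.50 (adjusted p = 0.00100 from limma) in traditional-seq. The first of these did not pass with RPM as deposited (adjusted p = 0.0582 from limma) or with the inferred read total as a covariate (−1.05, adjusted p = 0.0533 from limma). As a class, tsRNAs took 15.0% ± 3.27 (SD, n = 4) of the annotated reads in PANDORA-seq of HCD-fed mice (exact permutation test against LCD, adjusted p = 0.0595) and 1.94% ± 0.916 (SD, n = 4) in traditional-seq (adjusted p = 0.0397). miRNAs took 10.2% ± 3.87 (SD, n = 4) of the annotated reads in PANDORA-seq of HCD-fed mice, more than in LCD-fed mice (exact permutation test, adjusted p = 0.0397), and 70.6% ± 10.2 (SD, n = 4) in traditional-seq (adjusted p = 0.524). Without any 1 of the libraries, no class share passed by diet. For the method that loses the library the smallest possible p rises, and the adjustment over both methods raises the adjusted p of the other. The log2 ratio of tsRNA to miRNA reads, also compared by diet only after the data were examined, fell by 2.42 in both methods (exact permutation tests, adjusted p = 0.0159). Tested as plain RPM, tsRNA-Glu-CTC gave p = 0.0238 in PANDORA-seq and p = 0.00794 in traditional-seq by the exact permutation test, with adjusted p = 0.0714 and 0.0635 over the 12 tests, so neither passed 0.05. The p in traditional-seq is the smallest that 5 against 4 libraries allow, and alone it could not pass over the 12 tests. The limma call in PANDORA-seq was lost without the filter on low values (adjusted p = 0.0537) and with all 18 libraries in one fit (−1.11, adjusted p = 0.104). The tsRNA-Glu-CTC diet effect between methods, PANDORA-seq minus traditional-seq, was 1.80 (standard error 0.66) on the log2 scale, which did not pass (adjusted p = 0.119 from limma) but did with the mouse as a block (adjusted p = 0.0193) and with RPM as deposited (2.04, adjusted p = 0.0180).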

Intriguingly, both PANDORA-seq and traditional-seq analyses of hepatic sncRNAs revealed that HCD feeding significantly decreased tsRNA-Glu-CTC expression (Figs. 2a, b). Several other tsRNAs including tsRNA-Ser-GCT and tsRNA-Leu-CAG were not affected by HCD feeding (Fig. 2a). 

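tsRNA-Ser-GCT had 1862 ± 1664 RPM in PANDORA-seq and 18.7 ± 13.0 RPM in traditional-seq of HCD-fed mice (SD, n = 4 each), and did not pass the exact permutation test in either (adjusted p = 0.690 and 0.600). Its log2 fold change was 0.09 (standard error 0.46, adjusted p = 0.889 from limma) in PANDORA-seq, which turned to −1.45 with scaling by miRNA reads, and 0.83 (standard error 0.45, adjusted p = 0.309 from limma) in traditional-seq. tsRNA-Leu-CAG had 1599 ± 265 RPM (SD, n = 5) in LCD-fed and 1310 ± 548 RPM (SD, n = 4) in HCD-fed mice in PANDORA-seq (exact permutation test, adjusted p = 0.519). In traditional-seq it had 258 ± 89.4 RPM (SD, n = 5) and 807 ± 1194 RPM (SD, n = 4), where 1 HCD-fed mouse sets the mean (exact permutation test, adjusted p = 0.519). Its log2 fold changes were −0.56 (adjusted p = 0.247 from limma) and 1.24 (adjusted p = 0.320 from limma), and with scaling by miRNA reads the first was −2.10 (adjusted p = 0.00846). tsRNA-Arg-ACG had log2 fold changes of 0.62 (adjusted p = 0.309 from limma; −0.92 with scaling by miRNA reads) and 1.25 (adjusted p = 0.0387 from limma), the second lost with RPM as deposited (adjusted p = 0.372). tsRNA-Asp-GTC fell in PANDORA-seq (log2 fold change −1.86, standard error 0.57, adjusted p = 0.0327 from limma) and had −1.21 (adjusted p = 0.0501 from limma) in traditional-seq, where it passed with RPM as deposited (adjusted p = 0.00698). These p-values do not show that a tsRNA stayed equal: with 5 and 4 mice, simulated data with a fold change of 2 passed the test for 24.75% of RNAs in PANDORA-seq and 25.25% in traditional-seq. These percentages cover RNAs of all levels, not these families alone, and the simulated RNAs varied independently. Over all families, 27 of 73 were lower and 3 higher on the HCD in PANDORA-seq, and 14 of 71 were lower and 7 higher in traditional-seq at an adjusted p under 0.05 from limma. Met-CAT (log2 fold change −4.41), Val-TAC (−3.37) and the mitochondrial Met-CAT (−4.01, from mt-Tm at 3845 to 3913 of the mitochondrial genome) had the largest decreases in PANDORA-seq. Gly-GCC fell in both methods (−1.17 and −2.08). His-GTG rose in PANDORA-seq (1.28, adjusted p = 0.0338 from limma; −0.25 with scaling by miRNA reads) and fell in traditional-seq (−1.30, adjusted p = 0.0234), while Trp-CCA fell in PANDORA-seq (−1.11, adjusted p = 0.0470) and rose in traditional-seq (1.70, adjusted p = 0.0207), both lost with RPM as deposited (adjusted p = 0.121 and 0.0586) and with the inferred read total as a covariate (adjusted p = 0.0721 and 0.0679). With RPM as deposited, 0 families were higher and 32 lower in traditional-seq, and with scaling by miRNA reads 49 were lower and 0 higher in PANDORA-seq. The count of lower families in PANDORA-seq was 14 without LCD mouse 5 or without HCD mouse 16 and 16 without HCD mouse 17, and in traditional-seq it was 9 without LCD mouse 4, HCD mouse 17 or HCD mouse 18 and 32 without HCD mouse 16. The count of higher families was 0 or 1 in PANDORA-seq without LCD mouse 1, 2 or 5 or HCD mouse 16, 17 or 18, and 2 to 4 in traditional-seq without LCD mouse 1, 3, 4 or 5 or HCD mouse 16, 17 or 18. From the decrease of tsRNA-Glu-CTC in both methods, and later from northern blots and cultured hepatic cells, the paper concludes that tsRNA-Glu-CTC responds to cholesterol.

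**Figure D2:**
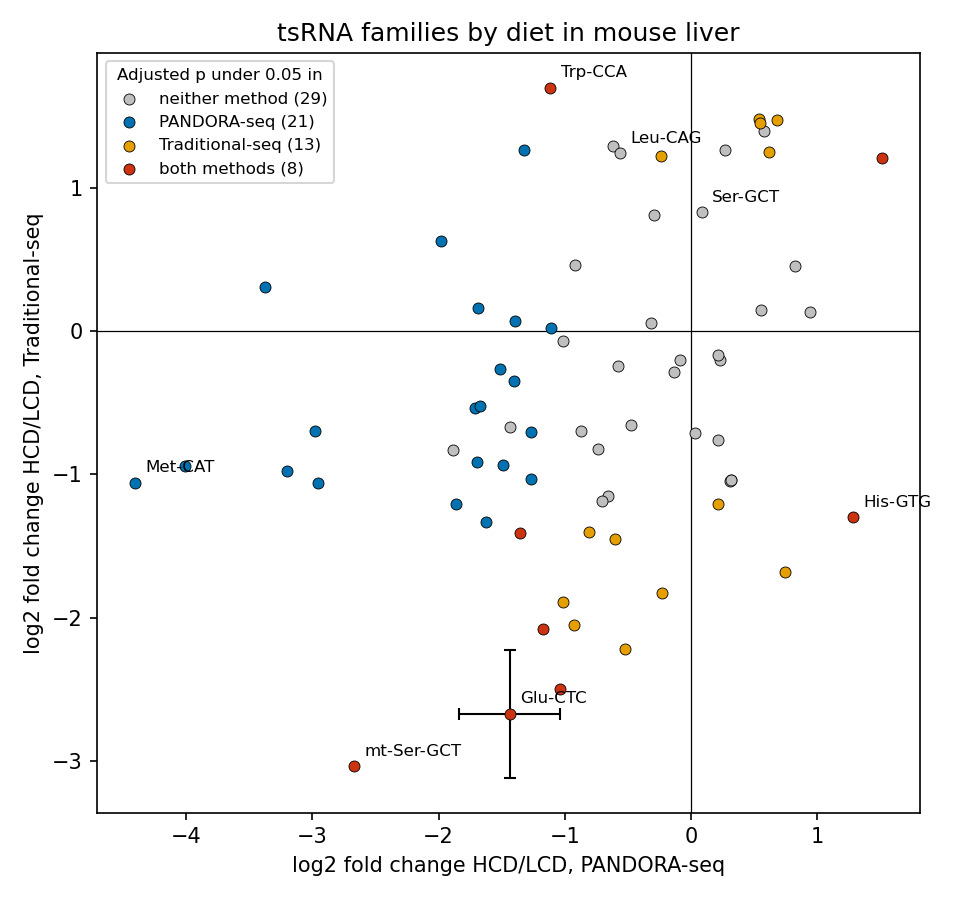
Log2 fold change of 71 tsRNA families by diet (HCD against LCD, TMM-scaled RPM + 1) in PANDORA-seq, on the horizontal axis, and traditional-seq, on the vertical axis. Each point is a family, coloured by the method in which it passed an adjusted p of 0.05 from limma. Of the 71, 29 passed in neither method, 21 in PANDORA-seq alone, 13 in traditional-seq alone and 8 in both, and tsRNA-Glu-CTC, drawn with bars of 1 standard error, lies below 0 on both axes.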

PANDORA-seq also identified many different tsRNA-Glu-CTC species that were downregulated in the liver by the HCD feeding (Fig. 2b) and most of them were derived from 5’ end of tRNA-Glu-CTC which is consistent with the high expression levels of those tsRNA species (Fig. 1e and Supplementary Fig. 1). Northern blot analyses then validated PANDORA-seq results and demonstrated that hepatic expression of tsRNA-Glu-CTC but not tsRNA-Ser-GCT was downregulated by HCD feeding (Figs. 2c, d). Since HCD feeding led to decreased hepatic tsRNA-Glu-CTC expression in vivo, we next evaluated the impact of cholesterol environment on tsRNA-Glu-CTC expression in vitro. Human hepatic HepG2 cells were treated with acetylated-LDL (AcLDL) to mimic cholesterol loading conditions. Consistent with in vivo results, AcLDL treatment also decreased tsRNA-Glu-CTC expression in HepG2 cells (Fig. 2e). By contrast, depletion of cholesterol by simvastatin treatment led to increased tsRNA-Glu-CTC expression in those cells (Fig. 2f). Collectively, these results demonstrated tsRNA-Glu-CTC as a cholesterol-responsive tsRNA.

**Fig. 2:**
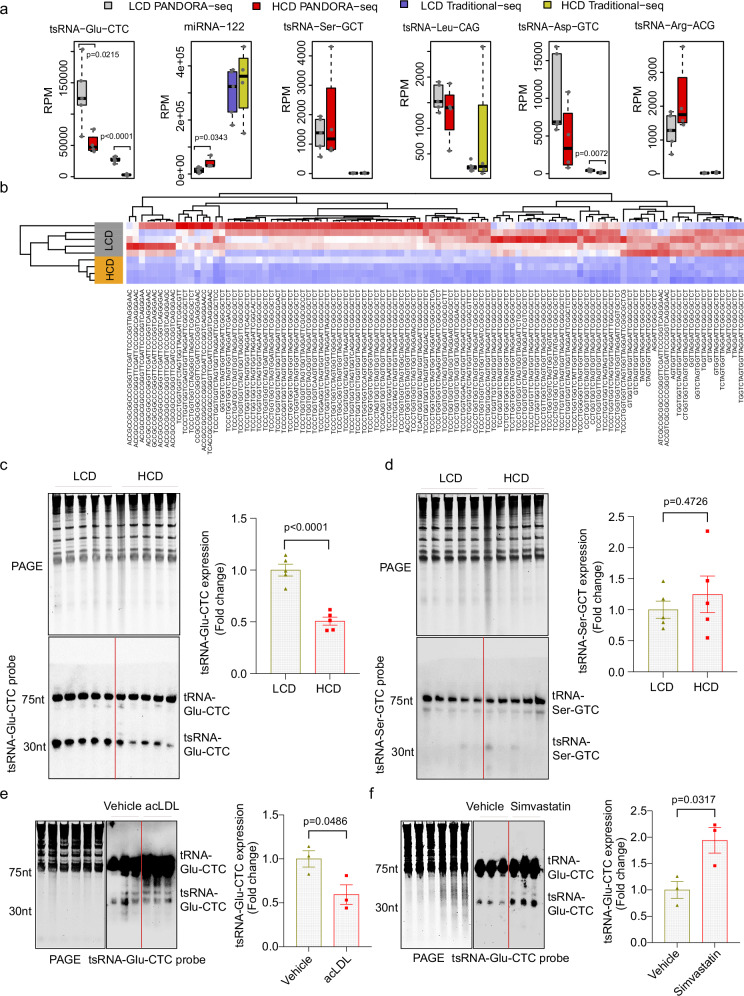
tsRNA-Glu-CTC is a cholesterol-responsive tsRNA. **a**–**d** Eight-week-old male wide-type C57BL/6 mice were fed a low-cholesterol diet (LCD) containing 0.02% cholesterol or high-cholesterol diet (HCD) containing 0.5% cholesterol for 4 weeks. Total RNAs were isolated from liver for RNA sequencing and northern blot analysis. **a** The expression levels of representatives tsRNAs or miRNAs based on PANDORA-seq and traditional-seq results (*n* = 5 mice for LCD, *n* = 4 mice for HCD, two-tailed Student’s t-tests for HCD vs. LCD results obtained from PANDORA-seq and traditional-seq). Box plots show the median (central line), 25th percentile (Q1) and 75th percentile (Q3) (bounds), and interquartile range (IQR, Q3-Q1) (box). The whiskers extend from the box to the most extreme data points that fall within Q3 + 1.5×IQR (upper whisker) and Q1-1.5×IQR (lower whisker), respectively. **b** Heatmap representation of differentially expressed hepatic tsRNA-Glu-CTCs and their sequences (*n* = 5 mice for LCD, *n* = 4 mice for HCD). The top 100 tsRNA-Glu-CTC species based on Log-transformed counts per million (Log^CPM^) were included. **c**, **d** Northern blot analyses of hepatic expression of tsRNA-Glu-CTC (**c**) and tsRNA-Ser-GCT (**d**) in LCD and HCD-fed mice (*n* = 5 biological replicates). The densitometry analyses of northern blot bands (normalized to SYBR gold-stained RNA bands, 5.8S rRNA, 5S rRNA, Type I and type II tRNA bands on urea PAGE) were shown next to northern blot panels (mean ± SEM, two-tailed Student’s t-test). **e**, **f** Northern blot analysis of tsRNA-Glu-CTC expression in human hepatic cells, HepG2 cells, treated with vehicle control, acetylated LDL (25 ug/ml) (**e**) or simvastatin (5 uM) (**f**). The densitometry analysis of northern blot bands (normalized to SYBR gold-stained RNA bands on urea PAGE) were shown next to northern blot panels (*n* = 3 biological replicates, mean ± SEM, two-tailed Student’s t-test). For **c**–**f** similar results were obtained in three independent experiments.

It is intriguing that high-cholesterol feeding led to decreased hepatic tsRNA-Glu-CTC expression. While tsRNA biogenesis has not been well understood, several tsRNA biogenesis-related enzymes inducing tsRNA cleavage enzymes and RNA modification enzymes have been known to regulate tsRNA biogenesis^38,41,43,44^. Next, we examined the hepatic expression of several key tsRNA biogenesis-related genes and found that HCD feeding led to significantly decreased mRNA levels of angiogenin (ANG), a key tsRNA cleavage enzyme in producing 5’tsRNA^43,47^, in the live (Supplementary Fig. 2g). The expression levels of other tsRNA cleavage enzymes (e.g., RnaseT2 and RnaseL) and RNA modification enzymes (e.g., AlkB-1) were not affected by HCD feeding (Supplementary Fig. 2g). Consistently, exposure to acLDL also suppressed *Ang* expression in HepG2 cells in vitro (Supplementary Fig. 2h). By contrast, depletion of cholesterol by simvastatin treatment led to significantly increased ANG expression in those cells (Supplementary Fig. 2i). Therefore, it is plausible that the cholesterol environment affects the tsRNA biogenesis-related gene expression, leading to altered tsRNA-Glu-CTC expression.

### Treatment with synthetic tsRNA-Glu-CTC oligonucleotides leads to hypercholesterolemia and hepatic steatosis in mice

Since tsRNA-Glu-CTC is a cholesterol-responsive tsRNA, we next investigated whether it may affect cholesterol homeostasis in vivo. LCD-fed *WT* mice were treated with synthetic or control oligonucleotides every other day for two weeks by intraperitoneal (IP) delivery (Fig. 3a). As PANDORA-seq detected many different tsRNA-Glu-CTC species (Fig. 1e and Supplementary Fig. 1), we first selected a 30-nt tsRNA-Glu-CTC with medium expression levels as compared with other species (Supplementary Fig. 1). Northern blot analysis confirmed that IP delivery of synthetic 30-nt tsRNA-Glu-CTC oligonucleotides (tsRNA-Glu-CTC Oligo-1) can successfully increase hepatic tsRNA-Glu-CTC expression in vivo (Fig.3b). tsRNA-Glu-CTC Oligo-1 treatment did not affect body weight (Fig. 3c) but led to significantly elevated serum total cholesterol levels and unchanged triglyceride levels in mice (Fig. 3d). Lipoprotein fraction analysis then revealed that tsRNA-Glu-CTC oligonucleotide treatment significantly increased serum LDL cholesterol levels without affecting VLDL or HDL cholesterol levels (Fig. 3e). Oil-Red-O and hematoxylin and eosin (H&E) staining of liver sections showed that tsRNA-Glu-CTC oligonucleotide-treated mice had increased lipid accumulation or hepatic steatosis (Fig. 3f). Consistently, tsRNA-Glu-CTC oligonucleotide treatment led to significantly increased hepatic cholesterol contents but did not affect hepatic triglyceride contents as compared to control mice (Fig. 3g). Furthermore, trichome staining results indicated that tsRNA-Glu-CTC overexpression also increased liver fibrosis (Supplementary Fig. 3a). Consistently, quantitative real-time PCR (QPCR) analysis demonstrated that tsRNA-Glu-CTC stimulated the expression of several key fibrotic genes including *Col1a1* and *Tgfβ* (Supplementary Fig. 3b).

**Fig. 3:**
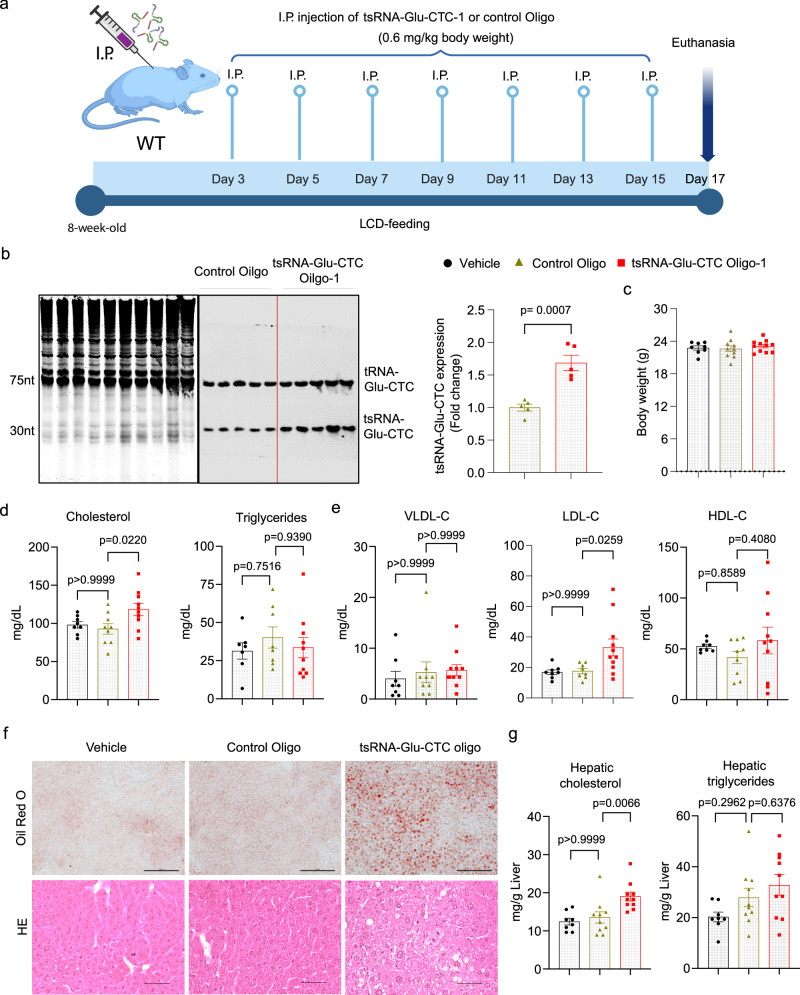
tsRNA-Glu-CTC oligonucleotides elicit hypercholesterolemia and hepatic steatosis in mice. Eight-week-old male C57BL/6 wild-type mice were treated with 0.6 mg/kg body weight synthetic 30-nt tsRNA-Glu-CTC oligonucleotides, control oligonucleotides, or vehicle control by intraperitoneal (IP) injection once every two days for two weeks before euthanasia. **a** The schematic of synthetic tsRNA-Glu-CTC oligonucleotide treatment experiment in wild-type mice. Created in BioRender.com. Zhou, C. (https://BioRender.com/hye39si). **b** Northern blot analysis of hepatic tsRNA-Glu-CTC expression in mice treated with control or tsRNA-Glu-CTC oligonucleotides. The densitometry analyses of northern blot bands (normalized to SYBR gold-stained RNA bands on urea PAGE) were shown next to northern blot panels (*n* = 5 biological replicates, mean ± SEM, two-tailed Student’s t-test). Body weight (*n* = 8,10,11) (**c**), serum total cholesterol (left panel) (*n* = 8,9,10) and triglyceride (right panel) (*n* = 7,8,10) (**d**), cholesterol levels of lipoprotein fractions (VLDL-C, LDL-C, and HDL-C) (*n* = 8,9,10) (**e**), representative Oil-Red-O (top) and hematoxylin and eosin (bottom) stained liver sections (scale bar =100 μm) (**f**), and hepatic cholesterol (left panel) and triglyceride (right panel) contents (*n* = 8,10,10) (**g**) of mice treated with vehicle control, control oligonucleotides, or tsRNA-Glu-CTC oligonucleotides. *n* represents the number of biological replicates (mice). Data are shown as mean ± SEM (one-way ANOVA, Bonferroni multiple-comparison test). *VLDL*-*C* very low-density lipoprotein cholesterol; *LDL-C* low density lipoprotein cholesterol; *HDL-C* high density lipoprotein cholesterol.

In addition to the 30-nt tsRNA-Glu-CTC, PANDORA-seq detected a longer, 35-nt tsRNA-Glu-CTC which is highly expressed in the liver (Supplementary Fig. 1). We next treated mice with the synthetic 35-nt tsRNA-Glu-CTC oligonucleotides (tsRNA-Glu-CTC Oligo-2). The results showed the 35 nt tsRNA-Glu-CTC-2 oligonucleotides can elicit similar in vivo effects in mice including elevated serum cholesterol levels and hepatic steatosis (Supplementary Fig. 4a–d). Since both tsRNA-Glu-CTC Oligo-1 (30 nt) and tsRNA-Glu-CTC Oligo-2 (35 nt) elicited similar effects in vivo, the 5 extra nucleotides located at the 3’ end of tsRNA-Glu-CTC Oligo-2 may not play important role in tsRNA-Glu-CTC-elicited lipogenic effects in vivo.

### Antisense oligonucleotide-mediated tsRNA-Glu-CTC knockdown improves lipid profile and reverses hepatic steatosis in high-cholesterol diet-fed mice

To further evaluate the potential role of tsRNA-Glu-CTC in cholesterol homeostasis, we used the antisense oligonucleotide (ASO) containing locked-nucleic acids (LNA) approach^51,52^ to knock down tsRNA-Glu-CTC expression in vivo. *WT* mice were fed an HCD and then treated with tsRNA-Glu-CTC ASO by IP delivery for 2 weeks (Fig. 4a). Northern blot analysis confirmed that tsRNA-Glu-CTC ASO treatment led to reduced hepatic tsRNA-Glu-CTC expression without affecting mature tRNA-Glu-CTC levels (Figs. 4b, c). tsRNA-Glu-CTC ASO treatment did not affect body weight of those mice (Fig. 4d). Mice treated with tsRNA-Glu-CTC ASO had significantly decreased serum total cholesterol levels but unchanged triglyceride levels (Fig. 4e). The decreased total cholesterol levels were primarily due to reduced LDL cholesterol levels as HDL and VLDL cholesterol levels were not significantly affected by tsRNA-Glu-CTC ASO treatment (Fig. 4f). As expected, HCD feeding led to lipid accumulation in the liver, but tsRNA-Glu-CTC ASO treatment ameliorated diet-induced hepatic steatosis (Fig. 4g). Consistently, mice exposed to tsRNA-Glu-CTC ASO had significantly reduced hepatic cholesterol contents, but similar triglyceride levels compared to mice treated with control ASO or vehicle control (Fig. 4h). Taken together, these results demonstrated the protective effects of tsRNA-Glu-CTC ASO against diet-induced hepatic steatosis.

**Fig. 4:**
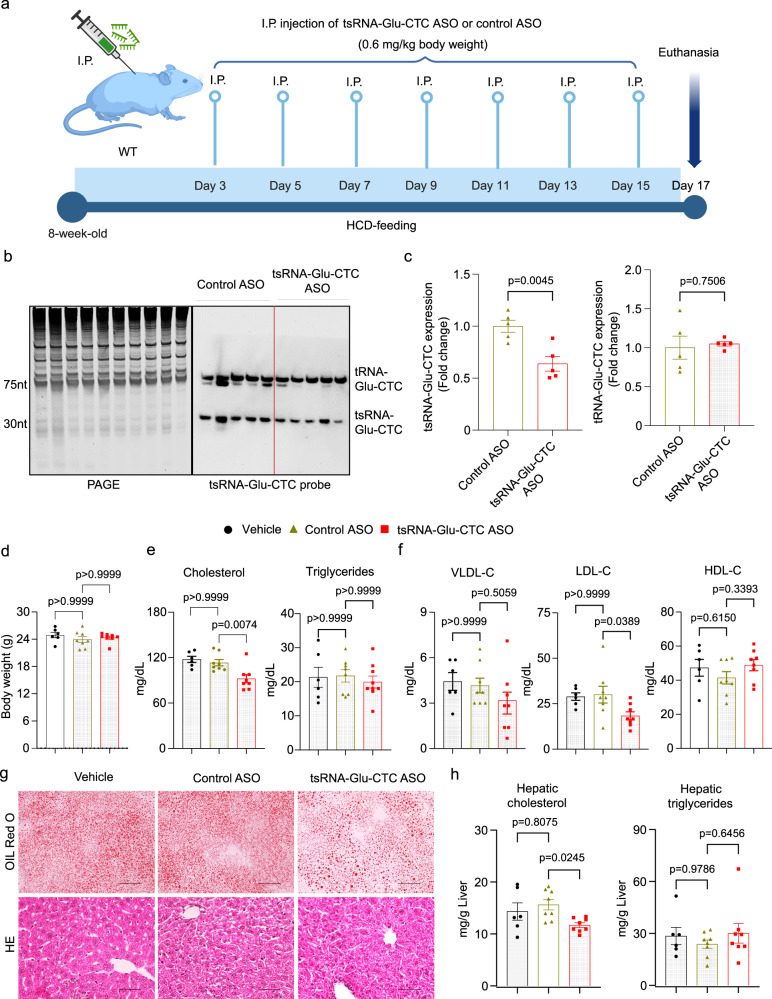
Knockdown of tsRNA-Glu-CTC by antisense oligonucleotides decreases circulating cholesterol levels and ameliorates hepatic steatosis in mice fed a high-cholesterol diet. Eight-week-old male wild-type mice were fed a high-cholesterol diet (HCD) and were treated with tsRNA-Glu-CTC antisense oligonucleotides (ASO) or control ASO once every two days for two weeks. **a** The schematic of tsRNA-Glu-CTC ASO treatment experiment in wild-type mice. Created in BioRender.com. Zhou, C. (https://BioRender.com/ub1p0f6). **b** Northern blot analysis of hepatic tsRNA-Glu-CTC expression in mice treated with control ASO or tsRNA-Glu-CTC ASO (n = 5 biological replicates). **c** The densitometry analyses of northern blot bands for tsRNA-Glu-CTC and tRNA-Glu-CTC (normalized to SYBR gold-stained RNA bands on urea PAGE) (*n* = 5 biological replicates, mean ± SEM, two-tailed Student’s t-test). Body weight (**d**), serum total cholesterol (left panel) and triglyceride (right panel) (left) (**e**), cholesterol levels of lipoprotein fractions (VLDL-C, LDL-C, and HDL-C) (**f**), representative Oil-Red-O (top) and hematoxylin and eosin (bottom) stained liver sections (scale bar =100 μm) (**g**), and hepatic cholesterol (left panel) and triglyceride (right panel) contents (**h**) of mice treated with vehicle control, control ASO, or tsRNA-Glu-CTC ASO (*n* = 6 for vehicle, *n* = 8 for control ASO, n = 8 for tsRNA-Glu-CTC ASO, data are shown as mean ± SEM, one-way ANOVA, Bonferroni multiple-comparison test). *VLDL-C* very low-density lipoprotein cholesterol; *LDL-C* low density lipoprotein cholesterol; *HDL-C* high density lipoprotein cholesterol.

### tsRNA-Glu-CTC regulates key hepatic lipogenic gene expression in mice

To elucidate the potential mechanisms for tsRNA-Glu-CTC oligonucleotide-elicited hypercholesterolemia and hepatic steatosis, hepatic RNAs were isolated for RNA sequencing (RNA-seq) analysis. RNA-seq analysis revealed that tsRNA-Glu-CTC overexpression led to 449 differentially expressed genes (DEGs) in mouse liver including 186 upregulated genes and 263 downregulated genes (Fig. 5a and Supplementary Table 1). Strikingly, Gene Ontology Biological Process (GOBP) analysis^53,54^ revealed that tsRNA-Glu-CTC-stimulated genes were enriched in biological processes related to lipid homeostasis with “Cholesterol Biosynthetic Process” as the top altered GOBP term (Fig. 5b). Several other significantly upregulated GOBP terms included “Lipid Biosynthetic Process”, “SREBP Signaling Pathways”, and “Cholesterol Metabolic Process” (Fig. 5b). Consistently, the genes associated with these GOBP terms were upregulated in the liver of mice treated with tsRNA-Glu-CTC oligonucleotides as shown in the heatmap (Fig. 5c). We next performed Functional Analysis of Individual Microarray Expression (FAIME) algorithm to evaluate the geneset scores of the GOBP terms^37,38,54^. FAIME results further confirmed that tsRNA-Glu-CTC oligonucleotide treatment led to upregulation of geneset scores of those GOBP terms associated with lipid homeostasis in mouse liver (Fig. 5d).

**Fig. 5:**
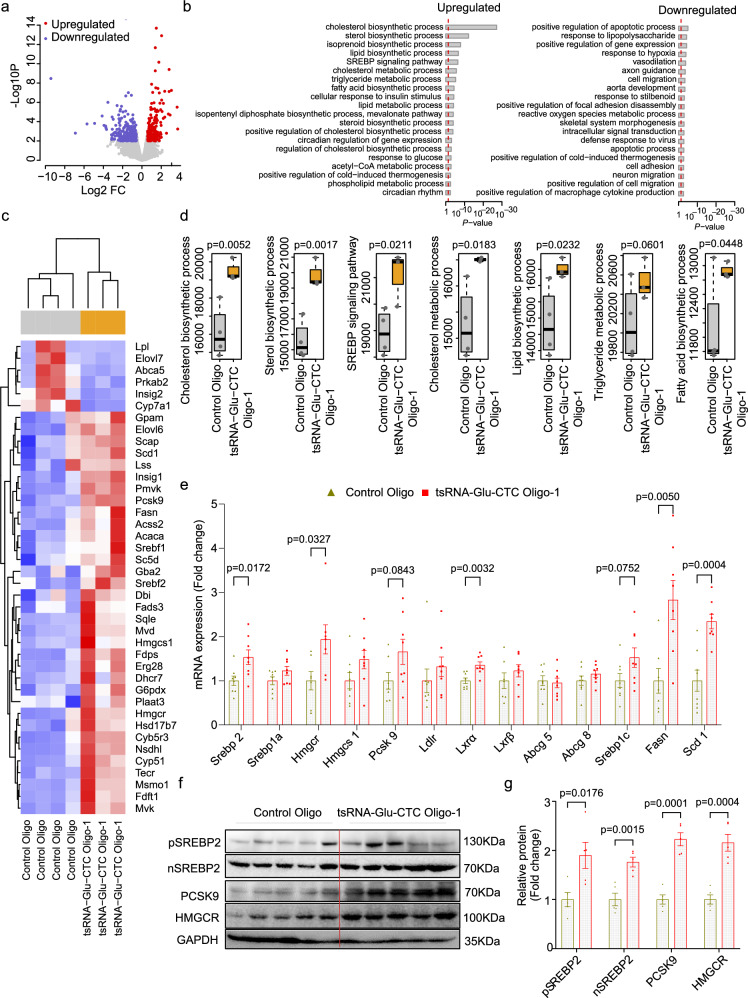
tsRNA-Glu-CTC regulates key hepatic lipogenic gene expression in mice. Eight-week-old male wild-type mice were treated with 0.6 mg/kg body weight synthetic 30-nt tsRNA-Glu-CTC oligonucleotides or control oligonucleotides once every two days for two weeks. Total RNAs were isolated from the liver and used for RNA-seq analysis (**a**) Volcano plot of differential expressed genes (DEGs) in mouse liver. Colored dots show the upregulation (red dots) or downregulation (blue dots) of DEGs. The edgeR tool was applied to identify DEGs with *P* value < 0.01 and a fold change (FC) > 1.5 as a cut-off threshold (*n* = 4 mice for control oligo, *n* = 3 mice for tsRNA-Glu-CTC oligo). Associated data are provided in Supplementary Table 1. **b** Gene Ontology Biological Process (GOBP) terms significantly associated with the hepatic DEGs. The *P* values were one-sided and computed using the DAVID tool. Exact *P* values are provided in the Source Data file. **c** Heatmap representation of DEGs involved in GOBP terms of “Cholesterol biosynthetic process”, “Sterol biosynthetic process”, “SREBP signaling pathway”, “cholesterol metabolic process” and “lipid biosynthetic process”. Each row indicates one individual gene and each column a biological replicate of mouse. Red represents upregulation of gene expression and blue indicates downregulation. **d** Geneset scores of the prioritized GOBP terms. The geneset score was calculated by the FAIME algorithm (*n* = 4 for control oligo, *n* = 3 for tsRNA-Glu-CTC oligo, one-tailed Student’s t-tests). Box plots show the median (central line), the 25th percentile (Q1) and 75th percentile (Q3) (bounds), and interquartile range (IQR, Q3-Q1) (box). The whiskers extend from the box to the most extreme data points that fall within Q3 + 1.5×IQR (upper whisker) and Q1-1.5×IQR (lower whisker), respectively. **e** The expression levels of hepatic lipogenic genes of mice treated with control oligonucleotides or tsRNA-Glu-CTC oligonucleotides were analyzed by quantitative real-time PCR (*n* = 8 biological replicates, mean ± SEM, two-tailed Student’s t-test). **f** Western blot analysis of precursor SREBPs (pSREBE2), nuclear SREBP (nSREBP), PCSK9, HMGCR, and GAPDH in the liver of mice treated with control oligonucleotides or tsRNA-Glu-CTC oligonucleotides (*n* = 5 biological replicates). **g** Densitometry analysis of western blot bands (normalized to GAPDH) (*n* = 5 biological replicates, mean ± SEM, two-tailed Student’s t-test).

Among those altered hepatic pathways and genes, we found it very intriguing that overexpression of tsRNA-Glu-CTC significantly upregulated “Cholesterol Biosynthetic Process” and “SREBP signaling pathway” and the associated *Srebp* genes such as *Srebp2*, a master lipogenic gene mediating cholesterol homeostasis (Figs. 5b–d). QPCR analysis validated RNA-seq results and demonstrated that tsRNA-Glu-CTC oligonucleotide treatment led to increased expression of *Srebp2* and its target genes *Hmgcr* and *Pcsk9* (Fig. 5e). Further, overexpression of tsRNA-Glu-CTC also stimulated *Srebp1c* and *Scd1* involved in fatty acid synthesis (Fig. 5e). Western blot analysis confirmed that both full-length, precursor form of SREBP2 (pSREBP2) and active form or nuclear SREBP2 (nSREBP2) protein levels were upregulated by tsRNA-Glu-CTC oligonucleotide treatment (Figs. 5f, g). Consistently, tsRNA-Glu-CTC oligonucleotide treatment also increased protein levels of HMGCR and PCSK9 (Figs. 5f, g). However, immunoblotting results showed that tsRNA-Glu-CTC overexpression did not affect the protein levels of several other lipid homeostasis-related molecules including Insig1, Insig2, SCAP, and SR-BI (Supplementary Fig. 5a, b). We also found that tsRNA-Glu-CTC overexpression did not affect the expression of several key intestinal lipogenic genes including *Npc1l1* and *Mttp* (Supplementary Fig. 5c).

Next, we analyzed hepatic lipogenic gene expression in mice treated with tsRNA-Glu-CTC ASO. We found that tsRNA-Glu-CTC ASO treatment led to significantly decreased *Srebp2* expression (Supplementary Fig. 6). tsRNA-Glu-CTC ASO treatment did not affect *Srebp1a* expression but reduced the expression levels of *Srebp1c* and *Fasn*. In addition, the expression levels of SREBP2 target genes including *Hmgcr* and *Pcsk9* were also downregulated by tsRNA-Glu-CTC ASO treatment (Supplementary Fig. 6). Collectively, these results demonstrate that tsRNA-Glu-CTC can alter key hepatic lipogenic gene expression and affect lipid homeostasis in mice.

### tsRNA-Glu-CTC regulates SREBP2 transcription through an E-box motif of its promoter

Animal experimental results indicate tsRNA-Glu-CTC oligonucleotide or ASO treatment can affect cholesterol homeostasis in vivo. It is intriguing that overexpression of tsRNA-Glu-CTC increased the expression levels of SREBP2 and its target genes, but knockdown of tsRNA-Glu-CTC led to reduced expression of SREBP2. SREBP2 is a master regulator of cholesterol metabolism and can transcriptionally regulate many key genes including *Hmgcr* and *Pcsk9*. Unlike miRNAs, tsRNAs have more complex functions beyond RNAi-based mechanism^41,44^ and previous studies indicated that tsRNAs can also promote gene transcription^41,44,55^. It is plausible that tsRNA-Glu-CTC may play a role in the transcriptional regulation of *Srebp2*. To test this hypothesis, we first isolated cytoplasmic and nuclear RNAs from hepatic HepG2 cells (Supplementary Fig. 7a) and found that tsRNA-Glu-CTC can be detected in both cytoplasm and nucleus contents by northern blot analysis (Fig. 6a). RNA fluorescence in situ hybridization (RNA-FISH) assays also confirmed that tsRNA-Glu-CTC can be found in the nucleus of HepG2 cells (Fig. 6b)

**Fig. 6:**
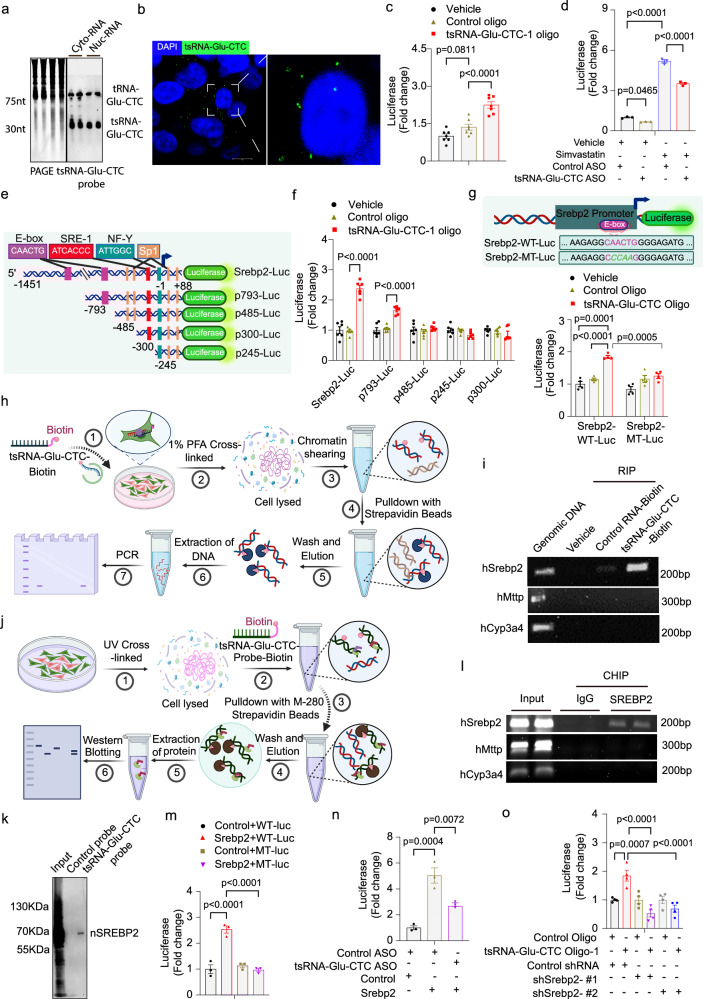
tsRNA-Glu-CTC interacts with SREBP2 to regulate its transcription through an E-box motif. **a** Northern blot analysis of tsRNA-Glu-CTC in nuclear and cytoplasmic RNAs isolated from HepG2 cells. **b** Representative RNA-FISH analysis of the subcellular localization of tsRNA-Glu-CTC in HepG2 cells (scale bar =10 μm). **c** HepG2 cells were transfected with *Srebp2* promoter reporters and tsRNA-Glu-CTC oligonucleotides or control oligonucleotides together with CMX-*β-Galactosidase* control plasmids. Data are shown as fold induction of normalized luciferase activity compared with vehicle control group (*n* = 7 biological replicates, mean ± SEM, one-way ANOVA, Bonferroni multiple-comparisons test). **d** HepG2 cells were transfected with *Srebp2* promoter reporters and tsRNA-Glu-CTC ASO or control ASO. Cells were then treated with 5 μM simvastatin for 24 hr (*n* = 3, mean ± SEM, one-way ANOVA, Bonferroni multiple-comparison test). **e** The schematic of different *Srebp2* promoter reporter plasmids. Created in BioRender. Zhou, C. (https://BioRender.com/kjpasvb). **f** HepG2 cells were transfected with indicated *Srebp2* promoter reporters and tsRNA-Glu-CTC oligonucleotides or control oligonucleotides (*n* = 3, mean ± SEM, one-way ANOVA, Bonferroni multiple-comparison test). **g** The schematic of *Srebp2* promoter reporter plasmids containing E-box mutations (top panel). Created in BioRender. Zhou, C. (https://BioRender.com/7ybsw60). HepG2 cells were transfected with wild-type (*Srebp2*-WT-Luc) or mutant (*Srebp2*-MT-Luc) reporters and tsRNA-Glu-CTC oligonucleotides or control oligonucleotides (*n* = 3, mean ± SEM, one-way ANOVA, Bonferroni multiple-comparison test). **h** The schematic of pulldown of tsRNA-Glu-CTC-associated DNA fragment experiment. Created in BioRender. Zhou, C. (https://BioRender.com/i0r477p). **i** PCR analysis of tsRNA-Glu-CTC-associated DNA fragments by using primers for indicated genes’ promoters. **j** The schematic of pulldown of tsRNA-Glu-CTC-associated protein experiment. Created in BioRender. Zhou, C. (https://BioRender.com/2bnzfvk). **k** Western blot analysis of tsRNA-Glu-CTC-associated proteins in HepG2 cells. **l** ChIP analysis of the recruitment of SREBP2 onto the E-box region of *Srebp2* promoter. **m** HepG2 cells were transfected with *Srebp2*-WT-Luc or *Srebp2*-MT-Luc and SREBP2 expression or control plasmids (*n* = 3, mean ± SEM, one-way ANOVA, Bonferroni multiple-comparison test). **n** HepG2 cells were transfected with *Srebp2* promoter reporter, *Srebp2* expression or control plasmids, tsRNA-Glu-CTC ASO or control ASO (*n* = 3, mean ± SEM, one-way ANOVA, Bonferroni multiple-comparison test). **o** HepG2 cells were transfected with *Srebp2* promoter reporter plasmids, tsRNA-Glu-CTC oligonucleotides or control oligonucleotides, control shRNAs or two different shRNAs targeting *Srebp2* together with CMX-*β-Galactosidase* plasmids (*n* = 4, mean ± SEM, one-way ANOVA, Bonferroni multiple-comparison test). For **e**, **g**, **h**,and **i** the images were created with BioRender.com.

We next explored whether tsRNA-Glu-CTC can regulate SREBP2 transcription by luciferase reporter assays. A luciferase reporter vector containing 1.4 kb of *Srebp2* promoters was used for the transfection assays^56^. Interestingly, transfection of tsRNA-Glu-CTC oligonucleotides but not control oligonucleotides led to significantly increased luciferase reporter activities in HepG2 cells (Fig. 6c and Supplementary Fig. 7b). Next, we decreased tsRNA-Glu-CTC expression in HepG2 cells by transfection of tsRNA-Glu-CTC ASO (Supplementary Fig. 7c). The cells were also transfected with *Srebp2* luciferase reporters and treated with vehicle control or simvastatin. As expected, simvastatin treatment significantly increased *Srebp2* reporter activities (Fig. 7d). However, tsRNA-Glu-CTC ASO transfection reduced simvastatin-stimulated *Srebp2* reporter activities (Fig. 7d). These results suggest that modulation of tsRNA-Glu-CTC expression can regulate *Srebp2* transcription activities in vitro.

**Fig. 7:**
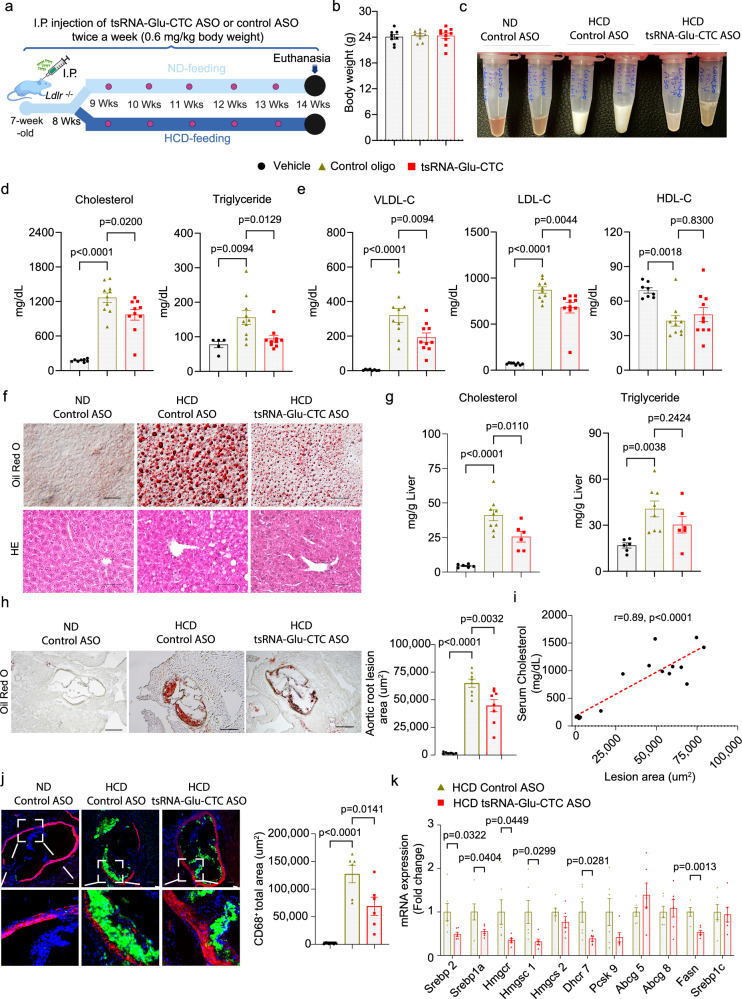
tsRNA-Glu-CTC antisense oligonucleotides protects *Ldlreceptor*-deficient mice from diet-induced hypercholesterolemia and atherosclerosis. Seven-week-old male *Ldl receptor*-deficient (*Ldlr*^*-/-*^) mice were treated with tsRNA-Glu-CTC antisense oligonucleotides (ASO) or control ASO twice per week for 7 weeks. The mice were maintained on a normal chow diet (ND) or switched to a high-cholesterol diet (HCD) starting at 8-week-old age. **a** The schematic of tsRNA-Glu-CTC ASO treatment experiment. Created in BioRender. Zhou, C. (https://BioRender.com/rj9jwzr). **b**–**g** Body weight (*n* = 8,10,10) (**b**), representative photos of collected serum (**c**), serum total cholesterol (*n *= 8,10,10) (left panel) and triglyceride (*n *= 5,10,10) (right panel) levels (**d**), cholesterol levels of lipoprotein fractions (VLDL-C, LDL-C, and HDL-C) (*n* = 8,10,10) (**e**), representative Oil-Red-O (top) and hematoxylin and eosin (bottom) stained liver sections (scale bar =100 μm) (**f**), and hepatic cholesterol (*n* = 6,9,6) (left panel) and triglyceride (*n* = 6,8,6) (right panel) contents (**g**) of *Ldlr*^*-/-*^ mice treated with vehicle control, control ASO, or tsRNA-Glu-CTC ASO (data are shown as mean ± SEM, one-way ANOVA, Bonferroni multiple-comparison test). **h** Representative images of Oil-red-O-stained sections and quantitative analysis of the atherosclerotic lesion area at the aortic root of *Ldlr*^*-/-*^ mice (*n* = 7,8,8; mean ± SEM, one-way ANOVA, Bonferroni multiple-comparison test). **i** Correlation between serum total cholesterol levels and atherosclerotic lesion sizes in *Ldlr*^*-/-*^ mice (*n* = 16; Correlation was analyzed by Pearson correlation). **j** Representative images of immunofluorescence staining of CD68 (green) and α-smooth muscle actin (αSMA) (red) at the aortic root of *Ldlr*^*-/-*^ mice (scale bar=200 µm). Quantitative analysis of staining area is displayed as indicated (*n* = 6,6,6; mean ± SEM, one-way ANOVA, Bonferroni multiple-comparison test). **k** The expression levels of hepatic lipogenic genes of HCD-fed *Ldlr*^*-/-*^ mice treated with tsRNA-Glu-CTC ASO or control ASO were analyzed by quantitative real-time PCR (*n* = 6, mean ± SEM, two-tailed Student’s t-test). *n* represents the number of biological replicates (mice). *VLDL-C* very low-density lipoprotein cholesterol; *LDL-C* low density lipoprotein cholesterol; *HDL-C* high density lipoprotein cholesterol.

Several key promoter motifs including E-box, SRE-1 and NF-Y have been identified within the 1.4 kb *Srebp2* promoter region (Fig. 7e)^56,57^. We then constructed a series of promoter reporter vectors by inserting different lengths of *Srebp2* promoter regions into the luciferase reporter plasmids to identify potential tsRNA-Glu-CTC response elements in the *Srebp2* promoter region (Fig. 7e). Transfection with these reporter vectors showed that the vectors containing an E-box element can respond to tsRNA-Glu-CTC oligonucleotide treatment that led to significantly increased luciferase activities (Fig. 7f). However, tsRNA-Glu-CTC oligonucleotides had no effects on the luciferase activities of reporter plasmids that did not contain the E-box element (Fig. 7f). Next, promoter reporter vectors containing the wild-type *Srebp2* promoter or mutated E-box element were used to determine whether the E-box motif is necessary in mediating tsRNA-Glu-CTC transactivation (Fig. 4g). Consistently, tsRNA-Glu-CTC oligonucleotide transfection increased wild-type *Srebp2* reporter gene activities, but E-box mutant vectors did not respond to tsRNA-Glu-CTC oligonucleotide transfection (Fig. 4g). Collectively, these results suggest that E-box motif is required for tsRNA-Glu-CTC-mediated *Srebp2* transcription activities.

It is intriguing that tsRNA-Glu-CTC regulates *Srebp2* transcription activities through the E-box motif. We next used biotin-labeled tsRNA-Glu-CTC oligonucleotides to pull down tsRNA-Glu-CTC- crosslinked DNA fragments in HepG2 cells (Fig. 7h). The DNA fragments from biotin-labeled tsRNA-Glu-CTC pulldown samples were purified for PCR analysis (Fig. 7h). Specific primers targeting *Srebp2* promoter region containing the E-box motif were used for PCR analysis. We also used primers targeting promoters of several other genes including *Mttp* and *Cyp3a4* as controls^58,59^. Intriguingly, we found that tsRNA-Glu-CTC oligonucleotides can indeed pull down DNA fragments from the promoter region of *Srebp2* but not that of other genes such as *Mttp* and *Cyp3a4* (Fig. 7i). Collectively, these results indicate that tsRNA-Glu-CTC can enter the nucleus and act through the E-box motif of *Srebp2* promoter to increase its transcription.

### tsRNA-Glu-CTC interacts with SREBP2 proteins to transcriptionally regulate its own expression

tsRNAs have been proposed to function as aptamers to interact with various RNA-binding proteins to exert their biological activities or other RNAs^41,44^. As tsRNA-Glu-CTC regulates *Srebp2* transcription through an E-box motif, tsRNA-Glu-CTC may interact with nuclear proteins (e.g., transcription factors) involved in *Srebp2* transcription regulations. Intriguingly, SREBP proteins have been known to bind to E-box motifs to regulate target gene expression^6,60,61^. To test whether tsRNA-Glu-CTC can interact with SREBP2 proteins to facilitate its own transcriptional activities, we designed a biotin-labeled tsRNA-Glu-CTC probe which has the complementary oligonucleotide sequence matching tsRNA-Glu-CTC. We then used this probe to pull down tsRNA-Glu-CTC crosslinked proteins in HepG2 cells for immunoblotting analysis (Fig. 6j). Intriguingly, we found that the biotin-labeled tsRNA-Glu-CTC probe but not control probe can successfully pull down nSREBP2 proteins (Fig. 6k), indicating tsRNA-Glu-CTC may directly or indirectly interact with nSREBP2. Next, chromatin immunoprecipitation (ChIP) assays demonstrated that SREBP2 protein can indeed be recruited onto its own promotor region containing an E-box motif but not control promoters without the E-box motif in HepG2 cells (Fig. 6l).

We next performed reporter assays to confirm that transfection with *Srebp2* expression plasmids significantly increased the luciferase activities of wild-type *Srebp2* promoter but not the E-box mutant promoter (Fig. 6m). To investigate whether tsRNA-Glu-CTC regulates *Srebp2*’s transcriptional activities, similar reporter assays were performed by using the wild-type *Srebp2* promoter plasmids, *Srebp2* expression plasmids, and tsRNA-Glu-CTC ASO or control ASO (Fig. 6n). Knockdown of tsRNA-Glu-CTC by ASO decreased SREBP2-stimulated reporter activities (Fig. 6n), indicating the involvement of tsRNA-Glu-CTC in SREBP2-mediated transcriptional regulation. Consistent with tsRNA-Glu-CTC transfection assay results (Figs. 6c, f), tsRNA-Glu-CTC oligonucleotide transfection led to increased wild-type *Srebp2* promoter activities but shRNA-mediated *Srebp2* knockdown (Supplementary Fig. 7d) abolished tsRNA-Glu-CTC-stimulated *Srebp2* promoter activities (Fig. 6o). Taken together, these results demonstrate that tsRNA-Glu-CTC interacts with nSREBP2 proteins to coordinately regulate *Srebp2* transcription via the E-box motif.

### tsRNA-Glu-CTC ASO protects *Ldr receptor*-deficient mice from diet-induced hypercholesterolemia and atherosclerosis

Since tsRNA-Glu-CTC ASO treatment led to improved lipid profiles in HCD-fed *WT* mice, we next investigated whether knockdown of tsRNA-Glu-CTC can affect atherosclerosis development in atherosclerosis-prone *Ldl receptor*-deficient (*Ldlr*^*-/-*^*)* mice. *Ldlr*^*-/-*^ mice fed a normal chow diet (ND) or HCD were treated with control ASO or tsRNA-Glu-CTC ASO (Fig. 7a). Consistent with previous studies^37,49^, feeding *Ldlr*^*-/-*^ mice with the HCD led to severe hypercholesterolemia with significantly elevated serum total, LDL, and VLDL cholesterol levels without affecting the body weight (Figs. 7b–e). tsRNA-Glu-CTC ASO treatment substantially ameliorated HCD-elicited hypercholesterolemia as mice treated with tsRNA-Glu-CTC ASO had significantly decreased serum total, LDL, VLDL cholesterol levels as compared with control ASO-treated mice (Figs. 7b–e). Interestingly, tsRNA-Glu-CTC ASO treatment also led to significantly decreased serum triglycerides levels as compared to control ASO-treated mice (Fig. 7d). HCD feeding stimulated lipid accumulation and hepatic steatosis in *Ldlr*^*-/-*^ mice but tsRNA-Glu-CTC ASO treatment ameliorated diet-induced hepatic steatosis in those mice (Fig. 7f). Consistently, tsRNA-Glu-CTC ASO treatment caused decreased hepatic cholesterol contents in *Ldlr*^*-/-*^ mice (Fig. 7g).

Atherosclerotic lesion areas were then analyzed at the aortic roots of *Ldlr*^*-/-*^ mice. As expected, HCD feeding led to substantial increased atherosclerotic lesion sizes at the aortic roots of *ldlr*^-/-^ mice but tsRNA-Glu-CTC ASO treatment significantly decreased HCD-exacerbated atherosclerotic lesions in *Ldlr*^*-/-*^ mice (Fig. 7h). The changed lesions size is likely driven by serum cholesterol levels as there was a positive correlation between atherosclerotic lesions sizes and serum cholesterol levels in those mice (Fig. 7i). In addition to lesion sizes, HCD-fed *Ldlr*^*-/*-^ mice also had increased macrophage contents in the atherosclerotic plaques but tsRNA-Glu-CTC ASO treatment led to decreased macrophage contents in those mice (Fig. 5j). We next analyzed the hepatic expression of key lipogenic genes. Consistent with results obtained from *WT* mice, *Ldlr*^*-/-*^ mice treated with tsRNA-Glu-CTC ASO had significantly decreased hepatic expression of key cholesterol homeostasis-related genes including *Srebp2*, *Hmgcr*, and *Hmgcs1*compared with control ASO-treated mice (Fig. 5k). Collectively, these results demonstrate that chronic tsRNA-Glu-CTC ASO treatment can ameliorate diet-induced hypercholesterolemia and atherosclerosis in *Ldlr*^*-/-*^ mice.

### Circulating tsRNA-Glu-CTC levels are associated with increased cholesterol levels in humans

While our in vivo results suggest that tsRNA-Glu-CTC can regulate cholesterol homeostasis and atherosclerosis in mouse models, it is not clear whether tsRNA-Glu-CTC is associated with cholesterol levels in humans. In addition to mouse tissues, we found that tsRNA-Glu-CTC can also be detected in human liver and whole blood samples (Fig. 8a). In peripheral blood, tsRNA-Glu-CTC is mainly present in blood clot contents and can barely detected in serum by norther blot analysis (Fig. 8a). To explore the potential association between tsRNA-Glu-CTC and cholesterol metabolism in humans, a cohort of healthy human subjects were recruited for blood collection (Fig. 8b). Whole blood samples were used for serum and blood clot separation. Northern blot analysis was used to detect tsRNA-Glu-CTC levels in blood clot contents, and cholesterol levels were measured in the serum samples. We then found a positive correlation between tsRNA-Glu-CTC expression and serum cholesterol contents (Figs. 8c, d). Although these are only correlation results in a relatively small cohort, our findings provide the evidence that tsRNA-Glu-CTC expression is associated with serum cholesterol levels in humans.

**Fig. 8:**
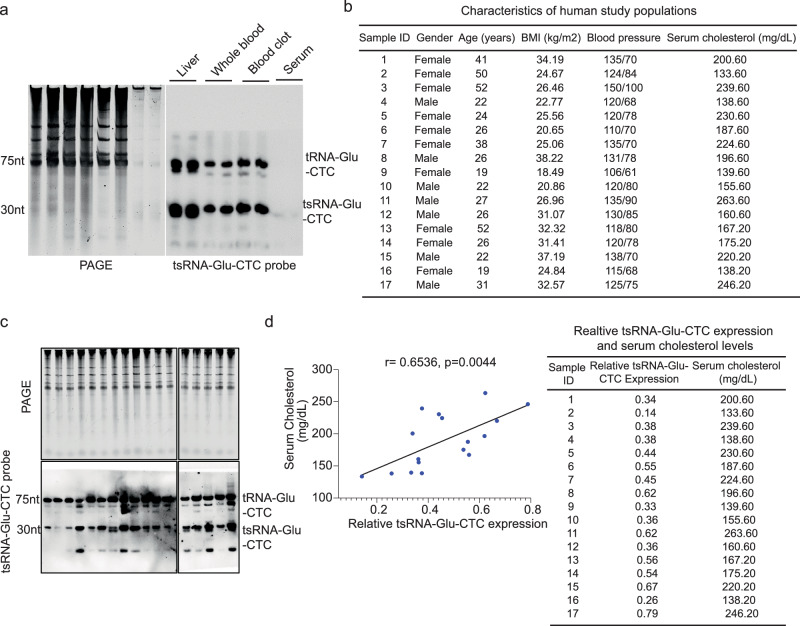
Circulating tsRNA-Glu-CTC levels are correlated with serum cholesterol levels in humans. **a** Representative northern blot analysis of tsRNA-Glu-CTC expression in human liver, whole blood, blood clot, and serum portion (similar results were obtained in three independent experiments). **b** Characteristics of individual human subjects. **c** Whole blood collected from human subjects were separated into serum and blood clot parts. Northern blot analysis of tsRNA-Glu-CTC expression in blood clot contents of human subjects (*n* = 17). **d** Correlation between relative tsRNA-Glu-CTC expression levels based on the densitometry analyses of northern blot bands (normalized to SYBR gold-stained RNA bands on urea PAGE) and serum cholesterol levels. The data values were shown next to the correlation panel. The correlation was analyzed by Pearson correlation (*n* = 17). n represents the number of biological replicates.

### Identification and mapping of multiple RNA modifications of endogenous tsRNA-Glu-CTC

As compared to well-studied miRNAs, tsRNAs are often highly modified since their precursors, tRNAs have a wide variety of modifications such RNA methylations (e.g., m^1^G, m^1^A and m^3^C) which have important implications in tsRNA properties and function^21,22,26,30,31^. Since only PANDORA-seq but not traditional RNA-seq revealed that tsRNA-Glu-CTC is much more abundant than other well studied miRNAs in the liver (Fig. 1), it is likely that tsRNA-Glu-CTC has specific RNA modifications that interfere with the cDNA library construction process.

To identify the potential RNA modifications of tsRNA-Glu-CTC, we first isolated endogenous tsRNA-Glu-CTC from mouse liver using a biotin-labeled tsRNA-Glu-CTC probe (Supplementary Fig. 8a). Next, we analyzed the RNA modifications of tsRNA-Glu-CTC by using a recently developed mass spectrometry (MS) ladder complementation sequencing approach (MLC-seq) which allows quantitatively mapping tRNA nucleotide modifications site-specifically^21,42^. As a result, we detected 100% methylation of G at nucleotide 6 and 100% dihydrouridine (D) modifications at nucleotides 19 and 20 of the tsRNA-Glu-CTC (Figs. 9a–c and Supplementary Data 1). To further distinguish the isomeric methylated guanosine(G) such as m^1^G vs. m^2^G, we applied AlkB enzyme to treat tsRNA-Glu-CTC since AlkB can remove the methyl group of m^1^G, m^1^A, and m^3^C and convert them to their respective canonical nucleotides^42^. However, AlkB is inert toward m^2^G, m^6^A, and m^5^C^42^. The MLC-seq results of AlkB-treated tsRNA-Glu-CTC still showed 100% methylation of G at nucleotide 6 (Fig. 9b), confirming that the methylated G at this nucleotide is m^2^G (Fig. 9c).

**Fig. 9:**
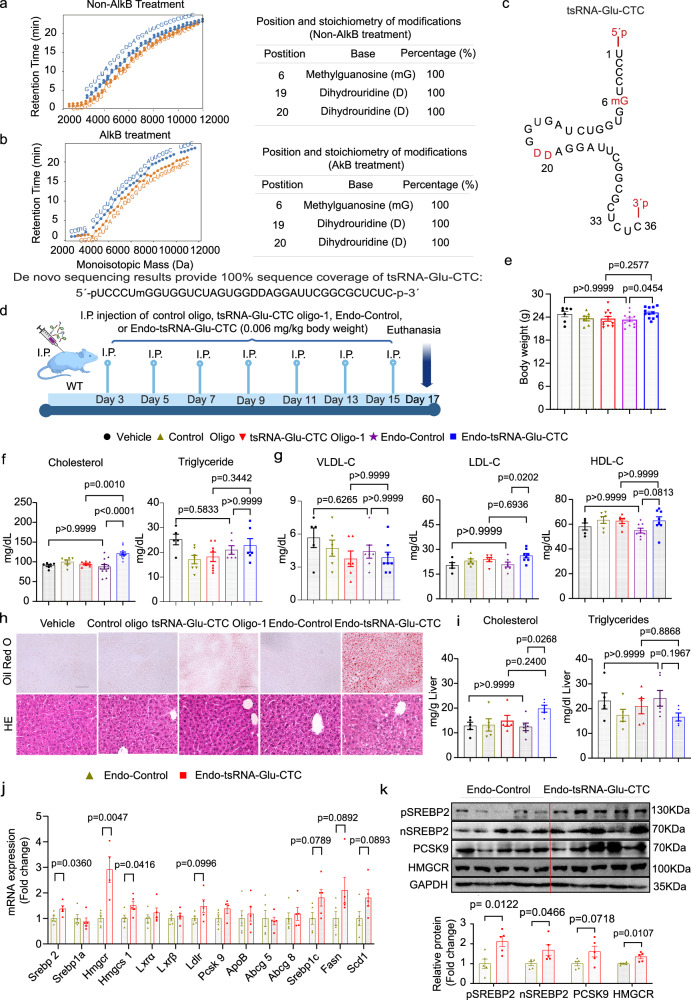
Endogenous tsRNA-Glu-CTC with RNA modifications elicits more potent effects on circulating and hepatic cholesterol levels in mice. Endogenous tsRNA-Glu-CTC was isolated from the liver of wild-type mice. **a**–**c** MLC-seq of untreated (**a**) or AlkB-treated (**b**) endogenous hepatic tsRNA-Glu-CTC. Computational isolation of mass spectrometry (MS) data for all ladder fragments derived from the endogenous tsRNA-Glu-CTC in both the 5´-and 3´-ladders out of the complex MS data of mixed samples with multiple distinct RNA strands. Identity, position, and stoichiometry of each modification are listed in the tables (**a** and **b**) and tsRNA-Glu-CTC picture (**c**). mG: methylguanidine; D: dihydrouridine. MLC-seq associated data are included in Supplementary Data 1. **d**–**i** Eight-week-old male wild-type mice were treated with vehicle control (Vehicle), 0.006 mg/kg body weight of control oligonucleotides (Control Oligo), synthetic 30-nt tsRNA-Glu-CTC oligonucleotides (tsRNA-Glu-CTC Oligo-1), endogenous total small RNAs isolated from mouse liver (Endo-Control), or endogenous tsRNA-Glu-CTC isolated from mouse liver by intraperitoneal injection once every two days for two weeks before euthanasia. The schematic of endogenous tsRNA-Glu-CTC treatment experimental design (**d**). Created in BioRender. Zhou, C. (https://BioRender.com/ma7fndc). Body weight (*n* = 7,7,11,11,12) (**e**), serum total cholesterol (*n* = 6,6,7,12,12) (left panel) and triglyceride (*n* = 5,7,8,6,6) (right panel) (**f**), cholesterol levels of lipoprotein fractions including VLDL-C, LDL-C, and HDL-C) (*n* = 5,6,6,7,8) (**g**), representative Oil-Red-O (top) and hematoxylin and eosin (bottom) stained liver sections (scale bar =100 μm) (**h**), and hepatic cholesterol (top panel) and triglyceride (bottom panel) contents (*n* = 5,5,5,5,6) (**i**) of treated mice. For **e**, **f**, **g**, and **i**, data are shown as mean ± SEM (one-way ANOVA, Bonferroni multiple-comparison test). **j** The expression levels of hepatic lipogenic genes of mice treated with Endo-Control or Endo-tsRNA-Glu-CTC were analyzed by quantitative real-time PCR (*n* = 5, mean ± SEM, two-tailed Student’s t-test). **k** Western blot analysis of hepatic SREBP2 (pSREBP2 and nSREBP2), PCSK9, and HMGCR protein levels. Densitometry analysis of western blot bands (normalized to GAPDH) was shown below western blot panels (*n* = 5, mean ± SEM, two-tailed Student’s t-test). For **e**–**k** *n* represents the number of biological replicates (mice). *VLDL-C* very low-density lipoprotein cholesterol; *LDL-C* low density lipoprotein cholesterol; *HDL-C* high density lipoprotein cholesterol.

In addition to tsRNA-Glu-CTC, we also isolated its parental tRNA, tRNA-Glu-CTC for RNA modification analysis. Consistent with tsRNA-Glu-CTC results, MLC-seq detected the same modifications at 5’end of tRNA-Glu-CTC including m^2^G at nucleotide 6 and D at nucleotides 19 and 20 (Supplementary Fig. 8b–d and Supplementary Data 1). Further, MLC-seq also identified other modifications located at the 3’ half of tRNA-Glu-CTC including 100% m^5^C at nucleotides 48 and 49, 100% m^5^Um (5,2’-O-dimethyluridine) at nucleotide 23, and partial m^1^A at nucleotide 58 (Supplementary Fig. 8b–d). Since mC modification at nucleotides 48 and 49 were not affected by AlkB treatment, the specific modification is likely to be m^5^C (Supplementary Fig. 8c). By contrast, nucleotide 58 of the tRNA-Glu-CTC had a 33:67 ratio of mA to A, but this stoichiometry decreased to 13% mA after AlkB treatment (Supplementary Fig. 8c–e), suggesting it is likely m^1^A, but not m^6^A (Supplementary Fig. 8e). Collectively, these results revealed the diverse RNA modifications of tsRNA-Glu-CTC and suggest that the unexplored features of these modifications may affect the function of tsRNA-Glu-CTC. Further, our study also demonstrated the advantage of MLC-seq in site-specifically mapping tRNA/tsRNA nucleotide modifications.

### tsRNA-Glu-CTC modifications are important for its function in the regulation of cholesterol homeostasis in vivo

RNA modifications may be crucial for regulating tsRNA properties including RNA stability and functions^43,44,62^. While mice treated with synthetic tsRNA-Glu-CTC oligonucleotides developed hypercholesterolemia and hepatic steatosis (Fig. 3), it is unknow whether endogenous tsRNA-Glu-CTC with modifications has similar or more potent effects in mice. To determine this, we first isolated endogenous tsRNA-Glu-CTC from *WT* mouse liver (Supplementary Fig. 8a). Due to the limited amount of endogenous tsRNA we isolated, we used a low dose of tsRNA-Glu-CTC (0.006 mg/kg body weight) to treat mice (Fig. 9d), which was 100 times lower than the dose used for synthetic oligonucleotide treatment (0.6 mg/kg body weight) (Fig. 3). In addition, we also included two groups of mice treated with the same low dose (0.006 mg/kg body weight) of synthetic tsRNA-Glu-CTC oligonucleotides or control oligonucleotides (Fig. 9d). Remarkably, the low dose of endogenous tsRNA-Glu-CTC treatment led to significantly increased serum total and LDL cholesterol levels in mice without affecting the body weight (Figs. 9e–g). By contrast, treatment of mice with the same dose of synthetic tsRNA-Glu-CTC oligonucleotides had no effects on the serum lipid profiles (Figs. 9f and 9g). Endogenous tsRNA-Glu-CTC treatment also led to increased lipid accumulation in the liver and significantly elevated hepatic cholesterol but not triglyceride contents (Figs. 9h, i). While Oil-Red-O staining indicated that the low dose of synthetic tsRNA-Glu-CTC oligonucleotides tended to increase lipid accumulation in the liver (Fig. 9h), the hepatic cholesterol and triglyceride contents were not significantly affected by the treatment with 0.006 mg/kg body weight synthetic tsRNA-Glu-CTC oligonucleotides (Fig. 9i). Exposure to endogenous tsRNA-Glu-CTC also led to significantly increased expression levels of key hepatic lipogenic genes including *Srebp2*, *Hmgcr*, and *Hmgcs1* (Fig. 9j). Western blot results also confirmed that endogenous tsRNA-Glu-CTC treatment increased the protein levels of full-length and active form of SREBP2, HMGCR, and PCSK9 (Fig. 9k). Taking together, these data demonstrated that endogenous tsRNA-Glu-CTC with corelated RNA modifications has much more potent effects on cholesterol homeostasis in vivo as compared with unmodified tsRNA-Glu-CTC oligonucleotides.

## Discussion

sncRNAs play diverse roles in regulating numerous biological processes in both normal and pathological conditions^63,64^. For CVD research, most studies have focused on investigating the function of miRNAs, previously considered as the dominant regulatory sncRNAs. These studies have led to the identification of important miRNAs in the regulation of lipid metabolism and CVD^4,7–11,65,66^. With advanced RNA sequencing methods, recent studies have unveiled surprisingly new sncRNA landscapes in various tissues and cells^21,41,44^. For example, we and others have recently demonstrated that many murine and human tissues or cells are enriched with numerous evolutionally conserved sncRNAs derived from longer structure of parental RNAs (e.g., tRNAs, rRNAs, small nucleolar RNA)^21,22,36–41,44^. In the current study, we consistently found that tsRNAs and rsRNAs are much more abundant than the well-studied miRNAs in mouse liver. We then identify tsRNA-Glu-CTC as the most abundant hepatic tsRNA in mice. Interestingly, tsRNA-Glu-CTC is a cholesterol-responsive hepatic tsRNA, and gain-of-function and loss-of-function studies demonstrated that tsRNA-Glu-CTC can regulate cholesterol homeostasis in vivo (Fig. 10). While overexpression of tsRNA-Glu-CTC led to elevated circulating cholesterol levels and increased hepatic steatosis in mice, knockdown of tsRNA-Glu-CTC protected mice for diet-induced hypercholesterolemia and atherosclerosis development. Unlike miRNAs with mainly RNAi-based function mode, tsRNA-Glu-CTC can increase rather than decrease the expression levels of key hepatic lipogenic genes including *Srebp2*. Interestingly, tsRNA-Glu-CTC can enter the nucleus and act through an E-box motif of *Srebp2* promote to increase its transcription. We further demonstrated that tsRNA-Glu-CTC interacts with nSREBP2 proteins to coordinately regulate *Srebp2* transcription. Similar to its parental tRNA, tsRNA-Glu-CTC is also highly modified, and these RNA modifications are important for its function in regulating cholesterol metabolism in vivo. Collectively, our study demonstrated the function of a highly expressed hepatic tsRNA in regulating lipid homeostasis and atherosclerosis development (Fig. 10).

**Fig. 10:**
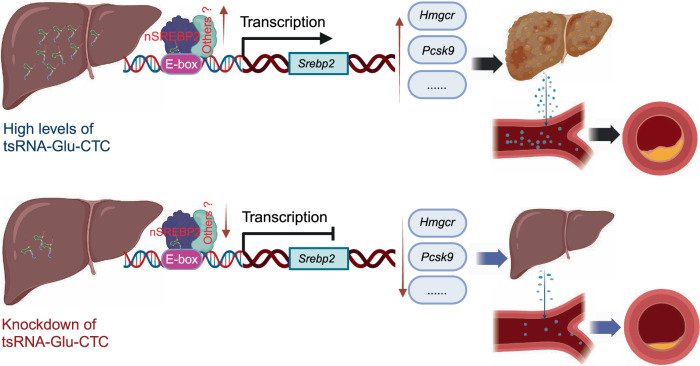
Schematic of the function of tsRNA-Glu-CTC in regulating lipid homeostasis and atherosclerosis development. tsRNA-Glu-CTC, the most abundant hepatic tsRNA, is identified as a cholesterol-responsive tsRNA. tsRNA-Glu-CTC can regulate the expression of key hepatic lipogenic genes including *Srebp2*, a master regulator of lipid metabolism. tsRNA-Glu-CTC interacts with SREBP2 to regulate its own transcription through an E-box motif of *Srebp2* promoter. Knockdown of tsRNA-Glu-CTC suppresses the expression of *Srebp2* and other lipogenic genes, leading to protective effects against diet-induced hypercholesterolemia and atherosclerosis. Created in BioRender. Zhou, C. (https://BioRender.com/ml9ngwr).

Traditional small RNA sequencing protocols often generate miRNA-enriched sncRNA profiles in bio-samples since miRNAs are usually not highly modified and can be easily detected by these protocols^21,22,41^. The main cause of sequencing bias is derived from two main aspects during the cDNA library preparation: one is due to internal RNA modifications (e.g., m^1^G, m^1^A) that interfere with reverse transcription process and the other is due to terminal modifications (e.g., phosphate/cyclic phosphate at the 3’-termini) that prevent adapter ligation process^21,22^. Due to inherent limitations of the traditional sequencing methods, sncRNA results generated from these traditional methods may be biased and may not represent the true composition of the sncRNA profiles. These issues have been well-recognized by the field, and several methods have been developed to address these limitations including ARM-seq, CPA-seq, and AQRNA-seq^21,67^. Based on the previous work, we recently refined the methodology and developed the PANDORA-seq protocol^22,35^ which removes key RNA modifications that block adapter ligation and reverse transcription during cDNA library construction by step-wise enzymatic treatments^21,22,35^. PANDORA-seq method enabled us and others to identify highly modified sncRNAs and to unveil tsRNA/rsRNA-enriched sncRNA landscapes in many tissues and cells^21,22,36–39,41,68^. In the current study, we consistently found that mouse liver contains much more abundant tsRNAs/rsRNAs than miRNAs by using PANDORA-seq. We then identified tsRNA-Glu-CTC as the most abundant hepatic tsRNA, supported by northern blot results that hepatic expression levels of tsRNA-Glu-CTC were even higher than miRNA-122, the most abundant miRNA in the liver^13,14^. These results demonstrated the strengthens of PANDORA-seq in revealing more accurate sncRNA landscapes in bio-samples and in discovering the “hidden” sncRNAs that may have important functions in biological processes and disease development.

While previous studies revealed the important role of several miRNAs in cardiometabolic disease, the function of tsRNAs in lipid metabolism and CVD remain elusive. Using a classical cholesterol feeding approach^3,48^, we found that tsRNA-Glu-CTC is a cholesterol-responsive hepatic tsRNA. The cholesterol feeding approach has contributed to the identification of important lipogenic genes including novel SREBP target genes including *Pcsk9* in previous mouse studies^3,69,70^. We then revealed that tsRNA-Glu-CTC can indeed affect lipid homeostasis in vivo. Treatment of synthetic tsRNA-Glu-CTC oligonucleotides can cause hypercholesterolemia and hepatic steatosis in *WT* mice, but ASO-mediated tsRNA-Glu-CTC knockdown reversed hypercholesterolemia and hepatic steatosis in HCD-fed mice. Similarly, tsRNA-Glu-CTC ASO protected atherosclerosis-prone *Ldlr*^*-/-*^ mice from diet-induced hypercholesterolemia and atherosclerosis. RNA-seq analysis revealed that tsRNA-Glu-CTC regulated many hepatic genes regulating lipid homeostasis, and the most significantly upregulated GOBP term by tsRNA-Glu-CTC oligonucleotide treatment is “Cholesterol Biosynthetic Process” in mouse liver. Interestingly, the expression levels of SREBP2, the master regulator of cholesterol metabolism, were increased by tsRNA-Glu-CTC oligonucleotide treatment but decreased by tsRNA-Glu-CTC ASO treatment in both *WT* and *Ldlr*^*-/-*^ mice, indicating SREBP2 as a potential target of tsRNA-Glu-CTC.

While HDL is the main circulating lipoproteins in *WT* mice, we found that overexpression or knockdown of tsRNA-Glu-CTC mainly affected serum LDL cholesterol levels but did not alter HDL cholesterol levels. Plasma cholesterol levels including HDL levels can be significantly changed in mouse models when SREBP2 pathway is altered by PCSK9^71,72^. The impact of PCSK9 overexpression or deletion on LDLR levels was substantial in those studies and overexpression of PCSK9 led to diminished hepatic LDLR expression^71^. In our study, the impact of tsRNA-Glu-CTC treatment or knockdown on hepatic lipogenic genes was relatively modest, which may lead to unchanged HDL levels. Previous studies from us and others also showed that altering certain lipogenic genes or pathways may only affect VLDL or LDL cholesterol levels without affecting HDL cholesterol levels in animal models with HDL as the main circulating lipoproteins^11,50,58,59,73–78^. For example, Trib1 has been demonstrated to regulate hepatic lipogenesis, and deficiency of Trib1 in *WT* mice led to increased plasma total cholesterol levels by 54%^73^. The increased cholesterol contents were predominantly mediated by significantly elevated VLDL and LDL cholesterol levels, but the HDL cholesterol levels remained unchanged^73^. Other groups also showed unchanged HDL cholesterol levels in mouse models for sncRNA-related studies. For example, miRNA-483 can target *Pcsk9*, leading to decreased hepatic PCSK9 protein and increased hepatic LDLR expression^11^. However, overexpression of miRNA-483 in *WT* mice only lowered circulating LDL and intermediate-density lipoprotein levels without affecting HDL levels^11^. Different circulating lipoprotein changes may also depend on experimental design, feeding conditions, and related genes or pathways. For example, ABCA1 is one of key molecules regulating HDL metabolism, and liver-specific deletion of *Abca1* can lead to over 80% decreased circulation HDL in mice^79^. Several well-studied miRNAs including miRNA-33 and miRNA-148 can target *Abca1* to regulate plasma HDL levels in mice^4,9,12,80,81^. In our studies, we found that overexpression or knockdown of tsRNA-Glu-CTC in vivo did not affect the expression or *Abca1* or other HDL metabolism-related genes (e.g., *Abcg1*, *Lxr*, *Abcg5/8*), which could also lead to unchanged HDL levels in vivo

Many non-coding RNAs including long non-coding RNAs (lncRNAs) and sncRNAs have been demonstrated to play important roles in regulating lipid metabolism. Several lncRNAs including LeXis, lncLSTR, and CHROME can regulate lipid homeostasis through different mechanisms^82–86^. For example, LeXis interacts with RNA-binding protein Raly to affect *Srebp2* transactional activity and to regulate cholesterol homeostasis and atherosclerosis in mice^82,83^. For sncRNAs, miRNA-33 coordinates with *Srebp* host genes to regulate cholesterol homeostasis in both mice and non-human primates^8–10^. miRNA-148a targets both *Ldlr* and *Abca1* to affect LDL and HDL levels in mice^4,12^. miRNA-30c and miRNA-483 can also reduce hyperlipidemia by targeting *Mtp* and *Pcsk9*, respectively^11,87^. These sncRNAs are well known to have RNAi-based functionality. tsRNA-Glu-CTC, however, increased rather than inhibited the expression of *Srebp2* in our study. Moreover, we also detected tsRNA-Glu-CTC in both cytoplasm and nucleus, and it can promote *Srebp2* transcription activities via an E-box motif. These results suggest that tsRNA-Glu-CTC exerts its function beyond RNAi-based mechanism. It has also been proposed that tsRNAs may exert their biological activities based on their secondary and tertiary structures^41,44^. While tRNAs can fold into complex structures which are essential for its functionality, tsRNAs derived from their precursors may have similar inherited structure features or new structures depending on the RNA length, modification status, and cleavage site^41,44^. The folded tsRNAs may function as aptamers to interact with various RNA-binding proteins or other RNAs. Thus, tsRNA-Glu-CTC may interact with nuclear proteins (e.g., transcription factors, histone modification enzymes) involved in *Srebp2* transcription regulation. Intriguingly, SREBPs have been known to bind to E-box motifs to regulate their target gene expression^6,60,61^. Our studies then suggested that both tsRNA-Glu-CTC and nSREBP2 proteins can be recruited onto the E-box motif of *Srebp2* promoter. Biotin-labeled probe successfully pulled down nSREBP2 proteins as tsRNA-Glu-CTC associated proteins. Reporter assays further confirmed that tsRNA-Glu-CTC and nSREBP2 proteins coordinately regulated *Srebp2* transcription via the E-Box motif. While our results demonstrated the important new mechanism through which tsRNA-Glu-CTC regulates *Srebp2* expression, RNA-seq results showed overexpression of tsRNA-Glu-CTC altered the expression of many genes and pathways in the liver. Thus, it is very likely that tsRNA-Glu-CTC has complex functions in mediating lipid homeostasis by affecting multiple pathways or genes but not exclusively through *Srebp2*. Future studies are required to investigate the detailed mechanisms through which tsRNA-Glu-CTC regulate other genes and pathways to regulate lipid homeostasis in vivo.

While PANDORA-seq can reveal the sequences of highly modified sncRNAs such as tsRNAs by removing the RNA modifications, these RNA modifications could be essential for their biological functions^41,44,62,88^. However, the currently available tools for detecting RNA modifications and their position are mainly designed for detecting a few well-known modifications such as m^1^A and m^5^C for long RNAs^21^. In the current study, we used an innovative LC-MS-based MLC-seq to map the RNA modifications of tsRNA-Glu-CTC and its precursor tRNA-Glu-CTC^42^. MLC-seq de novo sequences RNAs and their site-specific RNA modifications through the mass difference between the mass ladders^42^, which are generated by time-controlled formic acid-mediated RNA degradation^21,89^. Compared with other traditional MS-based RNA methods that do not provide RNA modification positional information, MLC-seq has a big advantage by simultaneously mapping the RNA sequence and modifications of sncRNAs with single-nucleotide and stoichiometric precision^21,42^. Indeed, MLC-seq enabled us to map the RNA modifications of endogenous tsRNA-Glu-CTC and tRNA-Glu-CTC isolated from mouse liver. Interesting, we found that tsRNA-Glu-CTC has the same RNA modifications as its parental RNA, tRNA-Glu-CTC including m^2^G at nucleotide 6 and D at nucleotides 19 and 20, suggesting that tsRNA-Glu-CTC inherits these modifications from its precursor tRNA. More importantly, the endogenous modified tsRNA-Glu-CTC can regulate lipid homeostasis in vivo at a 100-time lower dose compared to its synthetic counterpart in our study (i.e., 0.006 mg/kg/BW vs. 0.6 mg/kg/BW). The modifications identified in this study may contribute to the high bioactivity of endogenous tsRNA-Glu-CTC, since RNA modifications have been proposed to module the basic properties of sncRNAs such as stability and the 2D/3D structure, and their physiological functions^44,62,90^. It would be interesting to investigate the detailed mechanisms through which the identified RNA modifications (m^2^G and D) affect tsRNA-Glu-CTC stability and functions.

While most investigations in the field still focus on the functions of “canonical” sncRNA such as miRNAs, emerging studies started to reveal the important function of tsRNAs in biological processes and disease development. For example, Goodarzi et al. previously reported a specific set of tsRNAs including tsRNA-Glu-YTC and tsRNA-Asp-GTC can suppress tumorigenesis by interacting oncogenic RNA-binding protein YBX1^51^. Kim et al. found that tsRNA-Leu-CAG regulates ribosome biogenesis and cell viability, and inhibition of tsRNA-Leu-CAG suppresses tumor growth^52^. tsRNA-Gln-CTG has been demonstrated to ameliorate liver injury^91^, and tsRNA-His-GUG can activate Toll-like receptor 7 and regulate innate immune response^92^. Interestingly, a more recent study showed that tsRNA-Glu-CTC can be induced by aging in the brain and it may regulate aging-related phenotypes in mice^93^. In the current study, we found that tsRNA-Glu-CTC is a cholesterol-responsive tsRNA in the liver that regulates lipid homeostasis in vivo. Thus, these tsRNAs have complex functions in different tissues. We also identified the specific modifications including m^2^G and D of tsRNA-Glu-CTC which may be critical for its function in lipid metabolism. ASO-mediated tsRNA-Glu-CTC inhibition can ameliorate diet-induced hyperlipidemia and atherosclerosis, suggesting tsRNA-Glu-CTC as a potential therapeutic target for cardiometabolic disease. Our results established tsRNA-Glu-CTC as a key regulator of lipid homeostasis. Findings from our studies will hopefully stimulate more investigations of the functions and mechanisms of understudied tsRNAs in biological processes and human diseases.

## Methods

### Animals

Wild-type (*WT*) C57BL/6 mice (Strain #000664) and *Ldlr*^*-/-*^ mice on C57BL/6 background (Strain# 002207) were purchased from The Jackson Laboratory. Eight-week-old male and female *WT* mice were fed a semisynthetic low-fat (4.2% fat) AIN76 diet containing either low cholesterol (LCD; 0.02% cholesterol; Research Diets, D00110804C) or high cholesterol (HCD; 0.5% cholesterol; Research Diet, D00083101C) for 4 weeks before euthanasia and tissue collection for small RNA sequencing experiments and other experiments^37,59,78^. For tsRNA-Glu-CTC synthetic oligonucleotide treatment, 8-week-old male WT mice were fed the LCD and treated with 0.6 or 0.006 mg/kg body weight of 30-nt tsRNA-Glu-CTC oligonucleotides (tsRNA-Glu-CTC Oligo-1) or 35-nt tsRNA-Glu-CTC oligonucleotides (tsRNA-Glu-CTC Oligo-2) (Supplementary Table 2) by intraperitoneal injections every two days for two weeks before euthanasia. For endogenous tsRNA-Glu-CTC treatment, 8-week-old male *WT* mice were fed the LCD and treated with 0.006 mg/kg body weight of endogenous tsRNA-Glu-CTC or control small RNA isolated from mouse liver every two days for two weeks before euthanasia. For antisense oligonucleotide (ASO) treatment, 8-week-old male WT mice were fed a HCD and were treated with 0.6 mg/kg body weight of tsRNA-Glu-CTC ASO or control ASO (Supplementary Table 2) every two days for two weeks before euthanasia. tsRNA-Glu-CTC ASO has a complementary sequence of 19 nt of tsRNA-Glu-CTC (Supplementary Table 2). Both control ASO and tsRNA-Glu-CTC ASO contain locked nucleic acid (LNA) modifications to enhance binding affinity, increase nuclease resistance and improve potency^51,52,94^. ASOs used for this study were also phosphorothioate modified to increase their stability For atherosclerosis study, 7-week-old male *Ldlr*^*-/-*^ mice were treated with 0.6 mg/kg body weight of tsRNA-Glu-CTC ASO or control ASO twice per week for 7 weeks before euthanasia. The mice were either fed a normal chow diet (ND) (LabDiet, PicoLab Rodent Diet 5053) for 7 weeks or fed a ND for 1 week and then switched to a HCD for 6 weeks. Mice were housed in microisolator cages and were provided ad libitum access to standard chow diet before the treatment and deionized water in temperature-controlled room ( ~ 21 °C) with 12 hr light/dark cycle and humidity ranging from 30-70%. On the day of euthanasia, mice were fasted for 6 hr following the dark cycle (feeding cycle) and blood and major organs were collected as previously described^36,37,77,78^. All animal studies were performed in compliance with the approved protocols by the Institutional Animal Care and Use Committee of the University of California, Riverside.

### Human subjects

Human blood samples were collected under the protocol approved by the University of California, Riverside Clinical Institutional Review Board (HS 19-076). The study was performed in accordance with the *Declaration of Helsinki*, except for registration in a database. Consent procedures were performed in the participant’s native language with study personnel fluent in the language (English or Spanish). All participants were provided with a copy of the consent form prior to their appointment and were informed of the purpose of the study, including all risks and benefits. Participants provided written informed consent prior to participation and were monetarily compensated. Participants were recruited by word of mouth and advertisements near the University of California, Riverside campus and local clinical sites. Inclusion criteria included age ≥ 18 years. Exclusion criteria included severe cardiac or pulmonary illness, confirmed or suspected active COVID-19 infection, and pregnancy. Participants were asked not to consume caffeine on the morning prior to the study and to abstain from taking anti-inflammatory medication, corticosteroids, or other medications that could potentially interfere with downstream measurements. The study included 17 healthy participants (*n* = 10 women, *n* = 7 men) between 19 to 52 years of age. Participants self-reported their sex at birth and current gender identity. The mean age was 25.14 ± 1.28 years old for men and 34.70 ± 4.27 years old for women, and body mass index was 29.94 ± 2.54 kg/m^2^ for men and 26.36 ± 1.58 kg/m^2^ for women (Fig. 8b).

Peripheral venous blood was collected during fasting by a licensed phlebotomist using standard venipuncture procedures. Samples were originally collected as part of a related study by members of our team^95^. Samples have been conserved in the Heinrich lab. Twenty-five ml of blood was drawn, with 5 ml of whole blood collected in a serum vacutainer tube for quantification of serum cholesterol and tsRNA-Glu-CTC. Following collection, serum blood tubes were immediately placed on ice for transport from the collection site, then allowed to clot at room temperature before centrifugation to separate blood clot contents and serum. The serum cholesterol levels were measured by using the Wako Cholesterol E enzymatic colorimetric assay kit (Wako, 999-02601) as previously described^37,78^. Total RNAs were isolated from non-serum portion of whole blood using TRIzol reagents (Sigma-Aldrich, T9424). The densitometry analyses of northern blot sample bands were performed using ImageJ software^78^. The northern blot bands were normalized to the density of SYBR gold-stained control RNA bands (5.8S rRNA, 5S rRNA, Type I and type II tRNA bands) on urea PAGE. To determine if there was an association between serum cholesterol levels and tsRNA-Glu-CTC expression, a Pearson correlation was performed. Human liver RNAs used for the norther blot analysis were isolated from normal liver tissue of five different donors. Liver RNAs were pooled together and provided by BioChain Institute Inc (R1234149-P).

### PANDORA-seq of small RNAs in mouse liver

PANDORA-seq protocol has been described in detail in our previous reports^22,37^. More recently, we have described a detailed step-by-step protocol of optimized PANDORA-seq and related analysis methods in a recent protocol^35^. Briefly, total RNAs were extracted from mouse liver using TRIzol reagents (Sigma-Aldrich, T9424) as previously described^22,36,37^. The hepatic RNA samples was mixed with an equal volume of 2× RNA loading dye (New England Biolabs, B0363S) and incubated at 75 °C for 5 min. The mixture was loaded into 15% (wt/vol) urea polyacrylamide gel (10 ml mixture containing 7 M urea (Invitrogen, AM9902), 3.75 ml Acrylamide/Bis 19:1, 40% (Ambion, AM9022), 1 ml 10× TBE (Invitrogen, AM9863), 1 g l^−1^ ammonium persulfate (Sigma–Aldrich, A3678-25G) and 1 ml l^−1^ TEMED (Thermo Fisher Scientific, BP150-100) and run in a 1× TBE running buffer at 200 V until the bromophenol blue reached ~1 cm from the bottom of the gel. Small RNA of 15–50 nucleotides was visualized with SYBR Gold solution (Invitrogen, S11494) and excised^22,35,37^. A sample of the eluted RNA was stored in −80˚ C for Traditional small RNA-seq^22,36,37^. The remaining RNA was eluted and then treated with T4PNK reaction mixture (5 µl 10x PNK buffer, 1 mM ATP, 10U T4PNK) followed by RNA isolation with TRIzol. The collected RNAs were then treated with AlkB mixture (50 mM HEPES, 75 µM ferrous ammonium sulfate, 1 mM α-ketoglutaric acid, 2 mM sodium ascorbate, 50 mg/l BSA, 4 µg/ml AlkB, 2,000 U/ml RNase inhibitor) followed by RNA isolation with TRIzol. The recombinant AlkB enzyme was prepared by Dr. Linlin Zhao (University of California, Riverside, CA) as previously described^22,37^. The adapters (New England Biolabs, E7330S) were ligated sequentially (3’ adapter, revers transcription primer, then 5’ adapter). First-strand cDNA synthesis was performed followed by PCR amplification with PCR Primer Cocktail and PCR Master Mix to enrich the cDNA fragments. Finally, the PCR products were purified from PAGE gel and prepared for sequencing at the Genomics Center of University of California, San Diego (Illumina system)^22,36,37^.

Both the traditional small RNA-seq and PANDORA-seq data were processed using the computational framework *SPORTS1.1* with one mismatch tolerance (*SPORTS1.1* parameter setting: -M 1)^27,35^. The *edgeR* tool^96^ was applied to identify the differentially expressed small RNA species between the LCD and HCD groups, using the *TMM* method for read counts normalization and the likelihood ratio test for differential expression analysis^22^. The small RNA species with false discovery rate (FDR) < 0.05 were deemed differentially expressed. All the small RNA-seq datasets have been deposited in the Gene Expression Omnibus (GSE300043).

### RNA sequencing and transcriptomic data analysis

Total RNAs were extracted from mouse liver using TRIzol reagents (Sigma-Aldrich, T9424)^22,36,38^. RNA integrity was verified by a Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA). cDNA library construction and sequencing were performed following the Illumina standard operation pipeline and the previously described RNA-seq data analysis methods^36,38,54,97,98^. The *kallisto* tool was applied to quantify protein-coding gene expression from the sequencing data^99^ and the *edgeR* tool was applied to identify the differentially expressed genes (DEGs)^96^ with the cut-off for differential expression as fold change (FC) > 1.5 and a *P* value < 0.01. Gene Ontology Biological Process (GOBP) analysis was also performed using the definition from GO project. The DAVID bioinformatics tool^100^ was applied to detect the GOBP terms enriched by the DEGs. For prioritized GOBP terms, we used the Functional Analysis of Individual Microarray Expression (FAIME) algorithm to calculate geneset scores^101^. A higher FAIME score suggests an increased overall expression of a given GOBP term/geneset. All the RNA-seq datasets have been deposited in the Gene Expression Omnibus (GSE300043).

### Lipid analysis

Serum total cholesterol and triglyceride levels were measured by the Wako Cholesterol E enzymatic colorimetric assay kit (Wako, 999-02601) and the Wako L-type TG M assay kit (Wako, 994-02891) following to the manufacturer’s instructions^37,78,102^. The lipoprotein fractions were isolated in a Beckman Colter XPN100-IVD ultracentrifuge as previously described^37,78,102^. Lipid contents were extracted from mouse liver and hepatic cholesterol and triglyceride levels were measured as previously described^77,103,104^.

### Atherosclerotic lesion analysis

The atherosclerotic plaque sizes were quantified at the aortic root^37,105,106^. Optimal Cutting Temperature (OCT)-compound-embedded hearts were sectioned at a 12μm thickness keeping all the three valves of the aortic root in the same plane, and stained with Oil-Red-O. Images were taken and plaque size was quantified using a Nikon microscope Ti2 model (Nikon). For the immunofluorescence staining, samples were fixed in 4% PFA for 15 min and permeabilized with 0.5% Triton X-100 in PBS for 15 min. After incubating with 5% BSA for 1 hr at room temperature, the slides were incubated with primary antibodies against CD68 (Bio-Rad, MCA1957, 1:100) and α-SMA (Abcam, ab5694, 1:100) at 4 °C for 12 to 16 hr^37,105^. The sections were rinsed with PBS and incubated with fluorescein-labeled secondary antibodies (Life Technologies). The nuclei were stained by mounting the slides with DAPI medium (Vector Laboratories). Samples were imaged and analyzed with a Nikon fluorescence Ti2 model microscope.

### RNA isolation and quantitative real-time PCR

Total RNAs were extracted from mouse tissue or cell lines using TRIzol reagents (Sigma-Aldrich, T9424)^37,78^. Total RNAs were reverse transcribed using the Script™ Reverse Transcription Supermix for RT-qPCR (Bio-Rad: 1708841). Quantitative real-time PCR was performed using gene-specific primers (Supplementary Table 3) and the SYBR Green Supermix (Bio-Rad, 172-5124) as previously described^37,78^.

### Northern blot

Northern blot was performed as we previously described^22,37^. Briefly, total RNAs were separated by a 10% urea-PAGE gel followed by SYBR gold staining of nucleic acids (Thermo Fischer, S11494) and immediately imaged. The RNAs were then transferred to a positively charged nylon membrane (Roche, 11417240001) and ultraviolet crosslinked with 0.12 J of energy. Membranes were hybridized with PerfectHyb Plus Hybridization Buffer (Sigma-Aldrich, H7033) for 1 hr at 42 ˚C. To detect tsRNAs and miRNAs, the membranes were incubated with DIG-labeled oligonucleotide probes (Supplementary Table 2) at 42 ˚C for overnight and the images were taken by using a Bio-Rad Chemidoc Imaging System. The densitometry analyses of northern blot sample bands were performed using ImageJ software and normalized to the density of SYBR gold-stained control RNA bands (5.8S rRNA, 5S rRNA, Type I and type II tRNA bands) on urea PAGE. To calculate probe efficiency factors for miRNA-122 and tsRNA-Glu-CTC (Fig. 1g), the density of northern blot bands normalized with the density of SYBR gold-stained RNA bands on Urea PAGE.

### Western blot

Protein isolation and western blot analysis was performed as previously described^103,107,108^. Briefly, tissue lysate samples were resolved on SDS-PAGE. Proteins were then transferred to nitrocellulose (NC) membrane (Bio-rad, 1620115). The membrane was blocked in phosphate buffered saline solution with 0.05% Tween 20 (PBST, pH 7.4) containing 5% BSA (Sigma, A3294) for 2 hr, and then incubated with primary antibodies against SREBP2 (ProteinTech, 28212-1-AP, 1:1000), PCSK9 (Abcam, ab28870, 1:1000), HMGCR (Novus-bio,NBP2-6688, 1:1000), Insig1 (ProteinTech, 55282-1-AP, 1:1000), Insig 2 (ProteinTech, 24766-1-AP, 1:1000), Scap (ThermoFisher, PA5-28982, 1:1000), SR-BI (Novus-bio, NB400, 1:1000), LDLR (Abcam, ab52818, 1:1000), Actin (Sigma, A2066, 1:2000), or GAPDH (Sigma, G8795, 1:2000) in PBST with 5 % BSA for 2 hr at room temperature. After subsequent three-time washing in PBST, the membranes were developed by Pierce ECL Western Blotting Substrate kit (Thermo Fisher Scientific, 32209), and the images were taken by using a Bio-Rad Chemidoc Imaging System.

### Histological analysis

For hematoxylin and eosin staining, tissues were fixed in 4% neutral buffered formalin and embedded in paraffin. Tissue sections were stained with hematoxylin (Sigma-Aldrich; 1.05175) and eosin (Sigma-Aldrich; R03040) following standard protocols as previously described^102,103^. Oil-Red-O staining of neutral lipids was performed as previously described^77^. Briefly, liver tissues were embedded in OCT and sectioned at 10μm thickness. Tissue sections were then dried, fixed in 4% PFA, incubated for 5 min in 60% isopropanol then incubation in 0.3% Oil-Red-O (Sigma-Aldrich; O0625) for 20 min.

### Cell culture and transfection assays

The human hepatic cell line HepG2 was purchased from the American Type Culture Collection (HB-8065)^77,109^. The SREBP2 promoter reporter plasmids (pGL4.23-SREBP2_p) containing 1.4 kb SREBP promoter region (Addgenes, VB180910-1231mwu) and SREBP2 expression plasmids were kindly provided by Dr. Tamer Sallam at University of California, Los Angels^56^. Different primer sets were used to construct reporter plasmids containing 793 bp, 485 bp, 300 bp, and 245 bp of SREBP2 promoter (Supplementary Table 4). The PCR products were subcloned into the same pGL4.23 vectors. The E-box mutant plasmids were generated by using QuikChange II XL Site-Directed Mutagenesis Kit (Aglient, 200521) and primer set (Supplementary Table 4). Reporter transfection assays were performed as described previously^59,78^. Briefly, HepG2 cells were transfected with various luciferase reporter plasmids along with cytomegalovirus X-β-galactosidase control plasmids using FuGENE 6 (Promega Corporation; E2691)^51,59,77,78^. Then the cells were lysed with Passive Lysis Buffer (Promega Corporation; E1941), and extracts were prepared for β-galactosidase and luciferase assays^51,59,77,78^. Luciferase assays were performed as manufacturer’s manual (Promega Corporation; E1531) using a Synergy H1 Hybrid Reader (BioTek Instruments, Inc; 11120535)^78^. The lysate was added 100 µL of β-gal solution and incubated at 37 °C for 5-10 min and then stop the reaction with 50 µL of 1 M Na_2_CO_3_. The lysate was then read OD_595_ using a Synergy H1 Hybrid Reader. Reporter gene activity was normalized to the β-gal transfection controls and the results expressed as normalized Relative Light Unit (RLU) per OD_595_ β-gal per minute to facilitate comparisons between plates. Fold activation was calculated relative to solvent controls. The cells were then lysed, and β-gal and luciferase assays were performed as described Fold activation was calculated relative to the controls^59,78^. To overexpress tsRNA-Glu-CTC in HepG2 cells, 100 nM synthetic control oligonucleotides or tsRNA-Glu-CTC oligonucleotides were transfected into cells using Lipofectamine RNAiMAX (Thermo Fisher, 13778100), followed by RNA isolation after 24–36 hr. For ASO transfection assay, HepG2 cells were transfected with 100 nM control ASO or tsRNA-Glu-CTC ASO using Lipofectamine RNAiMAX followed by RNA isolation after 24–36 h.

### RNA fluorescence in situ hybridization (RNA-FISH)

RNA-FISH was performed by using ViewRNA™ ISH Cell Assay Kit (Cat#QVC0001, Invitrogen), according to the manufacturer’s instructions. tsRNA-Glu-CTC FISH probe was synthesized and labeled with Type 4 (FITC) by Invitrogen. Briefly, HepG2 cells were fixed with 4% formaldehyde solution for 30 min at room temperature and digested with working protease solution (1:4000) for 10 min at room temperature before they were washed and incubated with probe sets at 40 °C for 3 hr. The samples were then washed and incubated with Pre-Amplifiers solutions at 40 °C for 30 min before they are washed again and incubated with Label probe mix at 40 °C for 30 min. The samples were then stained with DAPI and the images were acquired by using a Zeiss 880 confocal microscope.

### Isolation of tsRNA-Glu-CTC-associated DNA fragments

Isolation of tsRNA-Glu-CTC-associated DNA fragments in HepG2 cells was performed by using Biotin and Streptavidin conjugated Sepharose bead system. Briefly, biotin-labeled tsRNA-Glu-CTC oligonucleotides and control biotin-labeled oligonucleotides were transfected into HepG2 cells. After 24 hr, cells were washed with cold PBS twice and then incubated with 1% PFA at room temperature for 15 mins for the RNA cross-linking. Cells were then incubated with 100 mM Glycine at room temperature for 5 min for stopping PFA induced RNA cross-linking. Cells were washed with cold PBS twice and then lysed with 500 µL lysis buffer containing 1% SDS, 1 mM EDTA, 50 mM HEPEs (PH7.5), 140 mM NaCl, 1% Triton-X100, 1U/µL RNase inhibitors, and 1X protease inhibitors (Cocktails). Chromatin shearing was used by sonication (Vibra-cellTM, Sonics & Materials Inc.) with 50% AMP for 10 cycles of 30 sec on >30 sec off pulse program. Streptavidin Sepharose beads were washed with 20 mM Tris-Hcl (PH7.5) buffer twice. The chromatin shearing RNA cross-linking solution was incubated with Streptavidin Sepharose beads and rotated on a shaker at room temperature for 1 hr. The samples were then transferred into 1.5 mL Ultrafree-MC tube (Millipore UFC30GV0S) and washed with wash buffer containing 10 mM Tris-Hcl (PH7.5), 1 mM EDTA and 0.1U/ul RNase inhibitors for 4 times. Isolated DNA from the samples were performed by a SimpleChIP Enzymatic Chromatin IP kit (Cell signaling, 9003) as previously described^58,59^. The isolated genomic DNA was used for PCR analysis with the primer sets targeting different promotes including SREBP promoter containing the E-Box motif (Supplementary Table 3).

### Isolation of tsRNA-Glu-CTC-associated proteins

Isolation of tsRNA-Glu-CTC-associated proteins in HepG2 cells was performed by using Biotin labeled tsRNA-Glu-CTC probes (Supplementary Table 2) and Dynabeads M-280 Streptavidin beads system. Briefly, ~10×10^6^ HepG2 cells were washed with cold PBS twice and were subjected to UV-crosslinking on ice at 80000 uj/cm^2^ for 3 times. The cells were then lysed with 1000 uL tsRNA pulldown lysis buffer containing 1% SDS, 1 mM EDTA, 50 mM HEPEs (PH7.5), 140 mM NaCl, 1% Triton-X100, 1U/µL RNase inhibitors, and 1X protease inhibitors (Cocktails). Completed lysed cells were sonicated (Vibra-cellTM, Sonics & Materials Inc.) with 50% AMP for 3 cycles of 30 sec on a > 30 sec off pulse program. 500 µL RNA-protein lysis solution was then transferred into a RNase-free 2 mL tube followed by adding 20 µL denatured 100 µM biotinylated tsRNA-Glu-CTC probes (Supplementary Table 2), 26 µl 20x SSC solution (Thermo Fisher Scientific, 15557044) and 10 µL RNase inhibitor (New England Biolabs, M0314L), and 444 µL RNase-free H_2_O. The samples were then incubated on a rotor shaker overnight at 4 °C. 100 ul Dynabeads M-280 Streptavidin beads for each reaction were first washed with 20 mM Tris-Hcl (PH7.5) buffer twice. The tsRNA probe-RNA-proteins solution was then incubated with washed Dynabeads M-280 Streptavidin beads and rotated on a shaker at room temperature for 1 hr. The beads were collected after the DynaMag Magnet separation process and washed with 500ul 0.5X SSC for 6 times. 30 µL lysis buffer and 6 µL 6X SDS loading buffer were added to the samples and the samples were then boiled at 95 °C for 10 mins. The pulldown proteins mixture was used for Western blot analysis.

### Chromatin immunoprecipitation (ChIP)

The SimpleChIP Enzymatic Chromatin IP Kit (Cell Signaling Technology; 9003) was used for ChIP analyses as previously described^58,59^. Anti-SREBP2 antibodies (ab30682, Abcam) were utilized in the ChIP assay. The precipitated genomic DNA was purified using spin column purification kit (Cell Signaling Technology; 14209) followed by PCR analysis with the primers targeting different promoters including SREBP2 promoter containing the E-box motif, MTTP promoter and CYP3A4 promoter (Supplementary Table 3).

### Isolation of endogenous tsRNA-Glu-CTC from mouse liver

Endogenous tsRNA-Glu-CTC was isolated from mouse liver by affinity pulldown assay combined with urea acrylamide/bis gel recovery as previously described^110^. Briefly, total RNAs were isolated from mouse liver using TRIzol reagents (Sigma-Aldrich, T9424) as we previously described^37,78^. Small RNAs ( < 200 nt) were separated by RNA precipitation. 10 mg total RNAs were incubated with 10 ml separation buffer containing 2 ml of 50% PEG 8000, 1 ml of 5 M NaCl on ice for 30 min followed by centrifugation at 15000 g at 4 °C for 15 min. Supernatants were then collected and were incubated with small fragment RNA precipitated buffer with the ratio of 1 part of supernatant: 3 parts of ethanol: 0.1 part of 3 M NaAc solution (InvitrogenTM AM9740): 0.005 part of Linear Acrylamide (Thermo Fisher Scientific, AM9520) at -80 °C overnight. The samples were then centrifuged at 15000 g for 15 mins at 4 °C to recover small RNAs ( < 200 nt). 1 mg small RNA ( < 200 nt) solution was transferred into a RNase-free 2 mL tube followed by adding 15 µL denatured 100 µM biotinylated tsRNA-Glu-CTC DNA probe (Supplementary Table 2), 26 µl 20x SSC solution (Thermo Fisher Scientific, 15557044) and 10 µL RNase inhibitor (New England Biolabs, M0314L). The samples were adjusted to 1 mL with RNase-free H_2_O and were incubated in a 50 °C water bath overnight. 200 µL Streptavidin Sepharose bead solution (Cytiva 17511301) was transferred to a 1.5 mL Ultrafree-MC tube (Millipore UFC30GV0S), washed with 400 µL 20 mM Tris-HCl (pH7.5) for 3 times, and then centrifuged at 2500 g at room temperature for 30 secs each time. Samples were included with Streptavidin Sepharose beads on the rotation shaker for 1 hr at room temperature, centrifuged at 2500 g for 30 sec, and washed with 500ul 0.5X SSC for 4 to 5 times until the OD_260_ < 0.1 for the collected washing solution. 500 µL RNase-free water was added to the tube and incubated at 65 °C for 20 min followed by centrifuging at 2500 g for 30 sec at room temperature. The RNA elution process was repeated 5 times, and the eluted samples were incubated with small RNAs precipitated solution at -80 °C overnight before centrifugation at 15000 g at 4 °C for 20 min. The precipitated small RNAs were separated on 15% urea acrylamide/bis gel and the correct band of tsRNA-Glu-CTC (30-40 nt) were cut. RNA was then recovered as we previously described^22,37^ and confirmed by northern blot.

### Identification of tsRNA-Glu-CTC modifications by Mass spectrometric ladder complementation sequencing

Endogenous tsRNA-Glu-CTC was isolated from mouse liver and RNA modifications were identified by MLC-seq^42^. Isolated endogenous tsRNA-Glu-CTC and it’s parental tRNA-Glu-CTC was either untreated or treated with 4 μg/mL AlkB enzyme at 37 °C for 30 min. For AlkB treated RNAs, the RNAs were recovered by Trizol reagents from the enzyme reaction mixture. Untreated or AlkB-treated tsRNA samples were then incubated with 50% (v/v) of formic acid (Fisher Scientific, A117-50) at 40 °C for 1 min, 2 min or 5 min. 170 ng of RNA sample was used for each time point. The reaction mixture was immediately frozen on dry ice followed by lyophilization to dry. The dried samples of three different time points for untreated or AlkB-treated RNA were then combined and suspended in 20 μL nuclease-free, deionized water for LC-MS measurement as previously described^42^. Briefly, each combined acid-hydrolyzed tsRNA sample was individually analyzed on an Orbitrap Exploris 240 mass spectrometer (ThermoFisher Scientific) coupled to a Vanquish Horizon UHPLC using a DNAPac reversed-phase (RP) column (2.1 mm×50 mm, ThermoFisher Scientific) with 2% HFIP and 0.1% DIPEA as eluent A, and methanol, 0.075% HFIP, and 0.0375% DIPEA as eluent B. A gradient of 20% to 80% B over 6.7 min was used for the analysis of intact RNA samples, and from 15% to 35% B over 20 min for acid-degraded samples. The flow rate was 0.2 or 0.4 ml/min, and all separations were performed with the column temperature maintained at 70 °C. RNA samples were analyzed in negative ion full MS mode from 410 m/z to 3200 m/z with a scan rate of 2 spectra/s at 120k resolution at m/z 200. The data were processed using Thermo BioPharma Finder 4.0 (ThermoFisher Scientific), and the detailed data analysis was performed as previously described^42^.

### Statistics and reproducibility

All data except the high-throughput sequencing data are presented as the mean ± SEM. Individual pairwise comparisons were analyzed by two-sample, one-tailed or two-tailed Student’s t test. One-way analysis of variance (ANOVA) with Bonferroni multiple comparison test was used for analyzing more than two groups. Data analysis was performed using the GraphPad Prism 10 software with statistical significance set at *P* < 0.05. For representative experiments including northern blot analysis and tissue staining images, similar results were obtained in three or more independent experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description Of Additional Supplementary File

Supplementary Data 1

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The data supporting the findings from this study are available within the manuscript and its supplementary information. All the RNA-seq datasets have been deposited in the Gene Expression Omnibus under the accession code GSE300043. Values for graphs in the figures and Supplementary Figs. are provided in the supplementary Source Data file. Source data are provided with this paper.

# Supplementary material for: A cholesterol-responsive hepatic tRNA-derived small RNA regulates cholesterol homeostasis and atherosclerosis development
**Source:** Nat Commun. 2025 Dec 15;16:11043. doi: 10.1038/s41467-025-67387-z
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for

A cholesterol-responsive hepatic tRNA-derived small RNA regulates cholesterol homeostasis and atherosclerosis development

Xiuchun Li,¹ Rebecca Hernandez,¹ Xudong Zhang,^{2,3} Sijie Tang,¹ Xiaohong Yuan,⁴ Jing Wu,⁴ Kathy Pham,¹ Hukam C. Rawal,⁵ Erica C. Heinrich,¹ Shenglong Zhang,^{4,6,7} Qi Chen,^{2,3} Tong Zhou,⁵ and Changcheng Zhou^{1,*}

This PDF file includes:

**Supplementary Figure 1-8
Supplementary Table 1-3**

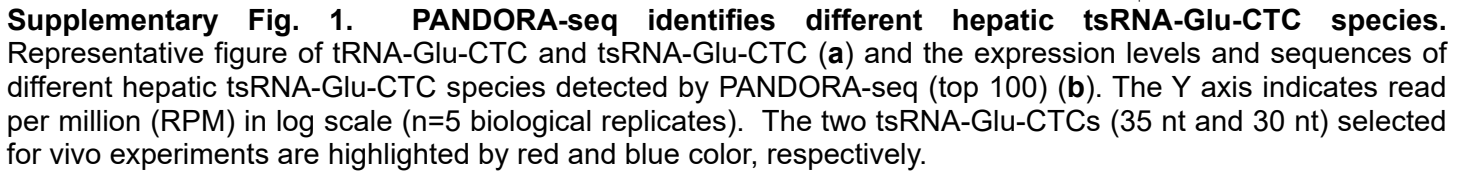

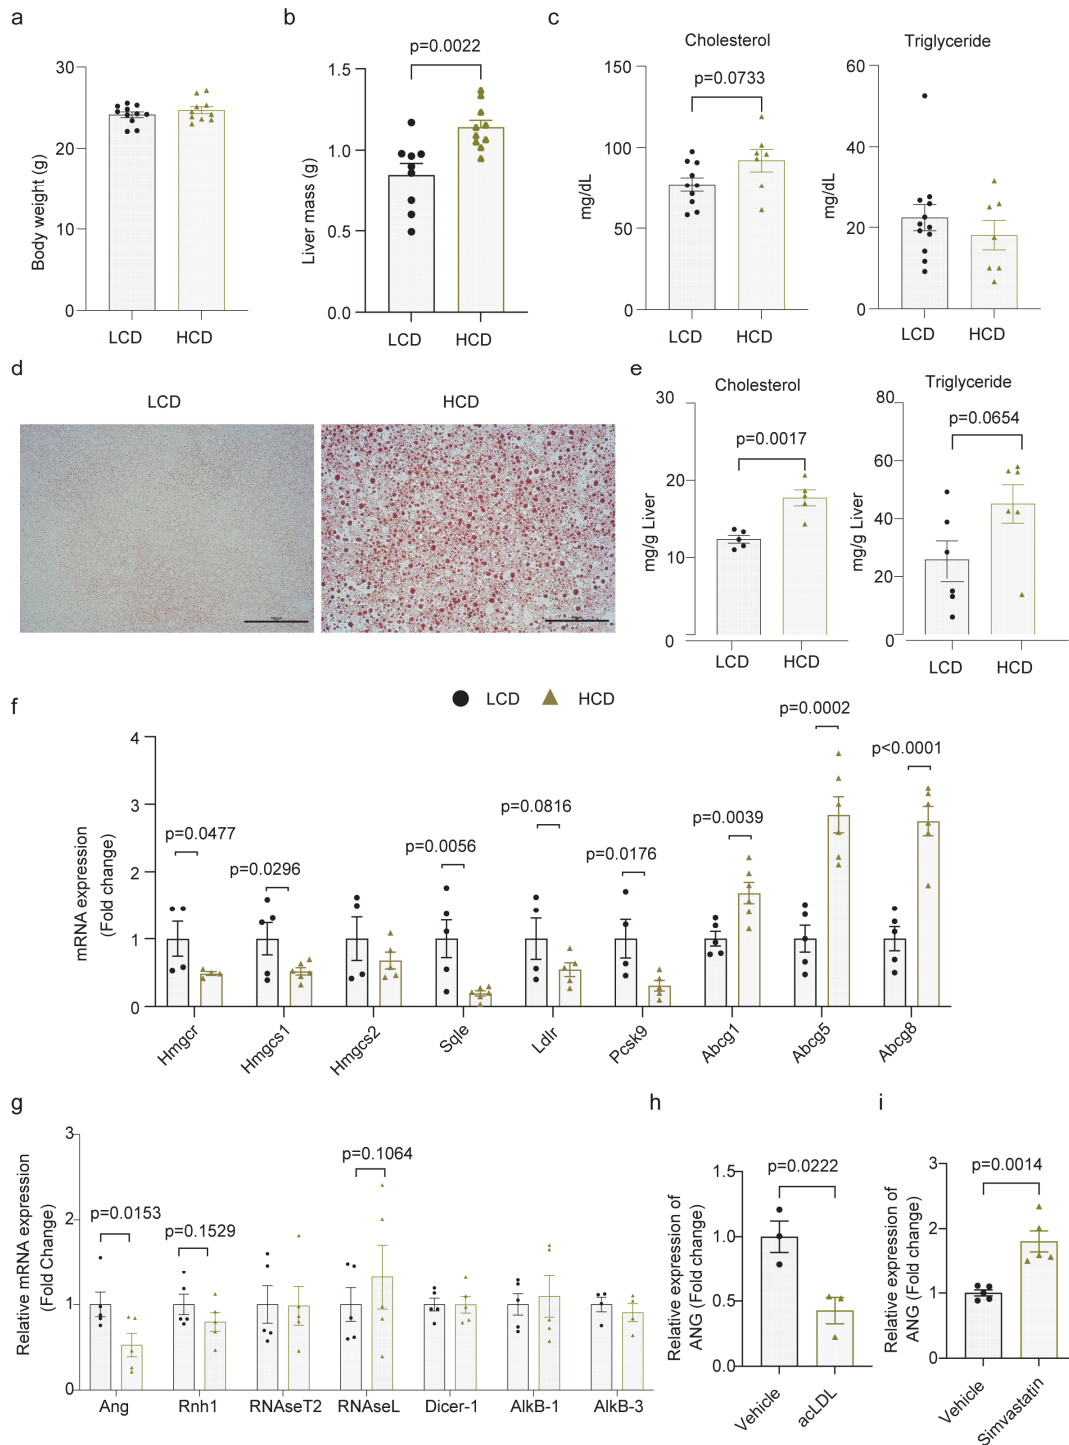

Supplementary Fig. 2. High-cholesterol diet feeding induced hepatic steatosis and altered lipogenic gene expression in wild-type mice. Eight-week-old male wide-type mice were fed a low-cholesterol diet (LCD, 0.02% cholesterol) or high-cholesterol diet (HCD, 0.5% cholesterol) for 4 weeks. Body weight (n=11,10) (**a**), liver weight (n=9,10) (**b**), serum total cholesterol (n=10,7) (left panel) and triglyceride (n=12,7) (right panel) levels (**c**), representative Oil Red-O stained liver sections (scale bar = 100 μ m) (**d**), and hepatic cholesterol (n=5,5) (left panel) and triglyceride (n=6,6) (right panel) contents (**e**) of LCD or HCD-fed mice. Data are shown as mean $\pm$ SEM (two-tailed Student's t-test). **f**. The expression levels of hepatic lipogenic genes were analyzed by quantitative real-time PCR (n=5, mean $\pm$ SEM, two-tailed Student's t test). **g**. The expression levels of indicated hepatic genes related to tRNAs biogenesis were analyzed by quantitative real-time PCR (n=5, mean $\pm$ SEM, two-tailed Student's t-test). **h** and **i**. The expression levels of ANG in human hepatic cells, HepG2 cells, treated with vehicle control, acetylated LDL (25 μ g/ml) (n=3) (**h**) or simvastatin (5 μ M) (n=5) (**i**) were analyzed by quantitative real-time PCR (mean $\pm$ SEM, two-tailed Student's t-test). n represents the number of biological replicates.

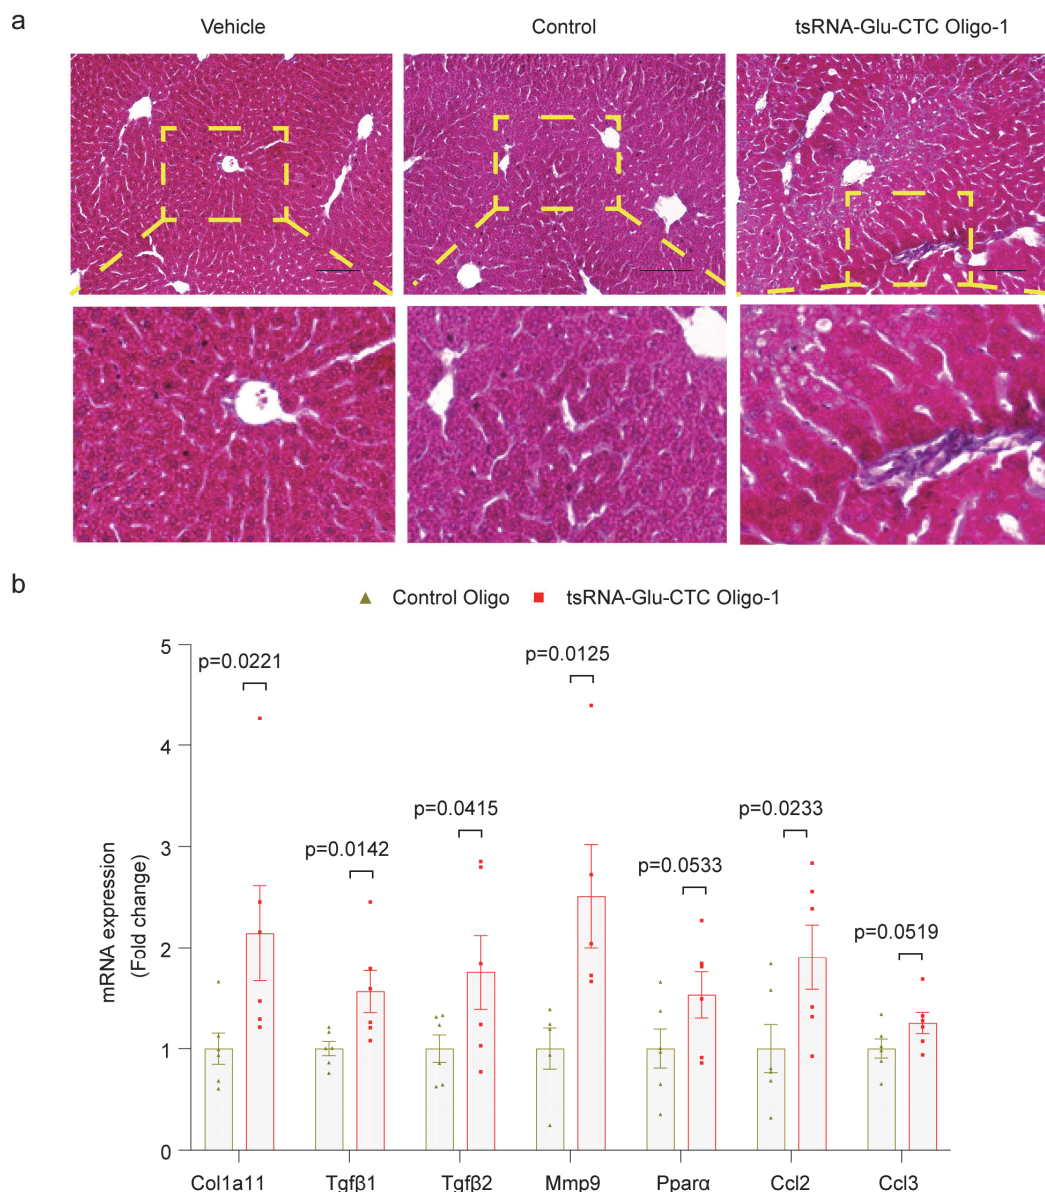

Supplementary Fig. 3. tsRNA-Glu-CTC oligonucleotide treatment affects hepatic fibrosis in mice. Eight-week-old male wild-type mice were treated with 0.6 mg/kg body weight of synthetic 30-nt tsRNA-Glu-CTC oligonucleotides, control oligonucleotides, or vehicle control once every two days for two weeks before euthanasia. **a.** Representative images of Masson's trichrome stained liver sections (scale bar =100 μ m). **b.** The hepatic expression levels of fibrosis related genes were analyzed by quantitative real-time PCR (n=6, mean $\pm$ SEM, two-tailed Student's t-test). n represents the number of biological replicates.

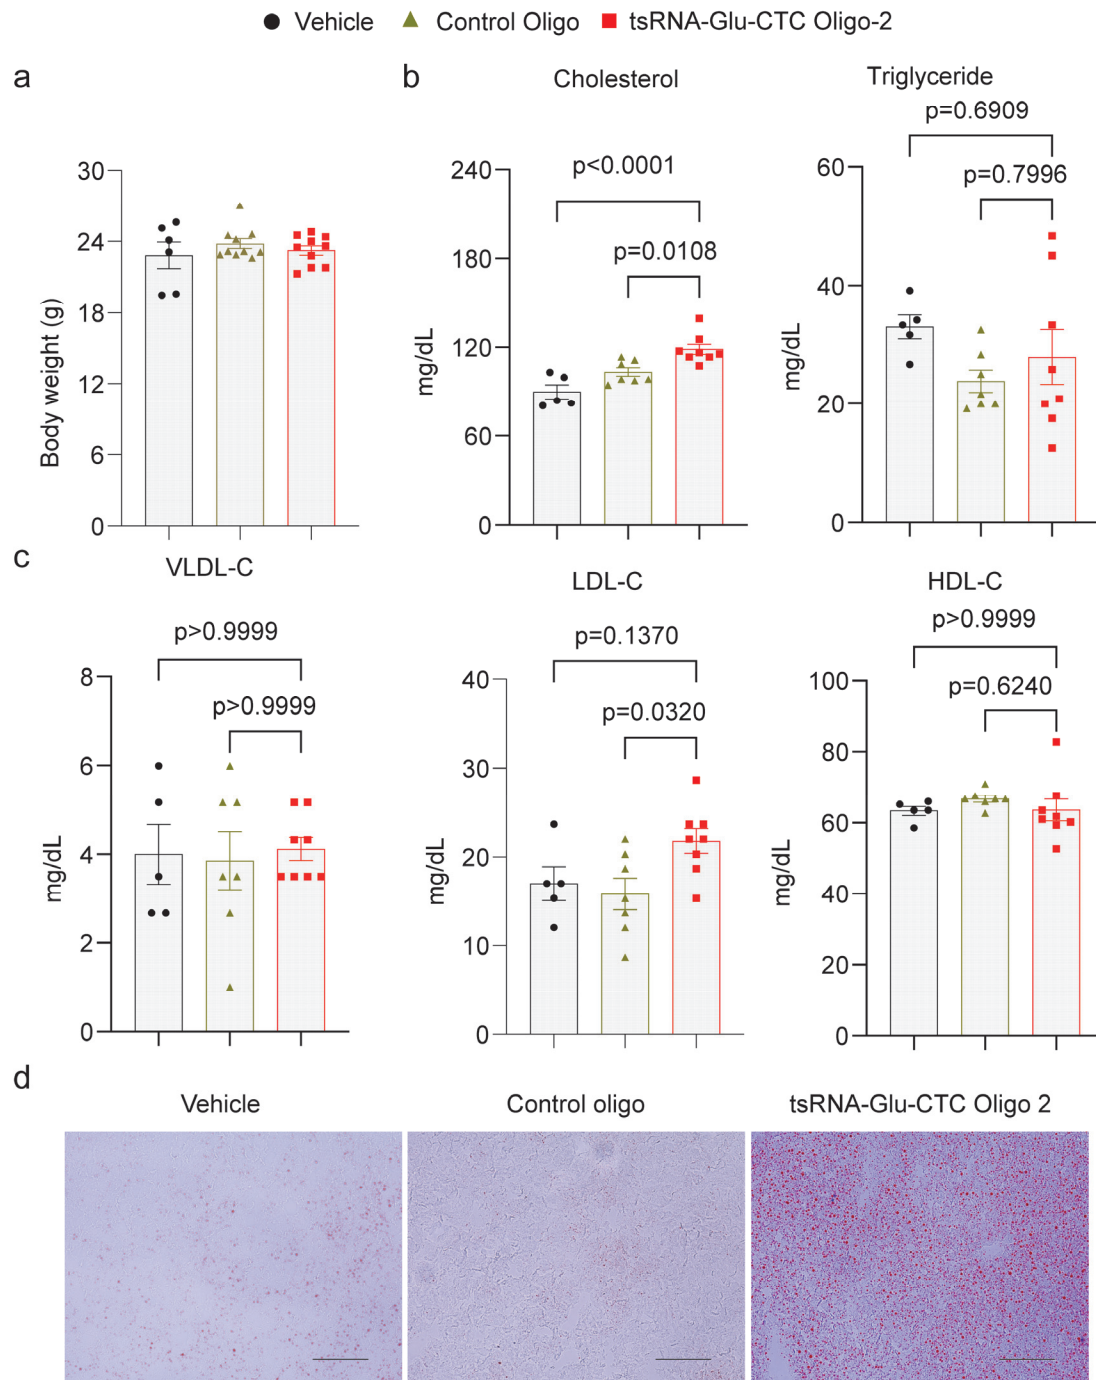

Supplementary Fig. 4. Treatment with tsRNA-Glu-CTC oligonucleotides leads to elevated circulating cholesterol levels and hepatic lipid accumulation in mice. Eight-week-old male wild-type mice were treated with vehicle control (Vehicle), 0.6 mg/kg body weight of control oligonucleotides (Control Oligo) or synthetic 35-nt tsRNA-Glu-CTC oligonucleotides (tsRNA-Glu-CTC Oligo-2) once every two days for two weeks before euthanasia. Body weight (n=6,10,10) (**a**), serum total cholesterol (left panel) and triglyceride (right panel) (n=5,7,8) (**b**), cholesterol levels of lipoprotein fractions including VLDL-C (n=5,7,7), LDL-C (n=5,7,8), and HDL-C (n=5,7,7) (**c**), and representative Oil Red-O stained liver sections (**d**) (scale bar = 100 μ m) of the mice. For **a-c**, data are shown as mean $\pm$ SEM (one-way ANOVA, Bonferroni multiple-comparison test). n represents the number of biological replicates (mice). VLDL-C, very low-density lipoprotein cholesterol; LDL-C, low density lipoprotein cholesterol; HDL-C, high density lipoprotein cholesterol.

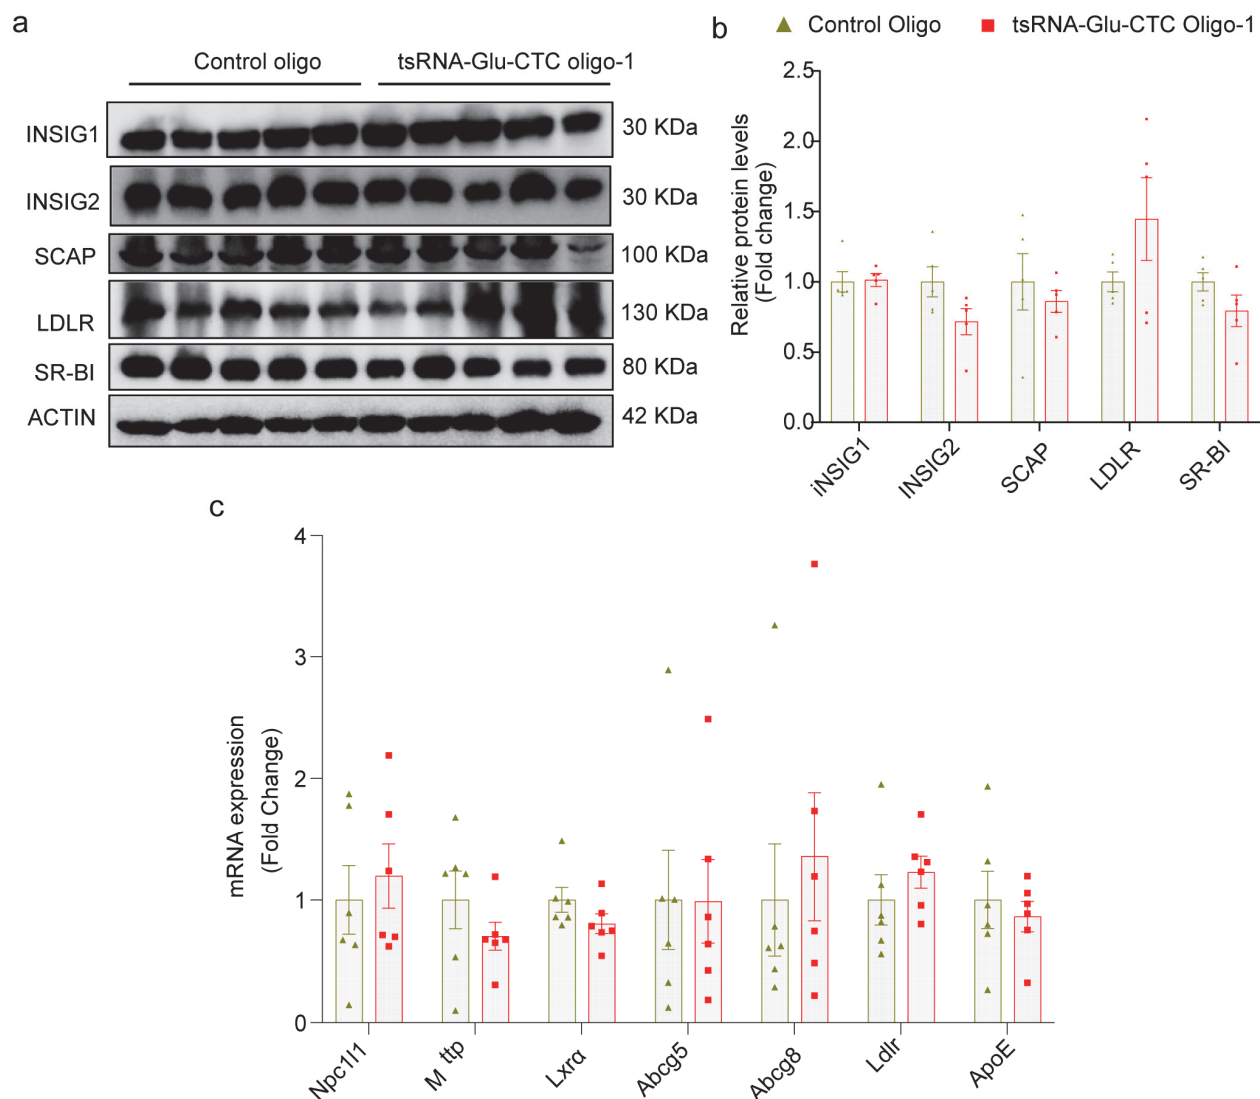

Supplementary Fig. 5. The impact of tsRNA-Glu-CTC oligonucleotide treatment on the expression levels of hepatic proteins and intestinal lipogenic genes in mice. Eight-week-old male wild-type mice were treated with 0.6 mg/kg body weight of synthetic 30-nt tsRNA-Glu-CTC oligonucleotides (tsRNA-Glu-CTC Oligo-1) or control oligonucleotides (Control Oligo) once every two days for two weeks before euthanasia. **a.** Western blot analysis of indicated proteins in the liver of mice treated with control oligonucleotides or tsRNA-Glu-CTC oligonucleotides (n=5 biological replicates). **b.** Densitometry analysis of western blot bands (normalized to Actin) (n=5 biological replicates, mean±SEM, two-tailed Student's t-test). **c.** The expression levels of lipogenic genes in the intestine were analyzed by quantitative real-time PCR (n=6 biological replicates, data are shown as mean±SEM, two-tailed Student's t-test).

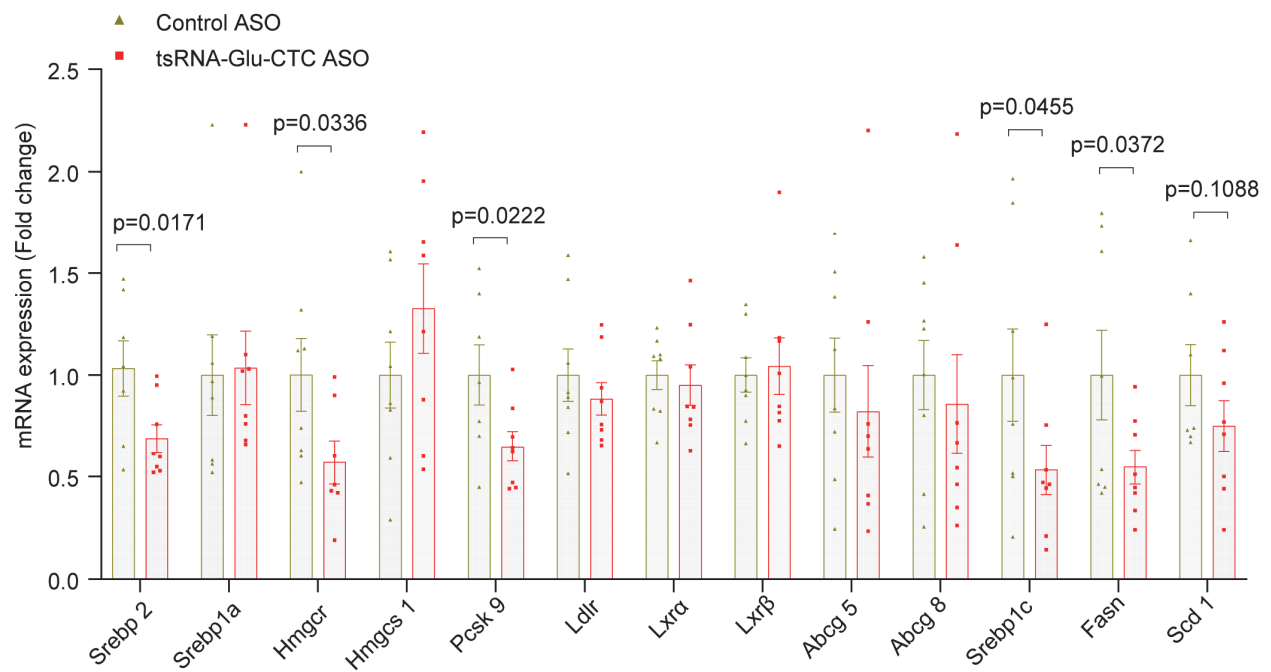

Supplementary Fig. 6. Knockdown of tsRNA-Glu-CTC by antisense oligonucleotides reduced hepatic lipogenic gene expression in mice. Eight-week-old male wild-type mice were fed a high-cholesterol diet (HCD) and were treated with tsRNA-Glu-CTC antisense oligonucleotides (ASO) or control ASO every two days for two weeks. The expression levels of hepatic lipogenic genes of mice treated with tsRNA-Glu-CTC ASO or control ASO were analyzed by quantitative real-time PCR (n=7 biological replicates for *Srebp2*, *Pcsk9*, *Scd1* in Control ASO group, n=7 biological replicates for *Hmgcs1* in tsRNA-Glu-CTC group, n=8 biological replicates for all the other data; data are shown as mean ± SEM; one-tailed Student's t-test).

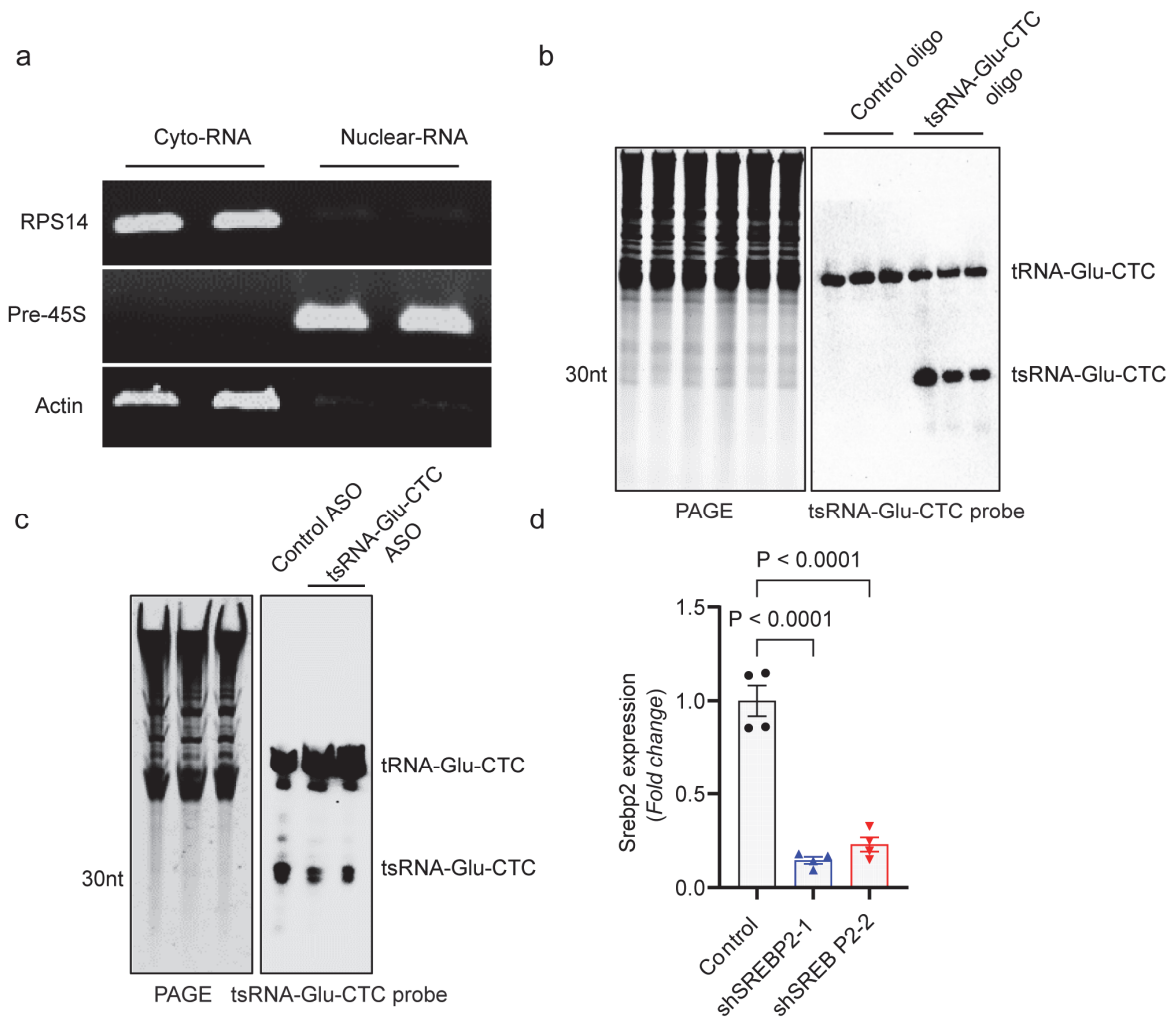

Supplementary Fig. 7. Study of tsRNA-Glu-CTC function in vitro. **a.** Nuclear and cytoplasmic RNAs were isolated from HepG2 cells and used for PCR analysis of cytoplasm marker RPS14, nuclear marker pre-45S and actin. Similar results were obtained in three independent experiments **b.** Northern blot analysis of tsRNA-Glu-CTC expression in HepG2 cells transfected with synthetic 30-nt tsRNA-Glu-CTC oligonucleotides or control oligonucleotides. **c.** Northern blot analysis of tsRNA-Glu-CTC expression in HepG2 cells transfected with tsRNA-Glu-CTC antisense oligonucleotides (ASO) or control ASO. Similar results were obtained in three independent experiments. **d.** HepG2 cells were transfected with control shRNAs or two different shRNAs targeting *Srebp2*. The expression levels of *Srebp2* were analyzed by quantitative real-time PCR (n=4 biological replicates, data are shown as mean $\pm$ SEM; one-way ANOVA, Bonferroni multiple-comparison test).

a

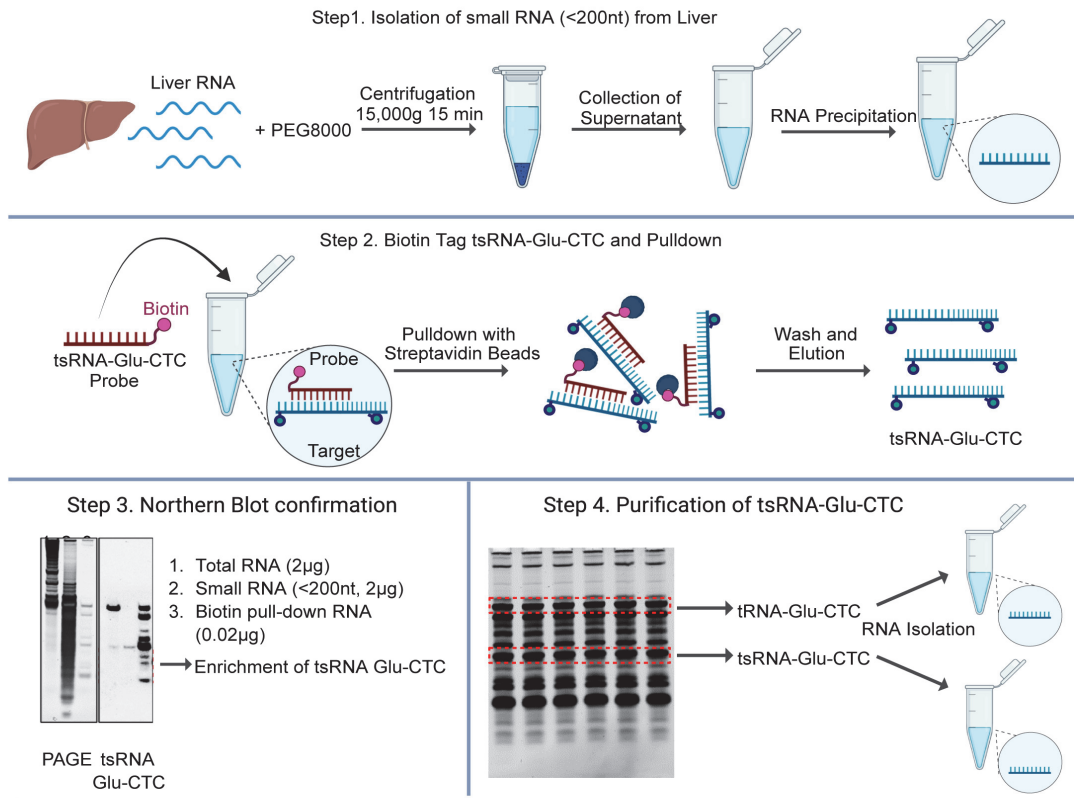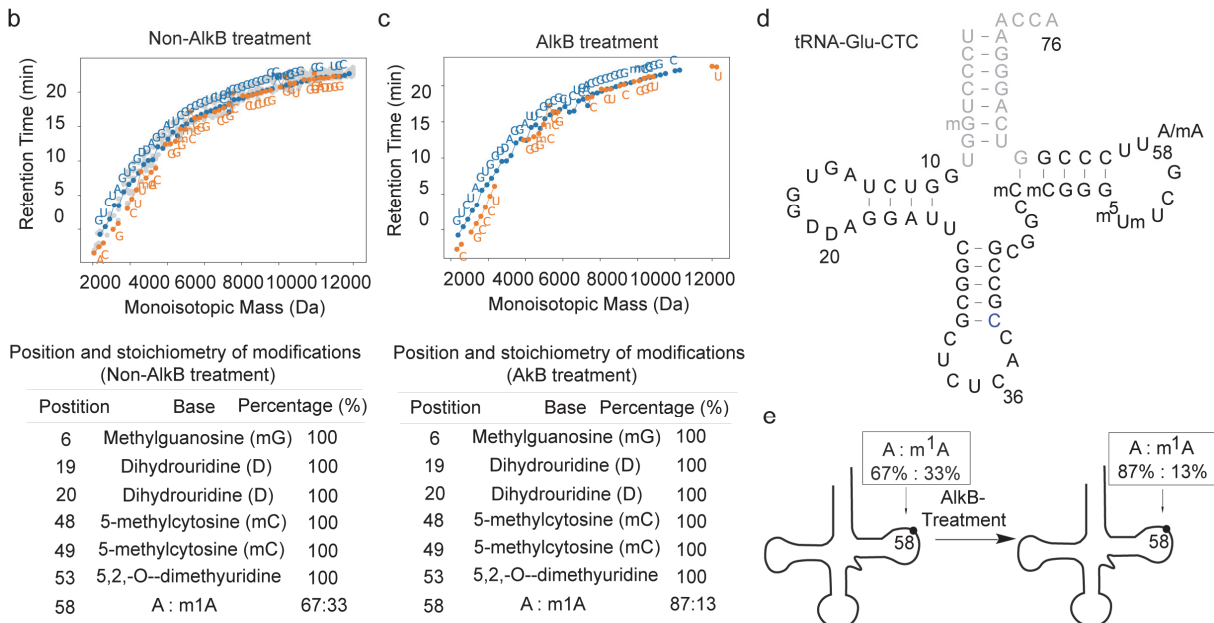

Supplementary Fig. 8. Identification of RNA modifications of endogenous tRNA-Glu-CTC by MLC-seq. a. Schematic of isolating endogenous tsRNA-Glu-CTC and mature tRNA-Glu-CTC from mouse liver. Step 1: Isolation of small RNAs (<200 nt) from hepatic total RNAs. Step 2, pull-down of endogenous tsRNA-Glu-CTC by using Biotin- labelled tsRNA-Glu-CTC probe. Step 3, Northern blot confirmation of isolated tsRNA-Glu-CTC. Step 4, Purification of tsRNA-Glu-CTC (lower band) and tRNA-Glu-CTC (upper band) from Urea PAGE gel. Created in BioRender. Zhou, C. (2025) <https://BioRender.com/1zq90zq>. **b-e.** MLC-seq analysis of untreated (**b**) or AlkB-treated (**c**) tRNA-Glu-CTC isolated from mouse liver. Identity, position, and stoichiometry of each modification are listed in the tables (**b** and **c**) and tRNA-Glu-CTC picture (**d**). MLC-seq results pinpoint stoichiometric changes of m¹A site-specifically at position 58 of tRNA-Glu-CTC after AlkB treatment (**e**). mG: methylguanidine; D: dihydrouridine; mC: methylcytosine; mA, methyladenine, m⁵Um: 5,2'-O-dimethyluridine. MLC-seq associated data are included in Supplementary Data 1.

Supplementary Table 1. Detailed RNA-seq data of hepatic DEGs induced by tsRNA-Glu-CTC oligonucleotides in wild-type mice

Gene	log2(FC)	P-value	FC		Gene	log2(FC)	P-value	FC
Chrna4	3.702582	0.0005746	13.0193		Mphosph10	-0.694957	0.00256	0.61773
Fabp5	3.6414	3.12E-06	12.4787		Ppat	-0.696529	0.001071	0.61705
Pnpla3	3.051751	5.71E-08	8.29218		Dusp3	-0.701122	0.002648	0.61509
Nmrk2	2.913382	0.0000203	7.53382		Crem	-0.702259	0.00128	0.61461
Mvd	2.811292	7.47E-08	7.01913		Urm1	-0.704194	0.003095	0.61379
Sgle	2.810717	3.9E-10	7.01633		Trak2	-0.706235	0.001979	0.61292
Pdzk1ip1	2.735837	0.0000162	6.66145		Clk1	-0.709763	0.008384	0.61142
Ugt2b38	2.539535	0.0015687	5.81402		Fmn12	-0.710276	0.001525	0.6112
Fdps	2.36127	0.0000337	5.13822		Ddx39a	-0.711323	0.004014	0.61076
Idi1	2.355549	7.1E-08	5.11789		B4galt1	-0.712379	0.001049	0.61031
Hmgcs1	2.218129	1.27E-06	4.6529		Tpr	-0.721921	0.00304	0.60629
Bhlhe41	2.211737	0.0000453	4.63233		Parg	-0.726747	0.008185	0.60427
Nsdhl	2.085824	0.0000088	4.24517		Ppan	-0.739723	0.000733	0.59885
Msmo1	2.041333	5.78E-07	4.11626		Rrp12	-0.740385	0.00343	0.59858
Pcsk9	2.032946	1.25E-13	4.0924		Sdc1	-0.743026	0.000672	0.59748
Acss2	2.005437	0.004151	4.0151		Gdf2	-0.743564	0.000767	0.59726
Rfx4	1.985093	0.0002439	3.95888		Reln	-0.745266	0.006906	0.59656
Gm14308	1.970226	0.0020202	3.91829		Zfp950	-0.746299	0.003668	0.59613
Acdb4	1.953051	0.0019804	3.87192		Ednra	-0.747287	0.007433	0.59572
Depp1	1.938264	0.0001188	3.83244		C9orf72	-0.748939	0.001206	0.59504
Fasn	1.937767	5.75E-06	3.83112		Tmcc3	-0.749518	0.008012	0.5948
Mycn	1.909294	0.0013371	3.75625		D16Ert472e	-0.749592	0.000391	0.59477
Slc22a28	1.885539	0.0045522	3.69491		Gtf2e1	-0.751714	0.000933	0.5939
Cyp51	1.855803	1.22E-06	3.61953		Nol8	-0.754008	0.0074	0.59295
G6pdh	1.795554	1.05E-07	3.47149		Cc2d1b	-0.756559	0.001002	0.59191
Dclk3	1.791785	0.0092091	3.46243		Atp6v1b2	-0.77052	0.004542	0.58621
Adgrf1	1.756013	0.00267	3.37763		Zdhc13	-0.77523	0.006363	0.5843
Pmvk	1.747679	6.88E-11	3.35818		Ndrp1	-0.77584	0.001622	0.58405
Hcn3	1.71349	0.0078928	3.27953		Ube2g2	-0.783397	0.000122	0.581
Aqp8	1.696369	0.0021499	3.24084		Slc40a1	-0.786284	0.000291	0.57984
Pklr	1.695707	0.0029914	3.23936		Skil	-0.800027	0.003394	0.57434
Me1	1.672193	8.29E-06	3.18699		Gsta4	-0.805205	0.001812	0.57228
Zfp773	1.650078	3.58E-08	3.13851		Klf2	-0.80685	0.007575	0.57163
Tbxa2r	1.618262	0.0012135	3.07005		Abcc3	-0.807046	0.000105	0.57155
Gask1a	1.617038	0.0024744	3.06745		Gldc	-0.815443	0.000786	0.56823
Bglap3	1.603531	0.0029362	3.03886		Slc25a15	-0.818834	0.001117	0.5669
Rdh11	1.596435	0.0000743	3.02395		Usp6n1	-0.82484	0.009723	0.56454
311008217Rik	1.589897	0.0059939	3.01028		Dop1b	-0.825798	0.006744	0.56417
Pstpip2	1.561065	0.0000063	2.95072		Mbnl2	-0.850871	0.000435	0.55445
Srgap3	1.554378	0.004416	2.93707		Kcnj8	-0.868983	0.009152	0.54753
Ardd3	1.542581	0.0012765	2.91315		Tcf12	-0.872488	0.003846	0.5462
Fdft1	1.515987	0.0000094	2.85994		Ets2	-0.885919	0.001195	0.54114
Cenpl	1.507734	0.0000218	2.84363		Got1	-0.901817	0.002947	0.53521
Ptk6	1.503297	0.0019183	2.8349		Cth	-0.922725	0.000146	0.52751
Spatc1l	1.497185	0.0001348	2.82291		Insig2	-0.94425	1.96E-05	0.5197
Hmgcr	1.491864	0.0000446	2.81252		Arf6	-0.948178	0.002873	0.51829
Lss	1.48428	2.04E-14	2.79778		Egln3	-0.951486	0.004827	0.5171
Mapk15	1.48104	0.0057339	2.7915		Thbd	-0.953551	4.94E-05	0.51636
Egr1	1.475741	0.0002924	2.78126		Zland2a	-0.963141	0.006428	0.51294
Dhcr7	1.441876	0.0001013	2.71674		Usp18	-0.96987	0.006406	0.51055
Mn1	1.431752	3.12E-08	2.69774		Actg1	-0.974936	0.001811	0.50876
Crygn	1.418221	0.000964	2.67256		Hexb	-0.977573	0.005886	0.50783
Fitm1	1.412232	0.0095952	2.66149		Gja1	-0.983066	0.000591	0.5059
Insig1	1.412032	8.36E-06	2.66112		Ddit4	-0.9835	0.001653	0.50575
Trpt1	1.408513	0.0019192	2.65463		Ppl	-0.984293	0.009963	0.50547
C2cd4d	1.394177	0.000981	2.62839		Nfil3	-0.993036	0.002387	0.50242
Pwwp3a	1.384648	0.0038221	2.61108		Kctd12	-0.996535	0.003118	0.5012
Nr0b2	1.384583	0.0011375	2.61096		Megf9	-1.0074	0.000313	0.49744
Rnf152	1.38258	2.17E-12	2.60734		Map3k13	-1.007696	0.007695	0.49734
Acat2	1.378102	5.36E-10	2.59926		Ung	-1.010949	0.002419	0.49622
Scd1	1.377013	0.0096235	2.5973		Desi2	-1.020816	0.00049	0.49284
Rbmxi2	1.369343	0.0021615	2.58353		Rcan2	-1.022628	0.0059	0.49222
Klhdc7a	1.358628	0.0000349	2.56441		Rab8b	-1.025114	0.006834	0.49137
Cyp2u1	1.354736	0.000089	2.5575		Acnat2	-1.028114	0.000651	0.49035
Vmn2r117	1.34852	0.0005177	2.54651		Flvcr2	-1.036646	0.006606	0.48746
Cyp8b1	1.34548	0.0000497	2.54115		Hlx	-1.052663	0.000877	0.48208
Mrnip	1.34142	0.0051113	2.53401		Clpx	-1.053895	6.46E-05	0.48167
Cfap20dc	1.340284	0.0015257	2.53201		2510009E07Rik	-1.066727	0.009086	0.4774
Lmntd2	1.310178	0.00349	2.47972		Orm2	-1.071308	0.000314	0.47589
Elovl6	1.305804	0.004113	2.47221		Ptgrn	-1.072359	0.006389	0.47554
Eef2k	1.299917	0.0000046	2.46215		Zbtb21	-1.074654	0.00052	0.47478
Pltp	1.285138	0.0014864	2.43705		Etnppl	-1.095872	1.84E-07	0.46785
Mvk	1.276125	0.0000744	2.42188		Lbh	-1.099611	0.009514	0.46664
Dph7	1.265642	0.0096671	2.40434		Rasgef1b	-1.100823	9.08E-05	0.46625
Fads3	1.262025	0.0018817	2.39832		Spry1	-1.104208	0.003557	0.46516
Tbc1d30	1.247914	0.0008603	2.37498		Hgf	-1.107022	0.006754	0.46425
Mast3	1.244096	0.0000011	2.3687		Cyp7a1	-1.116549	0.000307	0.4612
Gabbr2	1.239691	0.0030207	2.36148		Rgs5	-1.142469	0.000575	0.45298
Fabp1	1.236669	0.0020539	2.35654		Rel1	-1.146788	0.006725	0.45163
Mid1ip1	1.233282	0.0003694	2.35101		Bloc1s6	-1.148253	0.009572	0.45117
Camk1d	1.211713	0.000154	2.31613		Gls	-1.148754	0.006301	0.45101
Caboco1	1.200454	0.0062635	2.29812		Fosl2	-1.156629	0.000397	0.44856
Disp2	1.171776	0.0037717	2.25289		Abca5	-1.17975	0.001031	0.44143
Dlgap1	1.154605	0.0059146	2.22623		Zmat3	-1.184281	0.001744	0.44004
Unc93a2	1.151713	0.0032369	2.22178		Nnmt	-1.192723	6.85E-05	0.43748
4931428F04Rik	1.14634	0.0030991	2.21352		Slc41a3	-1.192807	0.008729	0.43745
Erg28	1.138723	0.0001514	2.20186		Pkm	-1.209383	0.008881	0.43245
Nr1d1	1.13114	0.0029162	2.19032		Tm4sf4	-1.215968	0.001845	0.43048

Zfand4	1.128296	0.0006404	2.186	Acmsd	-1.22058	0.002999	0.42911
Paqr7	1.109442	9.28E-08	2.15762	Apold1	-1.222308	0.001018	0.4286
Sytl1	1.097309	0.000458	2.13955	Unc5b	-1.231052	0.000727	0.42601
Olfir63	1.057309	0.0021116	2.08105	Csrp1	-1.241685	0.005205	0.42288
Tlcl1	1.054807	5.11E-06	2.07744	Rab30	-1.27175	0.004275	0.41416
Hes6	1.043866	0.0056837	2.06174	Arhgef25	-1.283138	0.006776	0.4109
Mmab	1.043438	0.0001879	2.06113	Cyp4a31	-1.287653	0.004795	0.40962
Rhobtb3	1.036448	0.0003	2.05117	Adamtsl2	-1.303683	0.004584	0.40509
Cyb5r3	1.032156	0.0009821	2.04508	Kirrel	-1.310761	0.008263	0.40311
Sc5d	1.029927	0.0004531	2.04192	Myh10	-1.322527	0.00778	0.39983
Zbtb48	1.02349	0.0036038	2.03283	Saa2	-1.326466	0.007714	0.39874
Lrit1	1.014446	0.0083991	2.02013	Plk3	-1.3292	0.000466	0.39799
Zfp467	0.999203	1.29E-06	1.9989	Sik1	-1.350984	0.003948	0.39202
Il15ra	0.998701	0.0069723	1.9982	Gpx3	-1.351035	0.001827	0.39201
Vvce	0.99839	1.31E-08	1.99777	Cttnbp2nl	-1.352607	0.003027	0.39158
Mettl22	0.988322	0.0000389	1.98388	Pde1b	-1.358057	0.002025	0.39011
Sec3b1	0.978537	0.0020328	1.97047	Adrb2	-1.367292	0.000285	0.38762
Tgfb3l	0.972869	0.0018011	1.96274	Nedd9	-1.374588	0.003311	0.38566
Nxpe2	0.961239	0.0065015	1.94698	Kbtbd8	-1.396046	0.001676	0.37997
Aspg	0.953015	0.0018687	1.93591	Pde1a	-1.400998	0.002313	0.37867
Tmco6	0.952441	0.0005169	1.93514	Dpt	-1.406114	0.003067	0.37733
Hsd17b7	0.943674	0.0037522	1.92342	Map4k4	-1.408659	0.00553	0.37666
Mblac2	0.938574	0.0002423	1.91663	Rbbp8	-1.411335	9.82E-08	0.37596
Sreb1	0.929094	0.0012478	1.90408	Nt5e	-1.412897	0.000525	0.37556
Acaca	0.923799	0.0008588	1.8971	Dusp5	-1.433814	0.006739	0.37015
Shf	0.922561	5.45E-06	1.89548	Hck	-1.443162	0.009518	0.36776
Efna1	0.916176	3.36E-06	1.88711	Inhbb	-1.450385	1.69E-05	0.36592
Fzd5	0.906447	0.0000198	1.87442	Vstm4	-1.459478	0.002235	0.36362
Plaat3	0.903303	0.0097045	1.87034	Pmaip1	-1.471863	0.007338	0.36052
Tmem25	0.898786	0.0050845	1.8645	Cish	-1.488619	0.005102	0.35635
Fbxo21	0.895242	0.0029067	1.85992	1700017B05Rik	-1.490955	0.00801	0.35578
Map3k21	0.885369	0.0044761	1.84724	Cd300lf	-1.491201	0.005776	0.35572
Dixdc1	0.873463	0.0006796	1.83206	Piga	-1.496567	0.000166	0.3544
Ebpl	0.866794	0.0006129	1.82361	Osbpl5	-1.507759	0.005457	0.35166
Prpsap2	0.857837	0.0035405	1.81232	Abcb1a	-1.507935	0.00298	0.35161
Paox	0.857024	0.004683	1.8113	Prkab2	-1.512817	0.001777	0.35043
Plppr2	0.853872	0.0029753	1.80734	Lyve1	-1.516926	0.001996	0.34943
Tkt	0.84688	0.0003332	1.79861	Plekho2	-1.526674	0.000633	0.34708
Atg16l2	0.838716	0.002774	1.78846	Acot2	-1.527863	0.000316	0.34679
Mcm10	0.834439	0.0062941	1.78316	Gadd45g	-1.535261	0.001537	0.34502
Zkscan7	0.831957	0.0010945	1.7801	Abhd2	-1.540699	0.000869	0.34372
2610528J11Rik	0.821435	0.0023892	1.76716	Serpine1	-1.560183	0.007702	0.33911
Gm10033	0.811092	0.0003794	1.75454	Ccn2	-1.573973	0.004345	0.33588
Dbi	0.810791	0.0034582	1.75417	Laptn5	-1.576317	0.006593	0.33534
Thra	0.809439	0.0040639	1.75253	Ctss	-1.583765	0.009838	0.33361
Fgfr3	0.808216	0.0000831	1.75104	Cmpk2	-1.597219	0.005451	0.33051
Tecr	0.807524	0.0011052	1.75021	Pthr1	-1.601327	0.003866	0.32957
Bhlhe40	0.801998	0.000066	1.74351	Ms4a6b	-1.612334	0.003177	0.32707
Tnfrp8l1	0.796222	0.0048099	1.73655	Sult1e1	-1.619691	0.005185	0.32541
Fam13a	0.794619	0.0021463	1.73462	Otulinl	-1.652217	0.004267	0.31815
Tmem131l	0.778503	0.0002173	1.71535	Rcan1	-1.659106	2.12E-15	0.31664
Hlcs	0.776478	0.0019008	1.71294	Tmprss2	-1.662675	0.000113	0.31585
Hsd17b2	0.775642	0.0050428	1.71195	Gm33543	-1.677461	2.14E-07	0.31263
BC003965	0.763733	0.0004745	1.69788	Ifngr1	-1.688566	8.01E-06	0.31024
Slc12a7	0.762242	0.009537	1.69612	Synpo	-1.694254	0.003871	0.30901
Gba2	0.762226	0.007482	1.69611	Cyp3a11	-1.697117	0.001308	0.3084
Abhd14a	0.762072	0.0059538	1.69592	Igfbbp1	-1.705152	0.000235	0.30669
Haus7	0.759801	0.0013544	1.69326	Mdm1	-1.7248	0.005282	0.30254
Mycl	0.752535	0.0064062	1.68475	Klfl6	-1.729722	0.008366	0.30151
Adrb3	0.751602	0.0001083	1.68366	Islr	-1.741998	0.007459	0.29896
Plekha6	0.749698	0.0079053	1.68144	Samd4	-1.745201	0.004268	0.29829
Rassf7	0.738425	0.0005698	1.66835	Lum	-1.761692	0.008542	0.2949
Bcar1	0.73465	0.0003082	1.66399	Robo2	-1.774664	0.003991	0.29226
Madd	0.730085	0.0000463	1.65874	Pfkp	-1.775771	0.00483	0.29204
Cpne2	0.72655	0.0097134	1.65468	Sh3bp1	-1.778635	0.005088	0.29146
Rab4a	0.726272	0.000582	1.65436	Aldh1b1	-1.782379	0.00546	0.2907
Apcs	0.720681	0.0021856	1.64796	Evi2a	-1.791058	0.006092	0.28896
Pdcd4	0.717722	0.0004687	1.64458	Coro2a	-1.794498	0.001634	0.28827
Krba1	0.717633	0.0086234	1.64448	Adamts15	-1.79608	2.95E-05	0.28796
Slc25a1	0.712427	0.0031156	1.63856	Fcgr4	-1.79926	0.005096	0.28732
Timm21	0.7114	0.0022082	1.63739	Lama2	-1.801311	0.004213	0.28691
Erb3	0.707893	0.0038176	1.63342	Treh	-1.817778	0.00037	0.28366
Tmem220	0.702706	0.0036952	1.62755	Vcam1	-1.830358	0.009146	0.28119
Slc25a37	0.68859	0.0020375	1.61171	Tnfrsf12a	-1.833098	0.000402	0.28066
Gpm	0.683497	0.0091709	1.60603	Cpne8	-1.843718	0.00235	0.2786
1700001C19Rik	0.677313	0.0047652	1.59916	Hr	-1.861794	0.002627	0.27513
Scap	0.675155	0.0010998	1.59677	Abcc4	-1.884282	0.004482	0.27088
Prxl2a	0.659534	0.0016137	1.57957	Plaur	-1.88817	0.005279	0.27015
Tmie	0.658793	0.0017213	1.57876	Engase	-1.902746	0.000476	0.26743
Sreb1	0.658729	0.0074325	1.57869	Myc	-1.948723	0.009324	0.25905
Thnsl2	0.654141	0.0001401	1.57368	Pla2g7	-1.94959	0.001041	0.25889
Abcc10	0.642182	0.0015216	1.56069	Gsta2	-1.959685	0.000875	0.25708
Cdc14b	0.64051	0.0030654	1.55888	Evl	-1.961148	0.009787	0.25682
Anks4b	0.635003	0.0034658	1.55294	Gpat3	-1.964559	9.74E-06	0.25622
Gorasp1	0.634198	0.0034298	1.55207	Cidec	-1.967229	0.003426	0.25574
Dnase1l3	0.632865	0.003877	1.55064	Atp8b5	-1.973879	0.004098	0.25457
Cfap20	0.632435	0.0024637	1.55018	Oas3	-2.00968	0.003788	0.24833
Tmem254a	0.616443	0.0063259	1.53309	Ltpb1	-2.012031	0.008881	0.24792
Hjurp	0.611875	0.0025284	1.52824	Arhgap11a	-2.019364	0.009942	0.24667
Entpd8	0.61031	0.0093897	1.52659	Plcg2	-2.04742	0.00096	0.24192
Zmyrn3	0.608524	0.0061811	1.5247	Cerk	-2.060706	0.006473	0.2397
Prkcz	0.605383	0.0014318	1.52138	Cxcl10	-2.065041	0.006636	0.23898
Rara	0.604376	0.0011813	1.52032	Fgd1	-2.074464	0.008007	0.23742
Ino80b	0.600438	0.0029868	1.51618	Cd300c2	-2.088872	0.004396	0.23506

Cxcr5	0.598064	0.0011188	1.51368	Rasd1	-2.099999	4.26E-05	0.23326
Stard13	0.596724	0.0009565	1.51228	Slc16a5	-2.122964	2.55E-06	0.22957
Pcyt2	0.596101	0.0069029	1.51163	Hmmr	-2.137743	0.004918	0.22724
Tecpr1	0.59473	0.0035643	1.51019	Arntl	-2.150336	0.003269	0.22526
Pgrmc2	0.578698	0.0065859	1.4935	Phlda3	-2.155785	0.008067	0.22441
Clec4g	0.575881	0.0018364	1.49059	Tlr7	-2.215682	0.003236	0.21528
Cbx4	0.575747	0.0017817	1.49045	Tes	-2.216436	0.002755	0.21517
Elmo3	0.573009	0.0015721	1.48762	Pls1	-2.221199	0.002187	0.21446
Prkra	0.568236	0.0051026	1.48271	Plek	-2.221593	0.009797	0.2144
Tmem184a	0.559343	0.0099868	1.4736	Stmn1	-2.222447	0.001695	0.21428
Sptbn2	0.557608	0.0080955	1.47183	Grhl1	-2.230348	5.41E-06	0.21311
Prr12	0.557146	0.0029882	1.47136	Cyp3a59	-2.243648	5.05E-05	0.21115
Pde4c	0.552798	0.0037772	1.46693	Itgb2	-2.26408	0.002727	0.20818
Osgep	0.551829	0.0051771	1.46594	Pdk4	-2.266086	8.11E-05	0.20789
Nfyb	0.550993	0.0009431	1.46509	Nr4a1	-2.273453	0.000245	0.20683
Dnajc4	0.539756	0.0086198	1.45373	Nnat	-2.274702	7.95E-06	0.20666
Ehd3	0.536609	0.0070122	1.45056	Ccl6	-2.282848	0.000818	0.20549
Capn10	0.535563	0.0049611	1.44951	Clec12a	-2.285527	0.008277	0.20511
Fam20c	0.534534	0.0073436	1.44847	Ntrk2	-2.287509	0.005576	0.20483
Slc25a45	0.533693	0.0067235	1.44763	Nusap1	-2.309255	7.76E-05	0.20176
Hykk	0.53179	0.0082173	1.44572	Slc1a4	-2.329384	0.006816	0.19897
Selenok	0.522943	0.0065747	1.43688	Smc4	-2.352073	0.000547	0.19586
Gpr146	0.520826	0.0041541	1.43478	Hapln1	-2.357724	0.000131	0.1951
Vegfb	0.515172	0.0037778	1.42916	Hoxa5	-2.360779	0.002156	0.19469
Gpr182	0.505185	0.007864	1.41931	Vav1	-2.381065	0.001692	0.19197
Hook2	0.501572	0.0032393	1.41576	Trp53inp1	-2.383393	4.98E-05	0.19166
Dhrs3	0.497121	0.0088251	1.41139	Mt1	-2.394343	0.001256	0.19021
Nelfe	0.488217	0.0053411	1.40271	Rsad2	-2.418106	1.99E-05	0.1871
Rufy3	0.467773	0.0094556	1.38297	Krt23	-2.422955	0.003179	0.18647
Cgn	0.446818	0.0073747	1.36303	Mmp2	-2.437061	0.0083	0.18466
Abcb8	0.44147	0.008119	1.35799	Elovl7	-2.440085	0.007737	0.18427
Samd4b	-0.48047	0.0078755	0.71674	Cxcr4	-2.569691	0.002542	0.16844
Ablim3	-0.48613	0.0078501	0.71394	Lcn2	-2.580255	2.14E-06	0.16721
G3bp2	-0.49345	0.0043457	0.71032	Csf2rb2	-2.59274	0.000635	0.16577
Atxn7l3	-0.50758	0.0072433	0.7034	Mthfd1l	-2.594373	0.001486	0.16558
Pde12	-0.50969	0.0062179	0.70237	Osbpl3	-2.635996	0.001491	0.16087
Rlim	-0.5264	0.0013846	0.69428	Ltb	-2.716222	0.000239	0.15217
Cybc1	-0.53706	0.0095419	0.68917	Moap1	-2.746108	0.001223	0.14905
Antrx2	-0.54297	0.0030719	0.68636	Ifi2712b	-2.765324	0.0031	0.14708
Ptk2	-0.54832	0.0075428	0.68382	Lpl	-2.835649	0.006531	0.14008
Ago2	-0.56176	0.0023115	0.67748	Lgals3	-2.851309	0.001365	0.13857
Rrs1	-0.58526	0.0092663	0.66653	Rbak	-2.931508	0.006573	0.13108
Ikbbk	-0.58858	0.0083654	0.665	Cbr3	-2.949286	0.001693	0.12947
Traf2	-0.58939	0.0022284	0.66462	Cdkn1a	-2.975762	5.68E-05	0.12712
Lanc1	-0.59169	0.0077569	0.66356	Cip2a	-3.015245	0.002284	0.12369
Dst	-0.59756	0.0037161	0.66087	Mt2	-3.075535	0.000608	0.11862
Lrrc58	-0.61302	0.0018068	0.65383	Cyp2b10	-3.092059	3.28E-05	0.11727
Ermp1	-0.6148	0.0039719	0.65302	Sh3pxd2b	-3.108791	0.004513	0.11592
Mrtfb	-0.62232	0.0026181	0.64962	Cyp4f16	-3.123643	0.005183	0.11473
Sdsl	-0.62432	0.0094341	0.64873	Col1a1	-3.147372	0.006987	0.11286
Lrrc8a	-0.62652	0.0002271	0.64774	Cdca3	-3.155545	0.002255	0.11222
Tnrc6c	-0.63286	0.005618	0.6449	Ecm2	-3.528569	9.87E-07	0.08666
Steap4	-0.63877	0.0042934	0.64226	Arg2	-3.675713	0.000632	0.07825
Pprc1	-0.64303	0.0036461	0.64037	H1f10	-3.737333	0.000418	0.07498
Cpne1	-0.65444	0.0068265	0.63532	Lysmd2	-3.768114	0.000286	0.0734
Gene	log2(FC)	P-value	FC	Gene	log2(FC)	P-value	FC
Prpf38a	-0.65706	0.0098739	0.63417	Dusp8	-3.933711	0.000243	0.06544
Apol9a	-0.66243	0.0078101	0.63181	Atf3	-4.127837	2.58E-05	0.0572
Mapkapk2	-0.66322	0.0007999	0.63147	Primpol	-4.912069	0.00015	0.03321
Kpna2	-0.66454	0.0026452	0.63089	Lrtm2	-5.696548	0.000171	0.01928
Mfap3	-0.68198	0.005465	0.62331	Cyp2a4	-6.90242	0.001535	0.00836
Noct	-0.69381	0.0034725	0.61822	Fam177a	-9.437567	3.37E-09	0.00144

The edgeR tool was applied to identify DEGs with P -value < 0.01 and a fold change (FC) > 1.5 as a cut-off threshold ($n=4$ mice for control oligo, $n=3$ mice for tsRNA-Glu-CTC oligo).

Supplementary Table 2. Sequences of RNA oligonucleotides and Northern blot probes

	Sequence
Oligo Control-1	5'rUrArCrGrGrArCrUrUrArArGrCrGrGrCrUrArCrArUrUrGrCrArCrUrU-3'
Oligo Control-2	5'rUrGrCrArUrCrGrArGrArGrCrArCrUrCrGrUrArCrGrUrArUrGrArGrArCrUrCrArCrG-3'
tsRNA-Glu-CTC Oligo-1	5'rUrCrCrCrUrGrGrUrGrGrUrCrUrArGrUrGrGrUrUrArGrGrArUrUrCrGrGrC-3'
tsRNA-Glu-CTC Oligo-2	5'rUrCrCrCrUrGrGrUrGrGrUrCrUrArGrUrGrGrUrUrArGrGrArUrUrCrGrGrCrGrCrUrCrU-3'
miRNA-122 Oligo	5'rUrGrGrArGrUrGrUrGrArCrArArUrGrGrUrGrUrU-3'
ASO-Control	5'+T*+A*+C*+G*C*A*C*T*A*G*T*G*G*T*C*+C*+A*+G*+G-3'
ASO-tsRNA-Glu-CTC	5'+T*+A*+A*+C*C*A*C*T*A*G*A*C*C*A*C*+C*+A*+G*+G-3'
Control RNA probe-Biotin	5'Biosg/TACGCACTAGTGGTCCAGG-3'
tsRNA-Glu-CTC probe-Biotin	5'Biosg/TAACCACTAGACCACCAGG-3'
Control RNA-Biotin-PD	5'rUrArCrGrGrArCrUrUrArArGrCrGrGrCrUrArCrArUrUrUrGrCrArCrUrU-Biosg/3'
tsRNA-Glu-CTC-Biotin-PD	5'rUrCrCrCrUrGrGrUrGrGrUrCrUrArGrUrGrGrUrUrArGrGrArUrUrCrGrGrC-Biosg/3'
tsRNA-Glu-CTC NB probe	5'Dig-TAACCACTAGACCACCAGG-3'
tsRNA-Ser-GCT NB probe	5'Dig-CGAACCCACGCGTGCAGAG-3'
miRNA-122 NB probe	5'Dig-AAACACCATTGTCACTCCA-3'

*: Phosphorothioate bonds; +: Affinity Plus

Supplementary Table 3. Primer Sequences used for QPCR and PCR

Genes	Primer sequences	Genes	Primer sequences
mActin	5'-GGCTGTATTCCCCTCCATCG-3'<br>5'-CCAGTTGGTAACAATGCCATGT-3'	mApoB	5'-ATGGGAAGAAACAGGCTTGA-3'<br>5'-TTCTGTCCCACGAATTGACA-3'
mHMGR	5'-AGCTTGCCCGAATTGTATGTG-3'<br>5'-TCTGTTGTGAACCATGTGACTTC-3'	mPCSK9	5'-TTGCAGCAGCTGGGAACCTT-3'<br>5'-CCGACTGTGATGACCTCTGGA-3'
mHMGS1	5'-CCTTCAGGGGTCTAAAGCTGGAAG-3'<br>5'-CAGCCAATTCTTGGGCAGAGTG-3'	mABCG8	5'-GTAGCTGATGCCGATGACAA-3'<br>5'-GGGGCTGATGCAGATTCA-3'
mSREBP2	5'-GCGTTCTGGAGACCATGGA-3'<br>5'-ACAAAGTTGCTCTGAAAACAAATCA-3'	mFASN	5'-GGAGGTGGTGATAGCCGGTAT-3'<br>5'-TGGGTAATCCATAGAGCCCAG-3'
mSREBP1a	5'-GCGCCATGGACGAGCTG-3'<br>5'-TTGGCACCTGGGCTGCT-3'	mSCD1	5'-TTCTTGCGATACACTCTGGTGC-3'<br>5'-CGGGATTGAATGTTCTTGTCTG-3'
mSREBP1c	5'-GGAGCCATGGATTGCACATT-3'<br>5'-GCTTCCAGAGAGGAGGCCAG-3'	mCCL13	5'-CCTGGCTCTTGCTTGCCTT-3'<br>5'-GGTCTTGTTGATGTTGCTCA-3'
mLXRα	5'-AGGAGTGTGACTTCGCAAA-3'<br>5'-CTCTTCTTGCCGCTTCAGTTT-3'	mANG	5'-CATCCCAACAGGAAGGAAGGA-3'<br>5'-ACCTGGAGTCATCCTGAGCC-3'
mLXRβ	5'-AAGCAGGTGCCAGGGTTCT-3'<br>5'-TGCATTCTGTCTCGTTGTTGT-3'	mRNH1	5'-TCCAGTGTGAGCAGCTGAGT-3'<br>5'-TGAGCTGATGTCTTTGCACC-3'
mHMGS2	5'-GAAGAGAGCGATGCAGGAAAC-3'<br>5'-GTCCACATATTGGGCTGGAAA-3'	mTGFB1	5'-CCACCTGCAAGACCATCGAC-3'<br>5'-CTGGCGAGCCTTAGTTTGGAC-3'
mLDLR	5'-GAAGTCGACACTGTACTGACCACC-3'<br>5'-CTCCTCATTCCCTCTGCCAGCCAT-3'	mTGFB2	5'-TCCCCTCCGAAAATGCCATC-3'<br>5'-TGAGACATCAAAGCGGACGA-3'
mABCG5	5'-TGCCCATTCCTTTAAAAATCC -3'<br>5'-GATGAACTGGACCCCTTGG -3'	mCol1A1	5'-CACCTGGTCCACAAGGTTTC-3'<br>5'-ATCTCCATTCTTGCCAGGAG-3'
mDHCR7	5'-AGCACAACGCTCCCAAAGT-3'<br>5'-GCCCATTTGTCTTGAGAT-3'	mRNAaseT2	5'-ACTATGGCCCCGATAGAGCAGA-3'<br>5'-ATTGGCTGCGATTAGAAGACC-3'
mSQLE	5'-ATAAGAAATGCGGGGATGTCAC-3'<br>5'-ATATCCGAGAAGGCAGCGAAC-3'	mRNAaseL	5'-TAGGCGAACACATCAATGAGGA-3'<br>5'-CTGCCTCTGGAACGCTGAG-3'
mABCG1	5'-AGGTCTCAGCCTTCTAAAGTTCTCT-3'<br>5'-TCTCTCGAATGAAATTTATCG-3'	mDier-1	5'-GGTCCCTTCTTTGGACTGCCA-3'<br>5'-GCGATGAACGTCTTCCCTGA-3'
mSRBI	5'-CTCATCAAGCAGCAGGTGCTCA-3'<br>5'-GAGGATTCGGGTGTCATGAA-3'	mALKB1	5'-AAGCGAAGACCCCGAAGTTTA-3'<br>5'-CAGTGGCGACTTGCTCTGA-3'
mCCL2	5'-TTAAAAACCTGGATCGGAACCAA-3'<br>5'-GCATTAGCTTCAGATTACGGGT-3'	mALKB3	5'-GCCAGGTAGCCATCCCTT-3'<br>5'-AGGGGAAGCTGGCTGAGT-3'
mNPC1L1	5'-TTGCCCTTGACCTCTGGCTTAG-3'<br>5'-AGGGCGGATGAATCTGTGC-3'	hSREBP2	5'-GCTGAAGCTGGCAAATCA AAAGAAC-3'<br>5'-TCATCCAATAGAGGGCTTCTGGCT-3'
mApoE	5'-ATTGCTGACAGGATGCCTAGC-3'<br>5'-GGTTGGTTGCTTTGCCACTC-3'	hRPS14	5'-GGCAGACCAGATGAATCCTC -3'<br>5'-CAGGTCCAGGGGTCTTGGTCC -3'
mMTP	5'-TGAGCGGTATACAAGCTCAC-3'<br>5'-CTGGAAGATGCTCTTCTCGC-3'	hPre-45S	5'-CCGCGCTCTACCTTACCTAC -3'<br>5'-GAGCGACCAAAGGAACCATA -3'
mInsig2	5'-CCCTCAATGAATGTACTGAAGGATT-3'<br>5'-TGTGAAGTGAAGCAGACCAATGT-3'	hSREBP2-Promoter	5'-GAGAAGCGGGACTTGGATG -3'<br>5'-GCCTTCTCCGTTGGATCTG -3'
mMMP9	5'-CTGGACAGCCAGACACTAAAG-3'<br>5'-CTCGCGGCAAGTCTTCAGAG-3'	hMTP-Promoter	5'-CATCCAGCCTGTTTGGGAAGTCTAG-3'<br>5'-GTGGGAGGGTAGTAAGGATTCTC-3'
mPPARα	5'-TGTGCAATATGTGGGGACAA-3'<br>5'-AATCTTGCAGCTCCGATCAC-3'	hCYP3A4-Promoter	5'-ATGCCAATGGCTCCACTTGAG -3'<br>5'-CTGGAGCTGCAGCCAGTAGCAG -3'

Supplementary Table 4. Primer sequences used for *Srebp2* promoter reporter construction

	Primers sequence
Truncated plasmids Reverse primer	5'-CTTGATATCTTTGAGCTGCGCCCCGACT-3'
p793-Luc Forward primer	5'-CGGGGTACCGGGGGCGGTGGTAGAAGGTAG-3'
p485-Luc Forward primer	5'-CGGGGTACCGGGCCAGTTGTAAATGTTAC-3'
p300-Luci Forward primer	5'-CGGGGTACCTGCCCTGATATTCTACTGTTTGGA-3'
p245-Luci Forward primer	5'-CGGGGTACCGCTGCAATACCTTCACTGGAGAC-3'
E-Box Mutation-Forward primer	5'-GGGGG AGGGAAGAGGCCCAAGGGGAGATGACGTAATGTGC-3'
E-BoX Mutation-Reverse primer	5'-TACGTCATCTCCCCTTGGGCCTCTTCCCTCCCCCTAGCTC-3'

# Supplementary material for: A cholesterol-responsive hepatic tRNA-derived small RNA regulates cholesterol homeostasis and atherosclerosis development
**Source:** Nat Commun. 2025 Dec 15;16:11043. doi: 10.1038/s41467-025-67387-z
**Supplement:** Supplementary file 2 — Description Of Additional Supplementary File

Description of Additional supplementary files

Supplementary Data 1: Mass spectrometry (MS) data for all ladder fragments derived from the isolated endogenous tsRNA-Glu-CTC and tRNA-Glu-CTC (Non-AlkB treatment and AlkB treatment). The data are associated with Fig 9a-9c and Supplementary Fig. 8b-8e.

# Supplementary material for: A cholesterol-responsive hepatic tRNA-derived small RNA regulates cholesterol homeostasis and atherosclerosis development
**Source:** Nat Commun. 2025 Dec 15;16:11043. doi: 10.1038/s41467-025-67387-z
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

The Pandora-seq small RNA sequence data were obtained by UCSD IGM Genomics Center.
Immunofluorescence images were captured on a Nikon Eclipse Ti2 light microscope (Nikon) Zeiss LSM 880 Confocal Laser Scanning Microscope.
QPCR data were obtained on CFX96TM real-time System (Biorad).
Luminescence data were acquired by Synergy h1 Microplate Reader (BioTek).
Western blotting and Northern blotting images data were collected by ChemiDoc imaging System.

Data analysis

Small RNA sequence data were annotated using the software SPORTS1.1 (V1.1.0). MLC-seq data were processed using Thermo BioPharma Finder 4.0. Statistical analyses were conducted by GraphPad prism (V10.0.1).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Bulk RNA sequence, PANDORA-seq, and small RNA-seq data have been deposited in the Gene Expression Omnibus (GSE300043). Values for graphs in the figures and supplemental figures are provided in the Source Data file with this manuscript.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	This study included 7 men (41%) and 10 women (59%).
Reporting on race, ethnicity, or other socially relevant groupings	Self-reported race categories include Hispanic/Latino (N=7), Asian (N=5), White (N=3), and Black (N=2)
Population characteristics	We recruited healthy men and women over the age of 18 with no current COVID-19 infection or pregnancy. Individuals who were currently incarcerated or were not residents of Riverside County, CA, were excluded. The mean age was 25.14 ± 1.28 years old for men and 34.70 ± 4.27 years old for women, and body mass index was 29.94 ± 2.54 kg/m ² for men and 26.36 ± 1.58 kg/m ² for women.
Recruitment	Participants were recruited from Riverside Free Clinic, University of California Riverside Health Clinic, and University of California, Riverside through word of mouth and advertising.
Ethics oversight	All human subjects research was approved by the UCR IRB (Protocol #HS-20-128).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Experimental sample sizes are included in the figure legends. The minimal sample size was decided based on power analysis of samples of our previous publications, preliminary data, and established protocols to ensure a statistical power at the level (1-β) of 80% and a significance level (α) of 5% for t-test.
Data exclusions	No data were excluded.
Replication	All experiments were performed in at least 3 biological replicates, which is indicated in the Figure Legends.
Randomization	Cells and animals were randomly assigned to experimental conditions.
Blinding	Sample collection is not blinded. Samples for small RNA-seq were sent out in single-blinded manner. Blinding were applied during data analyses.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☐	☒ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Northern blotting: Anti-Digoxigenin-AP Fab fragments (Roach, REF:11093274910) used in Fig. 1g, h and j, Fig. 2c, d, e and f, Fig. 3b, Fig. 4b, Fig. 6a, Fig. 7b and c, Fig. 8a and c are diluted in 1: 10000.
 Western blotting: Anti-HMGCR (NovusBio, Cat No. NBP2-66888) used in Fig. 5f and Fig. 8k are diluted in 1:1000. Anti-SREBP2 (ProteinTech, Cat No. 28212-1-AP) used in Fig. 5f and Fig. 9k. are diluted in 1:1000.
 Anti-PSCK9 (Abcam, Cat No. ab28770) used in Fig. 5f and Fig. 9k. are diluted in 1:1000. Anti-GAPDH (Sigma, Cat No. G9545) used in Fig. 5f and Fig. 9k. are diluted in 1:2000. Anti-Insig1 (ProteinTech, Cat No. 55282-1-AP) used in Supplementary Fig. 5a. are diluted in 1:1000. Anti-Insig2 (ProteinTech, Cat No. 24766-1-AP) used in Supplementary Fig. 5a. are diluted in 1:1000. Anti-Scap (ThermoFisher, Cat No. PA5-2898) used in Supplementary Fig. 5a. are diluted in 1:1000. Anti-LDLR (Abcam, Cat No. ab52818) used in Supplementary Fig. 5a. are diluted in 1:1000. Anti-SR-BI (NovusBio, Cat No. NB400-104) used in Supplementary Fig. 5a. are diluted in 1:1000. Anti-Actin (Sigma, Cat No. A2066) used in Supplementary Fig. 5a. are diluted in 1:1000.
 Immunofluorescence: Anti-CD68 (Bio-Rad AbD Serotec; catalog no.: MCA1957) used in Fig. 7j are diluted in 1:50.
 CHIP: Anti-SREBP2 (Abcam, Cat No. ab30682) used in Fig. 6i, 4ug antibody each reaction

Validation

These antibodies are validated and extensively used in previous publications as listed on manufacturer webpages:
 Anti-HMGCR (https://www.novusbio.com/products/hmg-coa-reductase-hmgcr-antibody-jf0981_nbp2-66888)
 Anti-Digoxigenin-AP (<https://www.sigmaaldrich.com/US/en/product/roche/11093274910>)
 Anti-SREBP2 (<https://www.ptglab.com/products/SREBP2-Antibody-28212-1-AP.htm>)
 Anti-PSCK9 (<https://www.abcam.com/products/primary-antibodies/psck9-antibody-ab28770.html>)
 Anti-GAPDH (<https://www.sigmaaldrich.com/US/en/product/sigma/g9545>)
 Anti-CD68 (<https://www.bio-rad-antibodies.com/monoclonal/mouse-cd68-antibody-fa-11-mca1957.html?f=purified>)
 Anti-SR-BI (https://www.novusbio.com/products/sr-bi-antibody_nb400-104)
 Anti-Actin (<https://www.sigmaaldrich.com/US/en/product/sigma/a2066>)
 Anti-LDLR (<https://www.abcam.com/en-us/products/primary-antibodies/ldl-receptor-antibody-ep1553y-ab52818>)
 Anti-Scap (<https://www.thermofisher.com/antibody/product/SCAP-Antibody-Polyclonal/PA5-28982>)
 Anti-Insig 2 (<https://www.ptglab.com/products/INSIG2-Antibody-24766-1-AP.htm>)
 Anti-Insig 1 (<https://www.ptglab.com/products/INSIG1-Antibody-55282-1-AP.htm>)
 Anti-SREBP2 (<https://www.abcam.com/en-us/products/primary-antibodies/sreb2-antibody-ab30682>)

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

HepG2 cell line (ATCC, HB-8065™)

Authentication

This cell line is a common used cell line that was purchased from ATCC. The cell line was not recently authenticated.

Mycoplasma contamination

The cell line used in this study was negative for mycoplasma contamination.

Commonly misidentified lines
(See [ICLAC](#) register)

No cell line used in this study is listed in the ICLAC current register of commonly misidentified cell lines.

Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

7- 10 week old male and female wild-type C57BL/6J (#000664) and LDL receptor-deficient (# 002207) mice were purchased from the The Jackson Laboratory. They were fed a semisynthetic low-fat (4.2% fat) AIN76 diet containing either low cholesterol (0.02% cholesterol; Research Diets, D00110804C) or high cholesterol (0.5% cholesterol; Research Diet, D00083101C). For tsRNA or ASO treatment, mice were treated with tsRNA or ASO by intraperitoneal injections. For atherosclerosis study, mice were either fed a normal chow diet (LabDiet, PicoLab Rodent Diet 5053) for 7 weeks or fed a chow diet for 1 week and then switched to the high cholesterol diet (0.5% cholesterol; Research Diet, D00083101C) for 6 weeks. All mice were housed in microisolator cages and were provided ad libitum access to diets before the treatment and deionized water in temperature-controlled room (~21°C) with 12 hr light/dark cycle and humidity ranging from 30-70%.

Wild animals	No wild animals were used in the study.
Reporting on sex	Both male and female mice for were used for the studies to investigate tsRNA-Glu-CTC expression (Fig. 1h, 1i). For the small RNA-seq and treatment studies, male mice were used due to high cost for those experiments and limited resources. All the animal sex information were provided in the manuscript.
Field-collected samples	<i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>
Ethics oversight	Animal experiments were performed in compliance with approved protocol by the Institutional Animal Care and Use Committee of the University of California, Riverside.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration	<i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i>
Study protocol	<i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>
Data collection	<i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i>
Outcomes	<i>Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.</i>

Plants

Seed stocks	<i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>
Novel plant genotypes	<i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i>
Authentication	<i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>

How the deposited data were processed for this re-analysis (not part of the article)

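Liver small RNA of 9 C57BL/6 male mice was measured, 5 on the LCD (0.02% cholesterol) and 4 on the HCD (0.5% cholesterol), each by PANDORA-seq and by traditional-seq, which gives 18 libraries. The samples were assigned to diet, method and mouse from their labels and the paper. No library was left out, and no pair of libraries held identical values (0 pairs). The lowest Pearson correlation of log2(RPM + 1) across RNAs within a group was 0.942.

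The authors assigned the reads with SPORTS1.1 (version 1.1.0) to the mouse genome mm10 and deposited 1 table of RPM values with 1234 RNAs and 18 libraries. Empty cells of the table were read as 0. The RPM values as deposited are per read total of the library, of which the listed RNAs hold 777471 to 958480 RPM. The table gives 1 value for each of 1150 miRNA precursors, with both arms summed, and 1 for each of 51 cytosolic and 22 mitochondrial tRNA anticodons, with all fragments summed. Near-identical RNAs, such as those of tRNA-Glu-CTC and tRNA-Glu-TTC, tRNA-Gly-GCC and tRNA-Gly-CCC, miR-23a and miR-23b, or copies of a precursor with equal values (miR-3084-1 and miR-3084-2), may share reads, and how such reads were counted is not given in the sources used here.

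The tests planned before the data were examined assumed read counts. The values are RPM, so limma on a log scale took the place of the count tests, and a filter at 1 RPM that of their filter. The likelihood-ratio test of edgeR that the authors applied to RNA species, its quasi-likelihood form and DESeq2 were not used. Of the values below 3 RPM, 67.1% to 81.8% per library were whole multiples, within 0.02 of a read, of the inferred value of 1 read, which was too few to recover the counts. The same step gave an inferred read total per library, between 1934330 and 25488322 reads. It is used for depth, for the weights of the RNAs in the TMM scaling and for the stricter filter. With such totals 1 read corresponds to 0.0392 to 0.517 RPM, so an RNA near 1 RPM rests on a few reads in the shallow libraries.

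Class shares, ratios of classes and the levels of Fig. 2a were compared by two-sided exact permutation tests, and differences within a mouse by exact sign-flip tests, with Benjamini-Hochberg adjustment within each family. Single RNAs were compared by limma (version 3.58.1 in R 4.3.3, with a mean-variance trend) on log2(RPM + 1), over RNAs with at least 1 RPM in at least 4 libraries (diet) or 5 libraries (method), at an adjusted p of 0.05. The comparison of methods used the RPM as deposited. The comparisons by diet and the difference of the diet effect between the methods used RPM scaled by TMM, which trims 30% of the RNAs by fold change and 5% by level and was computed by own code. Fold changes are on the log2(RPM + 1) scale and understate the change of rare RNAs. Fixed lists of RNAs were tested by camera with a preset correlation of 0.01, by camera with an estimated correlation, and by fry. Other steps used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and the plots matplotlib 3.10.9. Coordinates of miRNA and mitochondrial genes are from GENCODE M21 and those of tRNA genes from RefSeq, both on GRCm38.

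The limma step was tested on 20 simulated tables per comparison, with 20 RNAs changed per fold size. By diet in PANDORA-seq, with 244 RNAs tested, it recovered 24.75%, 78.25% and 93.25% of the RNAs changed by folds of 2, 4 and 8, and 4.38% of its calls were false. By diet in traditional-seq, with 362 RNAs tested at the median, it recovered 25.25%, 83.5% and 95.5%, with 3.77% false. By method, with 354.5 RNAs tested at the median, it recovered 37.5%, 91.5% and 94.5%, with 3.77% false. In these tables the RNAs varied independently, and as many were raised as lowered. They hold no shift shared by a class or family, so the false calls that such a shift could give are not measured. Counting noise was added to a spread that already holds it, so the noise of rare RNAs is overstated.

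The libraries of a mouse pair by the paper's methods, which state that both come from the same RNA. Deviations of the 2 libraries of a mouse from their group means correlated with r between 0.0909 and 0.490, over 0.1 in 8 of 9 mice, and the highest correlation was that with the same mouse for 4 of 9. These were HCD-fed mice 15, 16 and 17 and LCD-fed mouse 5. For the other LCD-fed mice, on which the comparison of methods rests, another mouse matched better, as for mouse 1 (r = 0.213 against 0.0909). The values thus give little support of their own to the pairing in the LCD-fed mice. The main comparison of methods was fitted without the pairing and a second one with the mouse as a block.

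The RNAs named in the text follow a rule fixed before the data were examined, when the paper's source values for Figs. 1 and 2 had been read: each small RNA taken as named by the paper (16, which leaves out most tsRNA families that only the source data of Fig. 1c list), the 10 tsRNA families with the highest mean, in each diet comparison the 10 miRNAs, 10 tsRNA families and 5 other RNAs with the smallest adjusted p, and in the comparison of methods the 5 miRNAs and 5 tsRNA families with the largest change and a mean of at least 100 RPM, with at most 30 per comparison. The order in which this limit was filled (RNAs the paper names, then miRNAs, tsRNA families, other RNAs and the highest families) was chosen after the data were seen. The ribosomal and Y RNAs, the miR-27 and miR-24 precursors, members of fixed lists other than these, and the families Phe-GAA and Lys-CTT are named outside it, after their values were seen.

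The alternatives tried were other scalings (median ratio, upper quartile, RPM as deposited, miRNA reads), no filter and a stricter one (at least 10 reads), all 18 libraries in one fit, the mouse as a block, another denominator of the shares, plain or log values, an estimated correlation, and each library left out in turn. Added after the data were seen were pseudocounts of 0.5 and 5, precursor copies summed, library quality weights, cytosolic tsRNAs alone, and the inferred read total as a covariate. The comparisons by diet of the tsRNA-Glu-CTC share, of the ratios of classes and of the miR-122 share were also added then. The table does not separate the ends of a tRNA, the arms of a miRNA or the reads that match the genome, so the alternatives that need these were not run, and neither were those that need read counts.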

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

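The tests below of the yield of tsRNAs, of the other ribosomal RNAs, of the partner precursors of miR-23, of other divisions of the libraries for counts of RNAs and with the inferred read total as a covariate were chosen after the data were seen.

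In 56 groups of 4 or 5 libraries, 4 values lay apart from the rest of their group by Dixon's limit, where chance puts about 1 in 20 groups past it, or 2.8. miR-122 had 69554 RPM in PANDORA-seq of HCD-fed mouse 17, against 29874 to 30632 RPM in the other HCD-fed mice. tsRNA-Leu-CAG had 2595 RPM in traditional-seq of HCD-fed mouse 18, against 121 to 312 RPM. ysRNAs made up 0.0104% of the annotated reads in traditional-seq of HCD-fed mouse 18, against 0.00172% to 0.00310%, and 0.00897% in traditional-seq of LCD-fed mouse 5, against 0.00531% to 0.00609%.

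The effect of the diet differed between the methods for 20 of 365 small RNAs by limma, 10 with a higher and 10 with a lower log2 fold change in PANDORA-seq. Among the RNAs that the text names, the difference, PANDORA-seq minus traditional-seq, was 3.15 for tsRNA-His-GTG (standard error 0.58, adjusted p = 0.00175 from limma), 2.99 for tsRNA-Ala-CGC, 2.03 for tsRNA-Glu-TTC, 2.23 for mt-tsRNA-Ser-TGA, 1.98 for miR-10b, 1.94 for miR-10a and 0.89 for miR-96. It was −3.13 for tsRNA-Val-TAC (standard error 0.54, adjusted p = 0.00175 from limma), −2.82 for tsRNA-Met-CAT, −2.60 for mt-tsRNA-Met-CAT, −2.24 for tsRNA-Trp-CCA, −1.98 for miR-682, −1.90 for miR-6516 and −1.36 for miR-3084-1 and for miR-3084-2, which hold equal values (−1.36). On the LCD and HCD, miR-682 had 0.14 and 0.081 RPM and miR-3084-1 had 0.31 and 0.33 RPM in traditional-seq. miR-96 had 0.055 and 0.024 RPM in PANDORA-seq. These levels lie under the pseudocount of 1 RPM, so a diet effect could hardly show in that method, and these differences rest on the other method. Of 100 divisions of the libraries drawn, 1, the real one, gave 20 or more such RNAs, and the highest of the others gave 5. A random division is thus an unlikely source of the full count. The count depends on single traditional-seq libraries, however, and without some of them it was no higher than that 5, as given below. With the mouse as a block there were 40 higher and 15 lower, with all 20 among them, and with RPM as deposited 43 higher and 10 lower. Without traditional-seq of LCD-fed mouse 2 or 5 or of HCD-fed mouse 18 the count was 0 higher and 3 lower, without LCD-fed mouse 4 it was 0 and 5, without HCD-fed mouse 15 it was 0 and 4, and without PANDORA-seq of LCD-fed mouse 3 it was 25 and 11. Without PANDORA-seq of LCD-fed mouse 2, 4 or 5 or of HCD-fed mouse 16 or 17, or traditional-seq of LCD-fed mouse 3, between 3 and 6 were higher.

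By diet, 50 small RNAs other than the 16 that the naming rule takes from the paper passed an adjusted p of 0.05 from limma in PANDORA-seq and 27 in traditional-seq. Of these, 14 and 9 are tsRNA families that the source data of Fig. 1c list for LCD-fed mice, which leaves 36 and 18. In both methods and in the same direction, 7 of the 50 passed: miR-23a, miR-23b, miR-3108, mt-tsRNA-Ser-GCT and tsRNA-Lys-CTT were lower on the HCD, and miR-714 and tsRNA-Phe-GAA were higher, of which the last turned to −0.00835 in PANDORA-seq with scaling by miRNA reads. The call of tsRNA-Phe-GAA in traditional-seq was lost with RPM as deposited and with scaling by miRNA reads, where 0 families were higher. Both tsRNA-Lys-CTT and tsRNA-Phe-GAA are listed in Fig. 1c. Of 232 RNAs tested in both methods, 8 were lower and 2 higher in both, where independent lists would share 2.72 and 0.853, but both methods were run on the same mice and are not independent. In all, 19 small RNAs were higher and 38 lower in PANDORA-seq, and 12 higher and 22 lower in traditional-seq, against 29 and 28 and against 3 and 57 with RPM as deposited and 0 and 113 and 3 and 49 with scaling by miRNA reads. With the inferred read total as a covariate there were 10 higher and 27 lower in PANDORA-seq and 11 higher and 26 lower in traditional-seq. Of 100 divisions drawn, 1, the real one, gave as many RNAs by diet in PANDORA-seq (57, highest other 1), in traditional-seq (34, highest other 10), and by method (300, highest other 0). The same held for tsRNA families by diet in PANDORA-seq (30, highest other 0), in traditional-seq (21, highest other 1) and by method (59, highest other 0). By diet, a random division of the libraries is thus an unlikely source of these counts. By method, only divisions that part all 5 pairs of a mouse's libraries, as the real one does, keep the pairing. Of these, 13 others were drawn and gave 0, which are too few for a p under 0.05, so they cannot exclude chance. In PANDORA-seq, the count of higher RNAs was 10 without LCD-fed mouse 1 or 2, 2 without LCD-fed mouse 5, 7 without HCD-fed mouse 16 and 4 without HCD-fed mouse 17, and that of lower RNAs 21, 23 and 24 without the last 3. In traditional-seq, the count of higher RNAs was 7 without LCD-fed mouse 4 or 5 or HCD-fed mouse 18, and that of lower RNAs 14, 14 and 13, and 40 without HCD-fed mouse 16.

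tsRNA-Glu-CTC was lower on the HCD in both methods. A lower yield of all tsRNAs alike on the HCD could lower it, but the difference in mean log2(tsRNA-Glu-CTC / other tsRNAs) was −1.16 in PANDORA-seq (exact permutation test, p = 0.0317) and −1.24 in traditional-seq (exact permutation test, p = 0.00794), which argues against this as the whole cause. With the log2 inferred read total as a covariate, the log2 fold change was −1.41 (standard error 0.42, adjusted p = 0.0391 from limma) in PANDORA-seq and −3.06 (standard error 0.44, adjusted p = 0.00121 from limma) in traditional-seq, which argues against depth as the cause. An effect of the diet on this tsRNA stays open as a hypothesis from these libraries alone. The paper tested it further by northern blots of liver RNA and in cultured hepatic cells, and concludes that tsRNA-Glu-CTC responds to cholesterol. Reads shared with tRNA-Glu-TTC, whose fragments did not pass in PANDORA-seq with the covariate (−1.05, adjusted p = 0.0533 from limma), were not tested.

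Fragments of 18S ribosomal RNA (18S-rRNA) had 3721 ± 427 RPM in traditional-seq of LCD-fed mice (SD, n = 5) and 25213 ± 15412 RPM in HCD-fed mice (SD, n = 4), a log2 fold change of 3.19 (standard error 0.43, adjusted p = 0.000364 from limma), against −0.45 (adjusted p = 0.385 from limma) in PANDORA-seq and a difference between the methods of −3.07 (adjusted p = 0.00175 from limma). More fragments of all ribosomal RNAs alike could raise them, but the 7 others lay between −0.05 (16S) and 1.34 (5S) in traditional-seq, with 28S at 0.68 (standard error 0.43, adjusted p = 0.387 from limma), each more than 2 of its standard errors below 18S, which argues against it as the whole cause. A smaller rise of all of them as a part stays open, since their mean log2 level was 0.73 higher on the HCD (exact permutation test, p = 0.0873), but 0.09 with RPM as deposited and 0.05 with scaling by miRNA reads (exact permutation tests, p = 0.738 and 0.881). With the inferred read total as a covariate the value was 3.03 (standard error 0.46), which argues against depth. A difference in fragment ends that traditional-seq can ligate, in RNA quality or in the liver itself was not tested.

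miR-23a and miR-23b, which differ by few bases and may share reads, fell in traditional-seq from 605 ± 282 to 39.8 ± 31.6 RPM and from 1257 ± 486 to 104 ± 77.3 RPM (SD, n = 5 and 4), with log2 fold changes of −3.45 (standard error 0.49, adjusted p = 0.000446 from limma) and −3.12 (standard error 0.47, adjusted p = 0.000597 from limma), and in PANDORA-seq by −1.86 and −2.16. miR-23a lies on chromosome 8 of GRCm38 from 84208518 to 84208592, beside miR-27a and miR-24-2, and miR-23b on chromosome 13 from 63300484 to 63300557, beside miR-27b and miR-24-1. A lower output of the shared precursor transcripts could lower them, but the median log2 fold change of miR-27a, miR-27b, miR-24-1 and miR-24-2 in traditional-seq was 0.10, which argues against a lower output of both clusters together. The miR-27 and miR-24 precursors may share reads between the clusters, so neither cluster can be judged alone. Small RNA reads also do not measure the transcripts directly. With the inferred read total as a covariate the mean of the pair was −3.74, which argues against depth. A change in the processing or stability of the mature miRNAs, by diet or in library making, stays open and was not tested.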

How the results depend on the processing

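The settings with other pseudocounts, precursor copies summed, library quality weights, cytosolic tsRNAs alone and the read total as a covariate were chosen after the data were seen. The other kinds of setting were set before. The limma fit and its filter at 1 RPM were not, since they replaced a planned count test and its filter once the values were seen to be RPM. For the main results and counts, 708 of 855 values under the settings set before kept their direction and their side of the threshold (or lay within 1.5 times of a count), 47 lost and 2 gained the threshold, 8 turned direction and 90 counts moved further. For single named RNAs it was 1398 of 1667, with 221 lost, 27 gained and 21 turned. Under the settings chosen after, 68 of 73 and 429 of 447 were kept. Except where a cause is named, the cause was not tested. The depth limits rare RNAs, and in the simulated tables folds of 2 were mostly not detected by diet. The alternatives with ends of a tRNA kept apart, the share among its ends, miRNA arms apart or summed, reads that match the genome alone, and edgeR or DESeq2 were not run, since the RPM table does not hold what they need.

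By method, the test with the replicate block gave differences, PANDORA-seq minus traditional-seq, of −63.9 points for the share of miRNAs, 17.6 for tsRNAs, 45.2 for rsRNAs, 0.975 for piRNA and 0.0113 for ysRNAs, of 5.93 for the log2 ratio of tsRNA to miRNA and 6.13 for that of rsRNA to miRNA, and of 29.3 points for the share of tsRNA-Glu-CTC, none past 0.05, since 5 pairs cannot give less than p = 0.062 by an exact test. The pairing changed no other call among these main results apart from the difference of the diet effect given below; of named RNAs it also brought mt-tsRNA-His-GTG by method (0.65, adjusted p = 0.0486 from limma) and tsRNA-Glu-CTC between methods past the threshold. As a share of all reads, the piRNA difference by method was 0.118 points, past no threshold, and that by diet in PANDORA-seq turned to 0.0128.

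By diet, tsRNA-Ser-GCT and tsRNA-Arg-ACG in PANDORA-seq turned to −31601 and −23301 when given per miRNA reads. On log2(RPM + 1), the exact permutation tests of tsRNA-Glu-CTC (−3.32) and tsRNA-Asp-GTC (−1.85) in traditional-seq passed the threshold. The limma call of tsRNA-Glu-CTC in PANDORA-seq was lost with no filter on low values (−1.44) and with all 18 libraries in one fit (−1.11).

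The scaling set the balance of calls. The median log2 fold change by method was −2.63 with RPM as deposited, −1.66 with TMM and 0.37 with scaling by miRNA reads. By diet it was −0.12 with TMM, 0.03 with RPM as deposited and −1.27 with scaling by miRNA reads in PANDORA-seq, and 0.06, −0.53 and −0.56 in traditional-seq. By method, scaling by miRNA reads gave 135 higher and 57 lower RNAs, and 0 lower tsRNA families, against 5 with TMM. By diet in PANDORA-seq, RPM as deposited gave 29 higher RNAs, and scaling by miRNA reads 0 higher and 113 lower RNAs and 0 higher and 49 lower families. By diet in traditional-seq, RPM as deposited gave 3 higher and 57 lower RNAs and 0 higher and 32 lower families, scaling by miRNA reads 3 higher and 49 lower RNAs and 0 higher and 27 lower families, and median-ratio scaling 21 higher RNAs. Of the 57 calls in PANDORA-seq, 47 were kept with RPM as deposited and 38 with scaling by miRNA reads, and of the 34 in traditional-seq 25 and 25. For the diet effect between methods, RPM as deposited gave 43 higher and the replicate block 40 higher.

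With no filter on low values, PANDORA-seq gave 0 higher and 13 lower RNAs and 0 higher and 8 lower families, traditional-seq 4 higher and 6 lower RNAs and 0 higher and 4 lower families, and the diet effect between methods 2 higher. The stricter filter gave 25 lower RNAs in PANDORA-seq. With all 18 libraries in one fit, PANDORA-seq gave 39 higher and 23 lower RNAs and 13 lower families, and traditional-seq 7 higher RNAs and 3 higher families. Library quality weights gave 1 higher family in PANDORA-seq and 24 lower in traditional-seq, and a pseudocount of 0.5 gave 6 higher for the diet effect between methods. With the read total as a covariate, PANDORA-seq gave 10 higher and 27 lower RNAs and 1 higher family, with 37 of the 57 calls kept, and traditional-seq 11 higher and 26 lower RNAs, with 28 of the 34 calls kept; of named RNAs, tsRNA-Glu-TTC in PANDORA-seq (−1.05, adjusted p = 0.0533 from limma), tsRNA-Trp-CCA in PANDORA-seq (−1.04, adjusted p = 0.0721) and traditional-seq (1.44, adjusted p = 0.0679) and miR-1a-1 in traditional-seq (−1.36, adjusted p = 0.0878) did not pass. With an estimated correlation, 0 fixed lists passed in PANDORA-seq and 0 in traditional-seq.

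Of named RNAs by method, these turned direction: tsRNA-Gly-GCC to 0.18 with TMM and 3.44 with scaling by miRNA reads, tsRNA-Gly-CCC to 0.16 and 3.42, tsRNA-Ala-CGC to 0.16 and 3.41, tsRNA-Lys-CTT to 1.27 and 4.53 (and 0.34 with library quality weights), and with scaling by miRNA reads miR-148a to 0.62 and mt-tsRNA-Ser-GCT to 2.07. By diet in PANDORA-seq, scaling by miRNA reads turned tsRNA-His-GTG to −0.25, tsRNA-Ser-GCT to −1.45, tsRNA-Arg-ACG to −0.92, tsRNA-Gln-CTG to −1.00, miR-30c-2 to −0.66 and miR-10a to −0.033, and library quality weights turned tsRNA-Ser-GCT to −0.12. Of the 57 calls in PANDORA-seq, 8 turned with scaling by miRNA reads, and 0 with the other scalings; of the 34 in traditional-seq 0 turned with any.

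Each library was left out in turn. The RPM difference by diet lay between −288 (without HCD 18) and 888 (without HCD 16) for tsRNA-Ser-GCT in PANDORA-seq, and in traditional-seq between −0.671 (without HCD 18) and 8.74 (without HCD 17) for tsRNA-Ser-GCT, −46.8 (without HCD 18) and 778 (without HCD 16) for tsRNA-Leu-CAG, and −8147 (without HCD 17) and 98658 (without HCD 18) for miR-122. The share by diet lay between 4.86 and 7.60 points for miRNAs in PANDORA-seq, between −0.535 and 6.13 for miRNAs and between −7.39 and −6.69 for tsRNAs in traditional-seq; the first and the last lost the threshold in 18 of 18 runs, since the smallest possible adjusted p rises. In PANDORA-seq, 2 (without LCD 5) to 25 (without LCD 3) RNAs were higher, 21 (without LCD 5) to 36 (without HCD 18) lower, and 0 to 2 families higher and 14 to 26 lower. In traditional-seq, 7 to 18 RNAs were higher, 13 (without HCD 18) to 40 (without HCD 16) lower, and 2 to 10 families higher and 9 to 32 lower. For the diet effect between methods, 0 to 25 were higher and 3 to 11 lower. Between 2 and 5 fixed lists passed in traditional-seq. By camera, in PANDORA-seq the call of the hepatocyte-enriched miRNAs was lost in 1 of 9 runs (without LCD 5, adjusted p = 0.110) and the cytosolic tsRNA families other than Glu-CTC passed in 3 (without LCD 1, LCD 2 or HCD 18). In traditional-seq the call of all miRNAs was lost in 6 of 9, while the hepatocyte-enriched miRNAs passed in 6 (without LCD 1, 3 or 4 or HCD 15, 16 or 18), the muscle miRNAs in 2 (without LCD 3 or HCD 15) and the cytosolic families in 1 (without HCD 16). tsRNA-Lys-CTT by method lay between −0.31 and 0.11, and tsRNA-Ser-GCT by diet in PANDORA-seq between −0.34 and 0.36 on the log2 scale.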

Differences from the paper's values

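Of 143 values set beside those of the paper and its source data, 136 lay within 0.1% of them, and none differed by more than the spread and more than 1.5 times.

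In its text the paper gives tsRNA-Glu-CTC a share of more than 65% of the tsRNAs in PANDORA-seq. The share here was 61.0% ± 9.69 (SD, n = 5) over all tsRNAs, mitochondrial ones included, and 64.0% ± 8.18 (SD, n = 5) over the cytosolic ones alone, a setting chosen after the values were seen. From the mean RPM in place of the mean of the shares it was 62.8% over all tsRNAs and 65.7% over the cytosolic ones, the setting chosen after the values were seen, against the paper's 65.51% in the source data of Fig. 1d.

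The source data of Fig. 1d list 3164.35 RPM and 1.57% for tsRNA-Trp-CCA in PANDORA-seq, which are the paper's values. The mean here was 2510 RPM, or 1.19% of the tsRNA reads, which matches the paper's own value in Fig. 1c. The value 3164 RPM is that of mt-tsRNA-Glu-TTC in the table used here. tsRNA-Glu-TTC, with 8573 RPM here and in Fig. 1c, is not listed in Fig. 1d.

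The paper states that HCD feeding lowered tsRNA-Glu-CTC in both methods, with a test of RPM levels in Fig. 2a. It also reports lower tsRNA-Glu-CTC on the HCD by northern blots of liver RNA, which were not examined here. By the exact permutation test on RPM, adjusted over the 12 tests, neither method passed 0.05 (adjusted p = 0.0714 in PANDORA-seq and 0.0635 in traditional-seq), while before adjustment both did (exact permutation test, p = 0.0238 and 0.00794). Both methods passed by limma on TMM-scaled values (adjusted p = 0.0228 and 0.00142), and traditional-seq passed by the exact permutation test on log2(RPM + 1) as well (difference −3.32, adjusted p = 0.0476), an alternative set before the data were examined.

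For other RNAs of Fig. 2a, the paper's test on RPM passes for miR-122 in PANDORA-seq and for tsRNA-Asp-GTC in traditional-seq. Here the exact permutation test gave p = 0.0159 for each, and neither passed after adjustment (adjusted p = 0.0635). By limma, miR-122 in PANDORA-seq had an adjusted p of 0.0554 with TMM scaling and passed with RPM as deposited (adjusted p = 0.0183), median-ratio scaling (0.0392) and upper-quartile scaling (0.0482). These scalings were set before the data were examined, while limma and its filter were not. tsRNA-Asp-GTC in traditional-seq had an adjusted p of 0.0501 by limma with TMM scaling, and passed with RPM as deposited (adjusted p = 0.00698), median-ratio scaling (0.0351) and scaling by miRNA reads (0.0162), and by the exact permutation test on log2(RPM + 1) (adjusted p = 0.0476). The paper's test does not pass for tsRNA-Asp-GTC in PANDORA-seq or tsRNA-Arg-ACG in traditional-seq, which passed here by limma (log2 fold change −1.86, adjusted p = 0.0327, and 1.25, adjusted p = 0.0387), but not by the exact permutation test (adjusted p = 0.286 and 0.354).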

Other observations

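The comparisons of calls between the methods, the counts of list calls with each mitochondrial family named, the fit with the read total as a covariate and the choice of the ribosomal and Y RNAs were made after the data were seen, while the lists, their tests and the other divisions of the libraries for them were fixed before.

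Among miRNAs, 15 of 160 tested were higher and 9 lower on the HCD in PANDORA-seq at an adjusted p under 0.05 from limma, and 4 of 267 were higher and 8 lower in traditional-seq (adjusted over the list alone, 4 higher and 8 lower, and 4 higher and 4 lower). With RPM as deposited, 24 were higher and 9 lower in PANDORA-seq and 2 higher and 24 lower in traditional-seq (23 and 9, and 2 and 17, when adjusted over the list alone). miR-148a rose in PANDORA-seq to 34984 ± 17772 RPM (SD, n = 4), a log2 fold change of 2.04 (standard error 0.51, adjusted p = 0.0151 from limma), but had 0.50 (adjusted p = 0.437 from limma) with scaling by miRNA reads, and 1.03 (adjusted p = 0.0815 from limma) in traditional-seq. In PANDORA-seq of HCD-fed mice miR-148a itself made up 39.4% of the miRNA reads, so scaling by these reads pulls its value toward 0 by construction. miR-122 had 13757 ± 10135 RPM (SD, n = 5) in LCD-fed and 40086 ± 19648 RPM (SD, n = 4) in HCD-fed mice in PANDORA-seq (log2 fold change 1.71, adjusted p = 0.0554 from limma), and 299428 ± 91183 RPM (SD, n = 5) and 336220 ± 135452 RPM (SD, n = 4) in traditional-seq (0.76, adjusted p = 0.535 from limma). Its share of the miRNA reads did not pass by diet in PANDORA-seq (44.8% ± 18.4 on the LCD, SD, n = 5; exact permutation test, p = 0.913) or traditional-seq (49.9% ± 16.9 on the HCD, SD, n = 4; exact permutation test, p = 0.746). miR-10a and miR-10b, which lie in the Hox clusters on chromosome 11 of GRCm38 from 96317165 to 96317274 and on chromosome 2 from 74726070 to 74726137, rose in PANDORA-seq by 1.49 and 1.62 on the log2 scale, but with scaling by miRNA reads had −0.033 and 0.09 (adjusted p = 0.974 and 0.913 from limma). In traditional-seq miR-652, on the X chromosome from 142739000 to 142739097, fell by 2.37 (adjusted p = 0.0152 from limma), miR-96, on chromosome 6 from 30169446 to 30169551, fell by 0.99 (adjusted p = 0.0349), and the muscle miR-1a-1 fell by 1.33 (adjusted p = 0.0454, and 0.0878 with the inferred read total as a covariate). miR-33, encoded in the gene of the sterol-regulated factor SREBP2, had 0.662 and 0.639 RPM in traditional-seq of LCD- and HCD-fed mice and was too low to be tested, as was miR-483. Of the 2 precursors of miR-30c, neither passed in PANDORA-seq (log2 fold changes −0.43 and 0.81) or in traditional-seq (−0.38 and −0.26).

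Of the fragments of mitochondrial tRNAs, 10 of 22 families were lower and 0 higher on the HCD in PANDORA-seq by limma (12 lower when adjusted over the list alone), while 12 did not pass, and in traditional-seq 5 of 22 were lower and 0 higher (9 lower when adjusted over the list alone). With RPM as deposited, 8 were lower in PANDORA-seq and 15 in traditional-seq (8 and 21 when adjusted over the list alone), and 0 higher. In PANDORA-seq mitochondrial Glu-TTC fell by 2.98 on the log2 scale, Ser-GCT by 2.67, Trp-TCA by 3.20, Lys-TTT by 2.96, Asn-GTT by 1.71, Asp-GTC by 1.67, Arg-TCG by 1.63, Tyr-GTA by 1.49 and Leu-TAA by 1.27, beside Met-CAT. In traditional-seq Ser-GCT fell by 3.04, Ser-TGA by 2.22, Ala-TGC by 1.89, Gln-TTG by 1.82 and Cys-GCA by 1.40. Fragments of the mitochondrial 12S ribosomal RNA (mt-Rnr1, 70 to 1024 of the mitochondrial genome) fell by 2.38 (adjusted p = 0.0148 from limma) in PANDORA-seq. The camera test of the list gave an adjusted p of 1.52e-06 in PANDORA-seq and 4.69e-08 in traditional-seq, but with an estimated correlation the adjusted p was 0.226 and 0.827. The list also passed camera in 59 and 70 of 100 divisions of the libraries, so chance cannot be excluded for its camera calls. The fry test, which asks whether the list moves one way and does not compare it with other RNAs, gave an adjusted p of 0.0107 in PANDORA-seq and 0.144 in traditional-seq, and 0.183 and 0.00987 with RPM as deposited. Of cytosolic tsRNA families other than Glu-CTC, 3 of 50 were higher and 16 lower in PANDORA-seq and 7 of 48 higher and 8 lower in traditional-seq (3 and 16, and 10 and 13, when adjusted over the list alone), against 3 higher and 9 lower and 0 higher and 16 lower with RPM as deposited. In PANDORA-seq 45S precursor fragments rose by 1.39 (adjusted p = 0.0326 from limma, and −0.15 with scaling by miRNA reads) and fragments of the Y RNA RNY3 fell by 1.44 (adjusted p = 0.0399 from limma). The RNY3 call was lost with RPM as deposited, where 0 Y RNAs passed in PANDORA-seq.

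Other lists were fixed to look for miRNAs of other cell types or functions. In PANDORA-seq, 3 of 10 hepatocyte-enriched miRNAs were higher and 0 lower by limma (miR-148a, miR-192 and miR-378a, of which the last 2 turned to −0.26 and −0.25 with scaling by miRNA reads; 4 higher when adjusted over the list alone; camera adjusted p = 0.0355, lost without LCD-fed mouse 5 at 0.110, and adjusted p = 0.644 with an estimated correlation), and 1 of 12 of the let-7 family (let-7b, 1.84; 0 when adjusted over the list alone; camera adjusted p = 0.00876, and adjusted p = 0.644 with an estimated correlation). All miRNAs as a list gave a camera adjusted p of 3.65e-06, and 0.104 with an estimated correlation. Of miRNAs of lipid metabolism 2 of 18 were higher (miR-148a and miR-378a; 1 when adjusted over the list alone), of immune-cell miRNAs 1 of 5 (miR-150, 0.94; 1 when adjusted over the list alone), of stellate and fibroblast miRNAs 1 of 8 (miR-10b; 1 when adjusted over the list alone), and of erythroid (3), endothelial (1), biliary epithelial (4) and Dlk1-Dio3 miRNAs (2) 0 passed. In traditional-seq, 2 of 9 biliary epithelial miRNAs were lower (miR-182, −2.21, and miR-96; 3 when adjusted over the list alone), 2 of 3 muscle miRNAs (miR-1a-1 and miR-1a-2; 2 when adjusted over the list alone; camera adjusted p = 0.0568) and 1 of 25 miRNAs of lipid metabolism (miR-96; 0 when adjusted over the list alone), and of hepatocyte-enriched (12; camera adjusted p = 0.0654), let-7 (12), erythroid (6), immune-cell (9), endothelial (1), stellate and fibroblast (9) and Dlk1-Dio3 miRNAs (9) 0 passed by limma, where 78 of all 349 RNAs had an unadjusted p under 0.05. Of the ribosomal RNAs, 1 of 8 was higher and 1 lower in PANDORA-seq and 1 higher in traditional-seq (2 and 2, and 3 and 0, when adjusted over the list alone; camera adjusted p = 0.00441 in traditional-seq, and adjusted p = 0.827 with an estimated correlation), and of the 2 Y RNAs 1 was lower in PANDORA-seq and 0 in traditional-seq (1 in each when adjusted over the list alone), while the 1 piRNA entry did not pass. All miRNAs gave a camera adjusted p of 0.0246 in traditional-seq, and 0.881 with an estimated correlation, and the call was lost without LCD-fed mouse 1, 3 or 4 or HCD-fed mouse 15, 17 or 18 (adjusted p between 0.0530 and 0.626). The median and the mean log2 fold change differ in sign for the miRNAs of lipid metabolism (−0.20 and 0.17), immune-cell miRNAs (−0.14 and 0.21) and stellate and fibroblast miRNAs (−0.26 and 0.10) in PANDORA-seq and for the biliary epithelial miRNAs (0.08 and −0.52) in traditional-seq, and camera takes the sign of the mean. With RPM as deposited, 5 lipid-metabolism, 4 hepatocyte-enriched, 3 let-7, 1 immune-cell and 1 stellate and fibroblast miRNAs were higher in PANDORA-seq. In traditional-seq, 3 lipid-metabolism, 1 hepatocyte-enriched, 3 let-7, 4 biliary epithelial and 2 muscle miRNAs were then lower. Of the 2 Y RNAs, 0 were then lower in PANDORA-seq and 1 in traditional-seq. No muscle miRNA was tested in PANDORA-seq (0), and fragments of small nuclear and nucleolar RNAs were not used here. In 35 of 100 divisions of the libraries at least as many lists passed camera as the 4 of the real one in PANDORA-seq (highest other 7), and in 91 of 100 as many as the 3 in traditional-seq (highest other 10), so chance cannot be excluded for the camera calls. With scaling by miRNA reads 0 RNAs were higher in PANDORA-seq, so none of the calls of higher RNAs there is kept under it. That scale rests mainly on miR-122 and miR-148a. By fry the mitochondrial list in PANDORA-seq was the only list of either method with an adjusted p under 0.05 on TMM-scaled values.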
